# Inflammation- and resolution-programmed myeloid circuits govern therapeutic resistance in epithelial and mesenchymal triple-negative breast cancer

**DOI:** 10.1172/JCI198815

**Published:** 2026-02-17

**Authors:** Liqun Yu, Charlotte Rivas, Fengshuo Liu, Yichao Shen, Ling Wu, Zhan Xu, Yunfeng Ding, Xiaoxin Hao, Weijie Zhang, Hilda L. Chan, Jun Liu, Bo Wei, Yang Gao, Luis Becerra-Dominguez, Yi-Hsuan Wu, Siyue Wang, Tobie D. Lee, Xuan Li, Xiang Chen, David G. Edwards, Xiang H.-F. Zhang

**Keywords:** Immunology, Oncology, Breast cancer, Cancer immunotherapy, Macrophages

## Abstract

Single-cell analysis of human triple-negative breast cancer revealed heterogeneous macrophage populations with opposing phenotypes — proinflammatory and proresolution of inflammation. Paradoxically, both subsets accumulated in therapy-refractory residual tumors but showed inverse correlations across patients, suggesting mutually exclusive resistance mechanisms. Inflammatory macrophages localized preferentially to epithelial-like tumors, whereas proresolution macrophages were enriched in mesenchymal-like tumors. Mouse models faithfully recapitulated these patterns. After chemoimmunotherapy, mesenchymal-like tumors expanded proresolution macrophages through phagocytosis/efferocytosis, ω-3 fatty acid uptake, and resolvin production. Macrophage-secreted C1q emerged as a principal antagonist of T cell function by targeting mitochondria and inducing metabolic dysfunction. By contrast, epithelial-like tumors accumulated inflammatory macrophages and neutrophils that produced prostaglandins via ω-6 fatty acid pathways. Knocking down ELOVL5 — an elongase involved in ω-3 and ω-6 metabolism — mitigated both neutrophil- and macrophage-mediated immunosuppression. These distinct axes, driven by dysregulated inflammation and resolution programs, converged to undermine therapy-induced immunosurveillance; however, targeting their shared upstream regulators may overcome these resistance mechanisms.

## Abstract 2

Single-cell analysis identified two macrophage subsets in triple-negative breast cancer—pro-inflammatory in epithelial tumors, pro-resolution in mesenchymal tumors—each driving therapy resistance converging on Elongase-5 metabolism.

## Introduction

Tumors have been depicted as wounds that never heal (1). Wound healing is an intricate process characterized by an initial inflammatory response, subsequent resolution of inflammation, and eventual tissue remodeling and restoration (2). Within this complex cascade, inflammation and tissue remodeling are increasingly recognized as key determinants of tumor development and therapeutic response (1, 3). The inflammatory response begins with production of soluble mediators, including prostaglandins, CXCL1/2, and IL-1α, orchestrating the recruitment of circulating leukocytes, particularly neutrophils (4). Cancer-associated inflammation is often triggered by growth factors, cytokines, and chemokines resulting from various stresses driven by oncogenic pathways (5, 6). Specifically, damage-associated molecular patterns (DAMPs), produced by cancer cells due to rapid proliferation, apoptosis, and a nutrient-deprived microenvironment, contribute to this inflammatory process (7). Chronic inflammation reciprocally promotes tumor progression by inducing DNA damage and dampening antitumor immunity (8). Additionally, the tissue remodeling phase of wound healing promotes tumor progression, primarily owing to the immunosuppressive milieu and concomitant angiogenesis (9). In normal wound healing, inflammation needs to be resolved before the onset of tissue remodeling. The resolution of inflammation is a highly coordinated process, involving neutrophil apoptosis, macrophage polarization toward a resolution phenotype with enhanced efferocytosis, and increased production of antiinflammatory mediators such as resolvins (10–12). Compared with that of inflammation and tissue remodeling, the contribution of inflammation resolution to cancer progression remains poorly understood.

Macrophages are professional phagocytic cells specialized in detecting, engulfing, and eliminating pathogens and apoptotic cells (7). During inflammation resolution, macrophage-mediated efferocytosis of apoptotic neutrophils drives macrophage polarization into a proresolution status, facilitating the termination of inflammation (12, 13). Macrophages originate either from embryonic precursors that reside in tissues during prenatal development or from bone marrow–derived monocytes that migrate to tissues via a CCR2-dependent mechanism (14). Growth factors like VEGFA and macrophage colony-stimulating factor (M-CSF) also influence monocyte recruitment and differentiation (15, 16). Tumor-associated macrophages (TAMs) exhibit remarkable plasticity, exerting both supportive and inhibitory effects on cancer progression. TAMs can eliminate tumor cells through antibody-dependent phagocytosis (17) and facilitate antitumor therapies by promoting adaptive immune responses (18). Nevertheless, TAMs are primarily recognized for their suppressive functions within tumors, inhibiting cytotoxic T cell activity through various mechanisms. These include producing inhibitory cytokines like IL-10 and TGF-β (19, 20), engagement of immune checkpoints via PD-L1 and B7-H4 expression (21, 22), and consumption of T cell–essential substrates such as L-arginine (23). Additionally, TAMs indirectly influence cytotoxic T cell functions by recruiting immunosuppressive cells like regulatory T cells (24); inhibiting stimulatory immune cells such as dendritic cells and natural killer cells (25); and disrupting vascular structures and remodeling the tumor microenvironment (TME) to induce immune exclusion (26, 27).

The TME evolves as tumor progresses and varies from patient to patient (1, 2). This dynamic and heterogeneous nature has been increasingly appreciated. For instance, several tumor ecotypes have been defined by integrating single-cell and spatial omics data across various cancer types (28). Each ecotype represents a combination of cell types and cell states, characterizing the TME in a subset of patients. Our group previously identified macrophage-enriched and neutrophil-enriched subtypes of TME in preclinical models and clinical specimens of triple-negative breast cancer (TNBC) (29), which reflect divergent tumor ecosystems. Herein, in the macrophage-enriched subtype, we identified a subset of proresolution TAMs as primary mediators of resistance to chemoimmunotherapies, unexpectedly implicating inflammation resolution in suppression of therapy-induced antitumor immunity in specific TMEs.

This study, together with our previous study elucidating a resistance mechanism involving neutrophils and inflammation mediators in neutrophil-enriched TNBC (30), provides evidence that the heterogenous and dynamic TME in different tumors may hijack distinct stages of wound healing mechanisms to evade therapies, thus deepening Dvorak’s concept that “tumor is a wound that never heals” (31).

## Results

### Chemoimmunotherapy-refractory TNBC is characterized by a mutually exclusive enrichment of inflammatory and proresolution macrophages.

To delineate the dynamics of the tumor immune microenvironment in patients treated with chemotherapy in combination with immune checkpoint blockade (designated hereafter as chemoimmunotherapy), we analyzed single-cell RNA sequencing (scRNA-seq) data from 44 patients with TNBC treated with paclitaxel (PTX, a chemotherapy drug) alone or in combination with atezolizumab (an anti–PD-L1 antibody) (32). Patients were stratified into responders and nonresponders according to their pathological complete response status (Figure 1A). Major myeloid cell populations were identified and subclustered based on distinct gene expression profiles (Supplemental Figure 1A and Figure 1B; supplemental material available online with this article; https://doi.org/10.1172/JCI198815DS1). Comparative analyses between responders and nonresponders revealed notable differences primarily within macrophage subsets (Figure 1C). Interestingly, among 15 human macrophage clusters, those with the highest inflammation-resolution AUCell scores (hC8, hC13, hC15, and hC19, with “h” denoting “human,” to be distinguished from murine data shown later) were significantly enriched in nonresponder tumors (Figure 1D and Supplemental Figure 1B). Conversely, cluster hC3 — marked by an inflammatory gene program opposite to the resolution phenotype — was also enriched in nonresponders (Figure 1D and Supplemental Figure 1, C and D). These macrophages demonstrated elevated expression of neutrophil recruitment–associated genes (Figure 1E). Despite the notoriously high dropout rate of neutrophils in scRNA-seq data due to technical caveats (33, 34), the abundance of hC3 macrophages suggests a neutrophil-enriched inflammatory TME.

Both inflammation-resolution macrophages (hC8, hC13, hC15, hC19) and inflammatory macrophages (hC3) were enriched in nonresponsive tumors (Figure 1F and Supplemental Figure 1E) yet segregated by patients. Correlation analysis revealed a significant negative association between these two programs among nonresponders, indicating mutual exclusivity. In contrast, no such relationship was observed in responders (Figure 1G).

Collectively, these findings suggest that both inflammatory and antiinflammatory macrophages can underlie resistance to chemoimmunotherapy: the former through recruiting and reprogramming neutrophils as we previously elucidated (30), and the latter by exploiting inflammation-resolution pathways.

### Epithelial-mesenchymal transition status correlates with tumor-infiltrating macrophage polarization.

To extend our analysis to additional clinical samples and investigate tumor-intrinsic characteristics potentially underlying macrophage phenotypic divergence, we examined an integrated scRNA-seq dataset (35) containing cancer cell data of the same patients. This dataset consists of 29 treatment-naive patients with primary TNBC. Patients were classified into low inflammation-resolution (LIR) and high inflammation-resolution (HIR) groups based on the macrophage inflammation-resolution gene expression (Figure 1, H and I, and Supplemental Figure 1, F–H).

To assess whether these distinct macrophage phenotypes correlate with intrinsic properties of cancer cells, we conducted gene set enrichment analysis (GSEA) on epithelial cells. Cancer cells from the LIR group demonstrated enrichment in Notch signaling, E2F targets, G2M checkpoint, and TNF-α signaling pathways, suggesting accelerated tumor growth (Figure 1J). Interestingly, epithelial cells in the HIR group exhibited elevated expression in the epithelial-mesenchymal transition (EMT) pathway. Further analysis confirmed higher EMT scores in cancer cells derived from HIR tumors (Figure 1K and Supplemental Figure 1I).

Collectively, these findings indicate that the inflammation-resolution program of macrophages correlates with elevated EMT status in cancer cells.

### EMT status of murine TNBC models correlates with myeloid cell profiles.

To better understand how inflammation-resolution programmed macrophages drive therapy resistance, we established syngeneic murine TNBC models that recapitulate key tumor and immune characteristics observed in human TNBC and analyzed their transcriptomic profiles. Cell lines exhibiting elevated expression of mesenchymal genes (Supplemental Figure 2, A and B) demonstrated reduced expression of Hallmark Inflammation Response gene signature (Supplemental Figure 2, C and D). In contrast, cell lines retaining epithelial features showed increased expression of inflammation-associated genes, suggesting that EMT-associated immune shifts are conserved in murine TNBC.

When implanted into mice, epithelial-like tumors (2208L and EMT6) induced a pronounced systemic neutrophilia (Figure 2A and Supplemental Figure 2E). By contrast, mesenchymal-like tumors (T11, T12, AT3, E0771, PyMT-M) left neutrophil counts largely unchanged (Figure 2A); however, only the T12 model uniquely drove a marked expansion of circulating monocytes (Supplemental Figure 2F).

Within the TEM, epithelial-like 2208L tumors exhibited robust neutrophil infiltration (Figure 2B), while mesenchymal-like tumors maintained low neutrophil frequencies and comparable macrophage levels (Figure 2C). Moreover, the few neutrophils present in mesenchymal-like tumors were primarily localized to apoptotic regions, whereas neutrophils in 2208L tumors were abundantly and uniformly distributed throughout the tumor (Supplemental Figure 2G). scRNA-seq analysis of tumor-infiltrating myeloid cells suggested that macrophages within mesenchymal-like tumors exhibited enhanced hemophagocytic activity, consistent with an inflammation-resolution phenotype (Supplemental Figure 2H).

Combined chemoimmunotherapy produced mixed outcomes: while most mesenchymal-like tumors regressed (Figure 2D), the T12 model exhibited de novo resistance, accompanied by a systemic surge in circulating monocytes (Supplemental Figure 2I).

### Mesenchymal-like tumors acquire therapeutic resistance through exacerbating inflammation-resolution.

Following 6 cycles of combined therapy, tumor-bearing mice exhibited heterogeneous responses (Figure 2, E and F). Mice that achieved complete tumor eradication developed immunological memory, providing protection against subsequent rechallenge (Supplemental Figure 2J). However, a subset of tumors evaded immune surveillance and relapsed after therapy cessation (Figure 2F). To investigate this further, we excised relapsed tumors and established resistant cell lines: E0771-Res1, E0771-Res2, and AT3-Res.

Resistant derivatives of E0771 and AT3 displayed sustained increases of monocytes in the peripheral blood (Figure 2G and Supplemental Figure 2K), while neutrophil levels remained unchanged (Supplemental Figure 2, L and M). In contrast, monocyte levels were only transiently elevated in mice bearing parental E0771 tumors and exhibited a modest late-stage increase in mice bearing parental AT3 tumors. Notably, these resistant derivatives were refractory to both monotherapies and the combined regimen (Figure 2H and Supplemental Figure 2, N–P).

Previously, we reported that resistant epithelial-like 2208L tumors evade immune surveillance by reprogramming neutrophils into an immunosuppressive phenotype (30). By contrast, mesenchymal-like resistant E0771 tumors remained neutrophil-scarce, and macrophages constituted a larger fraction of the myeloid compartment compared with parental tumors (Figure 2I). 

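Single CD45+ cells of 2 parental E0771, 3 E0771-Res1 and 3 E0771-Res2 tumors, 1 tumor per mouse, were sequenced and grouped by expression, and each mouse gave 1 value per measure. Macrophages made up 39.8% and 32.4% of the myeloid cells in the 2 parental tumors. They made up 51.4%, 38.0% and 41.0% in the 3 E0771-Res1 tumors and 50.8%, 40.2% and 48.3% in the 3 E0771-Res2 tumors. Myeloid cells here are monocytes, macrophages, cells between these classes and dendritic cells. The means were 36.1% ± 5.23 (SD, n = 2), 43.5% ± 7.02 (SD, n = 3) and 46.5% ± 5.57 (SD, n = 3). The 6 resistant tumors lay 8.86 percentage points above the parental tumors on average, which was within the spread between mice (two-sided exact permutation test over 28 splits of the 8 mice, p = 0.179, adjusted p = 0.417 over 7 measures of cell composition). Each line on its own gave p = 0.4 for E0771-Res1 and p = 0.2 for E0771-Res2 in the same exact test, in which 2 mice against 3 allow no p under 0.1. Keeping all deposited cells, without the filter on cells, and clustering and naming them anew moved this difference most, to 19.6 percentage points (exact permutation test, p = 0.0714). The classes were formed with all variable genes, some of which, such as *Trem2*, *Lpl*, *Mmp12* and *Arg1*, differed between the macrophages of parental and resistant tumors, so the class sizes are not independent of those differences. No cluster was named neutrophil-like, which follows from the naming rules and does not show that neutrophils were absent. Among monocytes and macrophages, 20 cells led by *S100a9* and *S100a8*, with a median UMI count 0.298 times that of their samples, were left unnamed, because their depth was under the limit set for naming and no marker of the 4 classes used there, which do not include neutrophils, was among their leading genes. They were 0.127% ± 0.054 (SD, n = 2) of CD45+ cells in parental, 0.56% ± 0.666 (SD, n = 3) in E0771-Res1 and 0.088% ± 0.153 (SD, n = 3) in E0771-Res2 tumors. A neutrophil-like cluster of 26 cells was named after log-normalization, one of 21 cells at a clustering resolution of 2.0 and, in an alternative added after the data were seen, one of 20 cells without the cells of highest doublet score.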

Strikingly, transcriptomic comparisons between resistant derivatives and their parental counterparts revealed divergent pathway alterations: 2208L-resistant tumors demonstrated elevated expression of proinflammatory pathways, including IFN-α, IFN-γ, and IL-6 signaling (Figure 2J), whereas these same pathways were downregulated in E0771-resistant tumors (Figure 2K).

To functionally distinguish the resistance mechanisms between epithelial- and mesenchymal-like cancers, mice bearing resistant tumors were orally administered 100 mg/kg celecoxib, a nonsteroidal antiinflammatory drug. Celecoxib improved the efficacy of combined treatment in 2208L-resistant tumors (Figure 2L) but had minimal effect on E0771-resistant tumors (Figure 2M).

Collectively, these findings reveal 2 distinct TMEs driven by tumor-intrinsic states. Epithelial-like tumors maintain a proinflammatory milieu dominated by neutrophils, whereas mesenchymal-like tumors recruit inflammation-resolution macrophages, creating an antiinflammatory microenvironment. Therapy resistance further polarizes these divergent TMEs.

### Acquisition of therapeutic resistance in mesenchymal-like tumors is accompanied by expansion of TREM2^+^ macrophages.

To further characterize the acquired resistance in inflammation-resolution macrophage-enriched TME, we conducted scRNA-seq on parental E0771 tumors and 2 resistant variants. Eighteen days after implantation, tumors from 3 animals per model were excised, and CD45^+^ immune cells were isolated and sequenced. 

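E0771 is a mouse mammary carcinoma line, and E0771-Res1 and E0771-Res2 were established by the authors from E0771 tumors that relapsed after paclitaxel and anti–PD-1 treatment. On day 18 the CD45+ cells of each tumor were sorted, labeled with multiplexing oligonucleotides that mark the mouse of origin, pooled and made into droplet-based 3′ libraries, in which each captured transcript carries a unique molecular identifier (UMI). The authors counted UMIs per gene and cell with Cell Ranger and deposited 1 count matrix per mouse, without normalization, with 32285 genes and 9 oligonucleotide tags. Matrices of 2 of the paper's 3 parental mice, 3 E0771-Res1 mice and 3 E0771-Res2 mice were used, and the other parental mouse was not analysed here. No cell barcode was shared between mice, and 1 tag was the most frequent in 96.9% to 99.9% of the cells of each mouse. The parental matrices held 9996115 and 5036667 UMIs, those of E0771-Res1 18894504, 5352655 and 7932711, and those of E0771-Res2 14319569, 10329135 and 12668437. Median UMIs per cell kept were 8112 and 8058 in parental tumors, 8138.5, 8160 and 7631 in E0771-Res1 tumors and 7001, 5677.5 and 5589 in E0771-Res2 tumors, so the E0771-Res2 cells were shallower. As in the paper's methods, cells with 500 to 6000 detected genes and under 10% mitochondrial counts were kept, and mitochondrial, ribosomal and Gm-prefixed genes were left out. The cells were normalized with SCTransform and clustered by shared nearest neighbors over 50 principal components. The paper's text gives no clustering resolution for these mice, and 1.2, which it gives for human macrophages, was used. Clusters were named from marker genes fixed beforehand and are called "-like" for that reason, and a different naming could move cells between classes. Counts were summed per mouse and cell class, because cells of 1 mouse are not replicates, and the sums were tested across mice with edgeR.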

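The matrices held 11430 cells, of which 10605 (92.8%) were kept, 1727 of 1871 from parental, 3561 of 3900 from E0771-Res1 and 5317 of 5659 from E0771-Res2 tumors. They formed 21 clusters, which were named as macrophages, monocytes, CD4+ T cells, CD8+ T cells, natural killer (NK) cells, conventional, mature and XCR1+ dendritic cells, and tumor or stromal cells. CD4+ T cells numbered 423, NK cells 298, CD8+ T cells 224, conventional dendritic cells 330, mature dendritic cells 278, XCR1+ dendritic cells 43 and tumor or stromal cells 110. The 424 cells of 1 macrophage cluster were led by heat shock genes (*Hspa1b*, *Hspa1a*, *Hsph1*). The thresholds of the naming rules were set after the clusters and their cell numbers per group had been seen, and 4 clusters stayed outside the classes. A cluster of 1174 cells led by *Gdf15* lay between monocytes and macrophages and held 8.75% ± 1.41 (SD, n = 2) of parental, 8.31% ± 0.303 (SD, n = 3) of E0771-Res1 and 13.7% ± 1.35 (SD, n = 3) of E0771-Res2 CD45+ cells. A cluster of 855 cells led by *Malat1*, with a median UMI count 0.285 times that of its samples, stayed unnamed and held 4.89% ± 0.14, 5.23% ± 0.878 and 10.5% ± 3.12 in the same order. Unnamed clusters led by cell cycle genes (109 cells) and by B cell and plasmacytoid dendritic cell genes (32 cells) held 0.776% and 0.172% in parental, 1.23% and 0.52% in E0771-Res1 and 0.762% and 0.293% in E0771-Res2 tumors.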

In total, 11,931 cells were analyzed (Figure 3A), 23 cell clusters were resolved, and 11 cell types were identified based on canonical marker genes (Supplemental Figure 3A). Myeloid cells, primarily monocytes and macrophages, represented over 80% of the immune cells in tumors (Figure 3B). 

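Myeloid cells made up 81.7% ± 1.28 (SD, n = 2 mice) of CD45+ cells in parental, 82.1% ± 1.82 (SD, n = 3) in E0771-Res1 and 79.9% ± 1.71 (SD, n = 3) in E0771-Res2 tumors. Within a mouse the exact interval of this share from counting error ran, for example, from 78.4% to 83.1% for parental replicate 1. Macrophages were 29.5% ± 3.82 of CD45+ cells in parental, 35.6% ± 5.06 in E0771-Res1 and 37.1% ± 4.97 in E0771-Res2 tumors. Monocytes were 35.9% ± 3.97, 31.8% ± 7.53 and 23.7% ± 3.93 in the same order, and dendritic cells 7.64%, 6.34% and 5.30%. With all deposited cells kept, clustered and named anew, the myeloid shares were 62.4%, 60.3% and 70.4%. Monocytes, macrophages and cells between them then numbered 6822 in place of 7903, although 11430 cells in place of 10605 entered. The lower shares therefore do not come from the added cells alone, since clusters changed their names.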

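The myeloid share of CD45+ cells in the single mice was 80.8% and 82.6% in parental, 80.5%, 84.1% and 81.6% in E0771-Res1, and 81.8%, 79.1% and 78.7% in E0771-Res2 tumors. The resistant mean minus the parental mean was -0.77 percentage points, which was not larger than the spread between mice (two-sided exact permutation test, p = 0.607, adjusted p = 0.607). The sign of this small difference depended on the processing, since it was 3.01 percentage points with all deposited cells, 0.548 at a clustering resolution of 2.0 and 0.138 without parental replicate 3. Counting the unnamed shallow cluster as macrophages, an alternative added after the values were seen, gave 2.21 percentage points. Macrophages per monocyte numbered 0.973 and 0.692 in the parental tumors, 1.76, 0.839 and 0.987 in E0771-Res1 and 2.01, 1.13 and 1.71 in E0771-Res2 tumors. The mean ratios were 0.833 ± 0.199 (SD, n = 2), 1.20 ± 0.497 (SD, n = 3) and 1.62 ± 0.448 (SD, n = 3), and the resistant mean was 0.574 higher (exact permutation test, p = 0.179, adjusted p = 0.417). *Ly6c2* named monocytes and was itself lower in the macrophages of resistant tumors, and cells of the cluster between both classes entered neither side of the ratio.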

Notably, resistant tumors exhibited increased myeloid cell proportions and a higher macrophage-to-monocyte ratio, indicating enhanced monocyte recruitment and differentiation into macrophages within the resistant TME.

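The 7903 monocytes, macrophages and cells between these classes were clustered again with 2590 variable genes, after 410 variable genes that belonged to the marker and pathway lists had been left out, so that listed genes did not form the clusters they were then tested in. Of the 16 resulting clusters, 3 were named MHCII+-like, 5 TREM2+C1q+-like, 1 inflammatory-like and 3 monocyte-like, from the level of the marker genes in each. The 578 inflammatory-like cells were shallow, with a median UMI count 0.361 times that of their samples, and were led by *Slfn4*, *Malt1* and *Neat1*. In the clustering of all cells, 447 (77.3%) of them were monocytes, 93 (16.1%) macrophages and 38 between both classes, so this cluster was mostly not of macrophages. Of the 2880 MHCII+-like cells 1337 (46.4%) and of the 2629 TREM2+C1q+-like cells 2169 (82.5%) were in the macrophage class. Shares of the subsets were counted only within the 3859 cells of the macrophage class. Rules on marker levels, set after the clusters were seen, kept further clusters unnamed. One of them (138 cells, led by *Gclm*) held 0.604% ± 0.154 (SD, n = 2) of parental, 3.57% ± 3.94 (SD, n = 3) of E0771-Res1 and 0.729% ± 0.398 (SD, n = 3) of E0771-Res2 CD45+ cells. The SD of E0771-Res1 was larger than its mean, so its mice differed widely. Another (85 cells, led by T cell receptor genes such as *Trbc2*) held 0.694%, 0.618% and 0.851%. Its cells had 1.78 times the median UMI count of their mouse, and 18.8% of them were among the highest Scrublet doublet scores.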

To further dissect monocyte/macrophage heterogeneity, we utilized existing reference sequencing data to annotate these cells (36), identifying 4 distinct groups (Supplemental Figure 3B and Figure 3, C and D). These groups were distinguished by their expression of canonical markers: monocytes were represented by cluster 7 (mC7, with “m” designating “murine”) (*Fn1*, *Ly6c2*, *Ifitm6*), MHCII^+^ were macrophages represented by cluster 3 (mC3), (*Cd74*, *H2-Eb1*, *H2-Ab1*), inflammatory macrophages were represented by cluster 6 (mC6) (*Cxcl2*, *Ccl3*, *Ccl4*), and inflammation-resolution macrophages were represented by clusters 0 and 5 (mC0 and mC5) (*Trem2*, *Mrc1*, *Ctsd*). 

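Each subset was compared with all other monocyte and macrophage clusters of the same mouse (n = 8 mice, counts summed per mouse, mouse as a block), with two-sided p-values from edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. The comparisons took all cells of the named clusters, whatever their class in the clustering of all cells. The clusters were named from these genes, so part of each difference follows from the naming. Coordinates are those of GRCm38 (GENCODE M21), since the files name no genome build, and each gene is annotated there as protein coding. In monocyte-like clusters, log2 fold changes were 2.85 (standard error 0.10, adjusted p = 6.21e-16) for *Fn1*, 0.48 (0.07, 3.51e-06) for *Ly6c2* and 3.59 (0.10, 7.78e-18) for *Ifitm6*. *Ly6c2* had a larger increase in MHCII+-like macrophages (0.90, standard error 0.06, edgeR, adjusted p = 6.1e-09), so it is not particular to the monocyte-like clusters. Of the MHCII+-like cells, 904 (31.4%) were monocytes in the clustering of all cells, which bears on this increase. *Fn1* (ENSMUSG00000026193) lies on chromosome 1 from 71585520 to 71653200, *Ly6c2* (ENSMUSG00000022584) on chromosome 15 from 75108158 to 75111970 and *Ifitm6* (ENSMUSG00000059108) on chromosome 7 from 141015699 to 141017924, all on the minus strand. *Ly6c2* and *Ifitm6* belong to families of similar genes between which counting can divide reads, which makes their levels uncertain. In MHCII+-like macrophages, *Cd74* was 1.18 higher on the log2 scale (standard error 0.07, adjusted p = 4.98e-10), *H2-Eb1* 1.26 (0.09, 3.09e-09) and *H2-Ab1* 1.32 (0.09, 2.14e-09). *Cd74* (ENSMUSG00000024610) lies on chromosome 18 from 60803848 to 60812652, *H2-Eb1* (ENSMUSG00000060586) on chromosome 17 from 34305867 to 34316674 and *H2-Ab1* (ENSMUSG00000073421) on chromosome 17 from 34257689 to 34269419, all on the plus strand. In the shallow inflammatory-like cluster, *Cxcl2* did not differ (log2 fold change -0.12, standard error 0.08, adjusted p = 0.242), and *Ccl3* (-0.29, 0.09, 0.0071) and *Ccl4* (-0.29, 0.09, 0.00556) were lower. The values of these 3 genes depended on the clustering, in alternatives added after the values were seen: with all variable genes *Cxcl2* was 2.17 (edgeR, adjusted p = 5.17e-16), *Ccl3* 0.91 (3.25e-08) and *Ccl4* 0.64 (1.89e-05) higher on the log2 scale, while at a resolution of 2.0 *Cxcl2* was 1.12 higher (1.2e-07) and *Ccl3* (0.23, 0.292) and *Ccl4* (0.0026, 0.997) did not differ. *Cxcl2* (ENSMUSG00000058427) lies on chromosome 5 from 90903871 to 90905938, and *Ccl3* (ENSMUSG00000000982) and *Ccl4* (ENSMUSG00000018930) lie on chromosome 11 from 83647844 to 83649355 and from 83662584 to 83664683. In TREM2+C1q+-like macrophages, *Trem2* was 1.31 higher (standard error 0.07, adjusted p = 7.79e-13), *Mrc1* 1.24 (0.08, 6.3e-11) and *Ctsd* 0.88 (0.05, 8.25e-12). At a resolution of 2.0 the *Mrc1* difference fell to 0.13 (edgeR, adjusted p = 0.374). *Trem2* (ENSMUSG00000023992) lies on chromosome 17 from 48346401 to 48354147, *Mrc1* (ENSMUSG00000026712) on chromosome 2 from 14229392 to 14332057 and *Ctsd* (ENSMUSG00000007891) on chromosome 7 from 142375911 to 142388038. Over all genes, 4856 of 10408 tested differed between TREM2+C1q+-like macrophages and the other clusters, 2357 higher and 2499 lower, which largely follows from clusters having been formed from expression. Comparing with other macrophage clusters only moved this count most, to 1809.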

Feature plots validated these classifications. Furthermore, *Adgre1*, encoding the macrophage marker F4/80 (Supplemental Figure 3C), and complement component 1q genes (*C1qa*, *C1qb*, and *C1qc*) were also enriched in cluster 0 macrophages (Figure 3D).

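In TREM2+C1q+-like macrophages, *Adgre1* was 1.05 higher on the log2 scale than in the other monocyte and macrophage clusters (standard error 0.06, adjusted p = 5.09e-12 from edgeR's quasi-likelihood test, n = 8 mice). *C1qa* was 1.60 higher (standard error 0.10, adjusted p = 1.71e-11), *C1qb* 1.42 (0.09, 2.91e-11) and *C1qc* 1.62 (0.10, 7.16e-12). These 4 genes were among the markers that named the clusters, though not among the genes that formed them. Against other macrophage clusters only, the log2 differences were 0.76 for *Adgre1*, 0.68 for *C1qa*, 0.57 for *C1qb* and 0.76 for *C1qc*. The complement genes are neighbors on the minus strand of chromosome 4 (GRCm38): *C1qb* (ENSMUSG00000036905) from 136880129 to 136886187, *C1qc* (ENSMUSG00000036896) from 136889804 to 136893065 and *C1qa* (ENSMUSG00000036887) from 136895917 to 136898803. *Adgre1* (ENSMUSG00000004730) lies on the plus strand of chromosome 17 from 57358691 to 57483527.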

Cluster distribution shifted from predominantly MHCII^+^ macrophages (mC3) (25.9%) in parental E0771 tumors toward TREM2^+^C1q^+^ proresolution macrophages (mC0) (24.9% and 25.9%) in resistant variants (Supplemental Figure 3D). This shift aligned with bulk RNA-seq results indicating reduced inflammatory activity in resistant tumors (Figure 2K). 

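MHCII+-like cells made up 45.4% ± 1.28 (SD, n = 2 mice) of the macrophages in parental, 40.7% ± 12.2 (SD, n = 3) in E0771-Res1 and 26.5% ± 1.05 (SD, n = 3) in E0771-Res2 tumors. TREM2+C1q+-like cells made up 45.8% ± 1.64, 42.2% ± 7.85 and 66.6% ± 0.948 of the macrophages in the same order. The resistant tumors together did not differ from parental tumors beyond the spread between mice in either share (MHCII+-like -11.8 percentage points, exact permutation p = 0.321; TREM2+C1q+-like 8.63 percentage points, p = 0.357; both adjusted p = 0.417). All 3 E0771-Res2 tumors lay below both parental tumors in the MHCII+-like share and above both in the TREM2+C1q+-like share, and the exact permutation p of 0.1 is the smallest that 3 mice against 2 allow. E0771-Res1 gave p = 0.7 for both shares (exact permutation test), with MHCII+-like shares of 42.0%, 28.0% and 52.2% and TREM2+C1q+-like shares of 49.3%, 43.5% and 33.8% in its 3 tumors. The direction depended on the processing: with all deposited cells the differences were 0.827 for MHCII+-like and -7.59 for TREM2+C1q+-like cells, and at a resolution of 2.0 the TREM2+C1q+-like difference was -1.59 percentage points. Inflammatory-like cells were 4.55% ± 0.554, 3.28% ± 1.38 and 1.40% ± 0.799 of macrophages, and 6.30%, 13.8% and 3.36% without the rule on close marker levels, an alternative added after the values were seen. These shares are of macrophages, the denominator that the legend of Supplemental Figure 3D names. They sum 3 MHCII+-like and 5 TREM2+C1q+-like clusters, while the paper's percentages are those of the single clusters mC3 and mC0. From the cluster shares of Supplemental Figure 3D, the paper states that macrophages moved away from the MHCII+ cluster of parental tumors toward the TREM2+C1q+ cluster in both resistant lines.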

Interestingly, TREM2^+^ macrophages were diminished in 2208L-resistant tumors, whereas inflammatory macrophages increased (Supplemental Figure 3, E and F), underscoring distinct immune evasion strategies between epithelial- and mesenchymal-like tumor models.

Using *Dynamo*, a trajectory inference tool, we explored the cell fate transitions within the myeloid population. The analysis highlighted a gradual progression starting with monocytes (mC7) that transitioned to MHCII^+^ macrophages (mC3) and inflammatory macrophages (mC6) and, ultimately, evolved into TREM2^+^ C1q^+^ macrophages (mC0) (Figure 3E). These macrophages also decreased monocyte markers compared with other macrophages (Figure 3F). 

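The 3 monocyte marker genes *Fn1*, *Ly6c2* and *Ifitm6* were lower in TREM2+C1q+-like macrophages than in the other monocyte and macrophage clusters of the same mouse. Log2 fold changes were -2.60 (standard error 0.17, adjusted p = 2.22e-11) for *Fn1*, -1.53 (0.11, 1.51e-10) for *Ly6c2* and -3.83 (0.09, 1.11e-18) for *Ifitm6* (edgeR's quasi-likelihood test, n = 8 mice). Against other macrophage clusters only, without the monocyte-like clusters, they were -0.92 (adjusted p = 0.00324) for *Fn1*, -1.20 (3.74e-06) for *Ly6c2* and -1.502 (1.1e-07) for *Ifitm6*. The genes named the monocyte-like clusters and were left out of the genes that formed them.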

To further delineate the functional attributes of these macrophage populations, we conducted GSEA using cluster-specific gene signatures. mC3 macrophages appeared to enrich antigen processing and presentation pathways, and mC6 macrophages were characterized by activated inflammation-related signaling, including TNF-α, chemokine, and T cell receptor pathways (Figure 3G). In contrast, mC0 macrophages exhibited decreased IL-18 and TCR signaling but enhanced phagocytosis and lysosomal pathways. 

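Gene lists written before the deposited files were opened, not the pathway collections of the paper, were tested with the rotation test fry of limma on the counts summed per mouse (two-sided, n = 8 mice, Benjamini-Hochberg over the lists). Of the MHCII+-like cells, 46.4% were macrophages and 31.4% monocytes in the clustering of all cells. The antigen presentation list was higher in MHCII+-like macrophages than in the other monocyte and macrophage clusters, with a median log2 difference of 0.40, higher in 8 of 8 mice (fry of limma, adjusted p = 2.84e-05). Of its 32 genes, 28 passed an adjusted p of 0.05 over all genes tested and 29 when adjusted over the list alone, 28 of these higher. The list includes *Cd74*, *H2-Eb1* and *H2-Ab1*, and the TNF and NF-kB and chemokine lists include *Cxcl2*, so markers that named a subset also enter its tests. In the inflammatory-like cluster, of which 77.3% were monocytes in the clustering of all cells, the TNF and NF-kB list was higher, with a median of 0.25, in 7 of 8 mice (adjusted p = 0.00206 from limma's fry). Of its 44 genes, 27 passed over all genes tested and 28 adjusted over the list alone, 22 of these higher. The same list was also higher in MHCII+-like macrophages (median 0.29, 8 of 8 mice, fry of limma, adjusted p = 0.00125), where 29 of 44 genes passed over all genes tested and 31 adjusted over the list alone, 30 of these higher, so its increase is not particular to the inflammatory-like cluster. The chemokine list was lower in the inflammatory-like cluster, with a median of -0.48, in 8 of 8 mice (fry of limma, adjusted p = 0.000347), and 20 of 23 genes passed both over all genes tested and adjusted over the list alone, 15 of them lower. In MHCII+-like macrophages it was higher (median 0.21, 7 of 8 mice, fry of limma, adjusted p = 0.0144), with 19 of 25 genes over all genes tested and 22 adjusted over the list alone, 15 of these higher. The IL-18 list did not pass in the inflammatory-like cluster (median 0.07, higher in 7 of 8 mice, fry of limma, adjusted p = 0.0934). Under camera, with an estimated correlation between genes, the count of passing tests over 4 subsets and 12 lists moved most, from 38 of 48 to 10. The antigen presentation call in MHCII+-like macrophages held under both tests (camera, limma, adjusted p = 0.0157), while the TNF and NF-kB call (0.186) and the chemokine call (0.123) held under fry only. No T cell receptor list was tested.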

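In TREM2+C1q+-like macrophages the IL-18 list was lower, with a median log2 difference of -0.57 against the other monocyte and macrophage clusters, in 8 of 8 mice (fry of limma, two-sided, adjusted p = 4.5e-06). Of its 33 genes, 28 passed over all genes tested and as many adjusted over the list alone, 25 of them lower. The IL-18 list shares *Tnf*, *Il1b*, *Il6*, *Nfkb1* and others with the TNF and NF-kB list and includes *Cxcl2*, *Ccl3* and *Ccl4*. Its decrease is therefore not particular to IL-18. The lysosome list was higher, with a median of 0.29, in 8 of 8 mice (fry of limma, adjusted p = 5.08e-07), and 48 of 62 genes passed in both adjustments, over all genes tested and adjusted over the list alone, 40 of them higher. The lysosome list includes *Ctsd* and the phagocytosis list *Trem2* and the C1q genes, which named the subset. The phagocytosis list had a median of 0.09, higher in 7 of 8 mice (fry of limma, adjusted p = 0.00056). Of its 37 genes, 25 passed over all genes tested and 28 adjusted over the list alone, 17 of these higher and 11 lower. The call for phagocytosis was lost under camera (limma, adjusted p = 0.135), while those for IL-18 (0.0299) and lysosome (0.00636) held. The inflammation resolution list of Supplemental Table 2, of which 140 genes were tested, was higher by a median of 0.36 in 8 of 8 mice (fry of limma, adjusted p = 1.92e-06; camera, 0.0103). Of these, 114 passed over all genes tested and 116 adjusted over the list alone, 115 of them higher. The resolution list includes *Trem2*, *Ctsd*, *Adgre1* and the C1q genes, which named the subset.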

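TREM2+C1q+-like macrophages were 14.3% and 12.6% of CD45+ cells in the 2 parental tumors, 20.4%, 13.9% and 11.3% in E0771-Res1 and 27.9%, 20.8% and 25.5% in E0771-Res2 tumors. The means were 13.5% ± 1.26 (SD, n = 2), 15.2% ± 4.68 (SD, n = 3) and 24.8% ± 3.62 (SD, n = 3). The resistant mean was 6.52 percentage points above the parental mean (two-sided exact permutation test, p = 0.286, adjusted p = 0.417). E0771-Res1 lay within the spread between mice (exact permutation test, p = 0.9), while all 3 E0771-Res2 tumors lay above both parental tumors (p = 0.1, the smallest the design allows). Without E0771-Res1 replicate 1 the mean of that line was 12.6%, and at a resolution of 2.0 it was 4.75% against 6.81% in parental tumors, so in both its direction turned. CD8+ T cells were 5.35% and 2.81% of CD45+ cells in parental, 2.53%, 1.99% and 2.67% in E0771-Res1 and 0.76%, 1.45% and 1.17% in E0771-Res2 tumors. Every resistant tumor had a lower share than both parental tumors. The means were 4.08% ± 1.79 (SD, n = 2), 2.39% ± 0.359 (SD, n = 3) and 1.13% ± 0.349 (SD, n = 3), a difference of -2.32 percentage points (exact permutation test, p = 0.0357, the smallest of 28 splits, adjusted p = 0.25 over 7 measures). Parental replicate 1 decided the size of the difference, which was -1.05 without it and -3.59 without parental replicate 3. The share of each mouse rested on 12 to 60 CD8+ T cells.

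**Figure D1:**
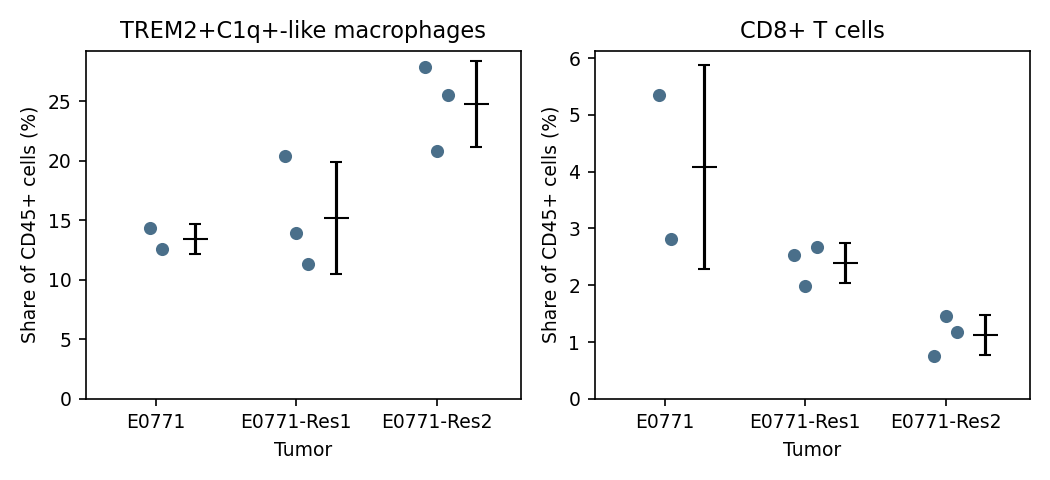
TREM2+C1q+-like macrophages and CD8+ T cells as a percentage of CD45+ cells (y axis) in parental E0771, E0771-Res1 and E0771-Res2 tumors (x axis). Points are single mice (2, 3 and 3 per group), and bars give the mean with the SD. The CD8+ T cell shares of the 6 resistant tumors lie between 0.76% and 2.67%, under the 2 parental tumors, and the TREM2+C1q+-like shares of E0771-Res1 overlap those of parental tumors.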

Notably, resistant tumors exhibited increased TREM2^+^C1q^+^ macrophages and reduced CD8^+^ T cells compared with parental tumors (Figure 3H), consistent with a more immunosuppressive TEM.

We next assessed the expression of genes that defined the mC0 cluster (designated hereafter as the mC0 macrophage signature) in the well-defined M1 and M2 macrophages. Stimulation with M-CSF and IL-4 in vitro effectively upregulated MRC1 and *Arg1* (Supplemental Figure 3, G and H), while M-CSF with IFN-γ and LPS robustly increased MHCII expression and substantially downregulated MRC1 (Supplemental Figure 3G). Notably, M-CSF treatment alone elevated TREM2 expression to an extent similar to that of M2 macrophages and induced a strong expression of the mC0 gene signature (Supplemental Figure 3H). In contrast, macrophages treated with M-CSF and TNF-α displayed reduced expression of all 3 surface markers (Supplemental Figure 3G). Overall, TREM2^+^ macrophages are phenotypically similar to M2 macrophages but are distinguished by higher expression of *C1q* genes and increased secretion of C1q protein (Supplemental Figure 3I).

To validate the scRNA-seq results, we examined tumor-infiltrating immune cells within E0771 and AT3 tumors. In both models, resistant tumors exhibited significant enrichments of TREM2-expressing macrophages, along with notably reduced T cell infiltration (Figure 3, I–L, and Supplemental Figure 3, J–L). Additionally, using fluorescence-labeled tumor cells, we confirmed that TREM2^hi^ macrophages demonstrated an enhanced ability to engulf cancer cell debris, as evidenced by increased fluorescence detection within these macrophages (Figure 3M).

We then investigated whether this resistant phenotype was also present in other mesenchymal models. AT3 and T12 tumors exhibited the highest macrophage-to-monocyte ratios of examined tumor types (Supplemental Figure 3M). In comparison to the other p-53 null model, T11, T12 tumors demonstrated strong recruitment of TREM2^+^ macrophages and significantly reduced CD8^+^ T cells (Supplemental Figure 3, N–Q). Collectively, mice bearing resistant tumors demonstrated increased monocyte recruitment and enhanced differentiation into TREM2^+^ macrophages, which possess potent phagocytic and efferocytosis capabilities.

### Monocyte-derived TAMs are determinants of therapy resistance.

The contribution of TAMs to therapeutic resistance has been extensively documented (37). Our data indicate that a distinctive mC0 TREM2^+^C1q^+^ macrophage subset underlies the acquired resistance observed in macrophage-rich TNBC. To evaluate the causal role of TAMs in this context, we depleted macrophages in mice bearing resistant tumors using an anti–M-CSF monoclonal antibody combined with clodrosome (Figure 4A). While circulating monocyte levels remained stable initially, a significant increase was observed by day 20 (Figure 4B), suggesting enhanced monocyte release into the bloodstream to compensate for macrophage loss in peripheral tissues (Figure 4C). Notably, macrophage depletion markedly improved the efficiency of combined therapy (Figure 4D). In the T12 model with de novo resistance, macrophage depletion and combined therapy also substantially reduced tumor growth (Supplemental Figure 4A). In both models, macrophage depletion resulted in a higher proportional representation of neutrophils and lymphoid (Figure 4E and Supplemental Figure 4, B and C). In E0771-Res1 tumors, the combination therapy and macrophage depletion synergistically enhanced T cell infiltration, yielding a markedly higher proportion of T cells relative to total CD45^–^ cells (Figure 4F). In contrast, macrophage depletion in mice bearing 2208L-resistant tumors exacerbated systemic neutrophil enrichment on day 8 (Supplemental Figure 4D) yet had no effect on treatment outcome or intratumoral neutrophil influx (Supplemental Figure 4, E–H).

Our data indicate that mC0 TREM2^+^C1q^+^ macrophages likely originate from circulating monocytes rather than tissue-resident macrophages. To verify this, we employed a Ms4a3-Cre; Ai14(tdTomato) lineage-tracing system, which selectively labels bone marrow–derived monocytes and macrophages with tdTomato (38) (Supplemental Figure 4I). We demonstrated that tdTomato^+^ bone marrow–derived macrophages (BMDMs) express significantly higher TREM2 expression than tdTomato^–^ tissue-resident macrophages (Supplemental Figure 4J). To further evaluate the functional relevance, we utilized Ccr2^tm1Ifc^ (CCR2-KO) mice (39), characterized by impaired monocyte recruitment (Figure 4G). CCR2 deficiency greatly improved the efficacy of combined therapy, reducing tumor size across all 3 models tested (Figure 4, H and I, and Supplemental Figure 4K). These KO mice also displayed increased infiltration of lymphoid populations relative to CD45^–^ cells (Figure 4J and Supplemental Figure 4L), particularly T cells (Figure 4K and Supplemental Figure 4M). Collectively, these findings suggest that monocyte-derived TREM2^+^ macrophages contribute to immune evasion and play a critical role in therapy resistance in mesenchymal-like tumor models.

### Efferocytosis and resolvin production promote TREM2^+^ macrophage differentiation.

Given the enrichment of phagocytosis/efferocytosis–related pathways in mC0 macrophages, we investigated whether efferocytosis is crucial for TREM2^+^ macrophage differentiation and their involvement in resistance development. When BMDMs were cocultured with fluorescence-labeled, PTX-pretreated tumor cells, macrophages efficiently internalized the fluorescent debris (Figure 5A). Treatment with the phagocytosis inhibitor cytochalasin D markedly reduced cell debris uptake (Supplemental Figure 5A). Importantly, macrophages with higher fluorescence intensities also exhibited increased surface TREM2 expression and elevated mC0 signature gene expression (Figure 5B and Supplemental Figure 5B). These data suggest a strong association between efferocytosis and inflammation-resolution macrophage differentiation.

TREM2, known for its role in detecting damage-associated lipid patterns, is critical for sensing and clearing lipids linked to cellular damage (40). Lipidomics analysis demonstrated increased triglycerides levels and elevated membrane phospholipids, such as phosphoserine and phosphocholine in E0771-resistant cells as compared with their parental cells (Supplemental Figure 5C). While neutral lipids accumulated in resistant 2208L derivatives and lipid droplet (LD) disruption reversed their resistance (30) (Supplemental Figure 5D), disruption of LDs in E0771-resistant cells by perilipin knockdown (Supplemental Figure 5E) failed to restore sensitivity to therapy despite similar triglyceride enrichment (Supplemental Figure 5F). This again highlights distinct lipid-associated resistance mechanisms between these tumor models.

Further lipid characterization revealed increased unsaturation in phospholipids from E0771-resistant derivatives (Supplemental Figure 5G), indicating enrichment of unsaturated fatty acid within their membranes. Additionally, we observed elevated levels of lipids containing docosahexaenoic acid (DHA), eicosapentaenoic acid (EPA), and arachidonic acid (AA) (Figure 5C and Supplemental Figure 5H). Given the established antiinflammatory roles of DHA and EPA, we evaluated their potential in inducing mC0 macrophage gene signatures. DHA and EPA in combination with M-CSF enhanced most mC0 signature genes compared with M-CSF alone or combined with AA. However, all these treatments minimally induced *C1q* genes that distinguish mC0 macrophages (Supplemental Figure 5I).

Despite no direct effects of DHA, EPA, and AA on TREM2^+^ macrophage differentiation, their metabolites — antiinflammatory mediators such as resolvin D, resolvin E, and lipoxin A4 — significantly upregulated mC0 gene expression (Figure 5D). ELISA analysis revealed that among the 3 aforementioned mediators, only resolvin D1 (RvD1) was detectable in macrophages cocultured with TNBC cells. Macrophages cocultured with unlabeled resistant cells produced more RvD1 compared with those cocultured with parental cells (Supplemental Figure 5J). Additionally, macrophages that phagocytosed E0771 cell debris produced marginally more RvD1 than macrophages that were cultured alone or macrophages that were in coculture but not undergoing phagocytosis (remaining fluorescence-negative) (Figure 5E). Moreover, BMDMs treated with RvD1 in combination with M-CSF produced significantly greater amounts of C1q than those treated with M-CSF alone (Supplemental Figure 5K). Notably, macrophages ingesting debris from resistant cells exhibited significant increases in RvD1 production. TAMs also displayed phagocytic activity within the tumor (Figure 5F), and the TAMs with higher fluorescence signals showed elevated TREM2 expressions and increased mC0 signature expression (Figure 5, G and H). TAMs from resistant tumors expressed higher TREM2 levels in both fluorescence-positive and negative populations (Figure 5G). Furthermore, TAMs in resistant tumors also produced significantly more RvD1 than their parental counterparts (Figure 5I). Together, these data suggest that elevated RvD1 paracrine signaling in the resistant TEM may underlie the observed increase in TREM2^+^ TAMs.

To validate the mechanistic findings in human TNBC models, we cocultured THP-1–derived macrophages with PTX-pretreated, CFSE-labeled human TNBC cells, including the MDA-MB-231 cell line and the PDX-derived WHIM12 line (Supplemental Figure 5L). Macrophages that engulfed tumor cell debris displayed elevated surface TREM2 expression (Supplemental Figure 5M) and increased RvD1 production (Supplemental Figure 5N). Furthermore, macrophages treated with RvD1 secreted significantly higher levels of C1q into the culture medium (Supplemental Figure 5O). These findings indicate that this macrophage reprogramming mechanism is conserved across murine and human TNBC systems, underscoring its translational relevance.

### TREM2 macrophages mediate resistance against combined therapy.

To investigate the role of TREM2 in macrophage-mediated therapeutic resistance, we employed a TREM2-KO model (C57BL/6J-Trem2^em2Adiuj^/J). BMDMs from TREM2-KO mice demonstrated significantly reduced TREM2 expression on the cell surface and decreased expression of the mC0 macrophage signature genes at both the RNA and protein levels (Supplemental Figure 6, A–C). Furthermore, these macrophages exhibited diminished phagocytosis in vitro (Supplemental Figure 6D).

In vivo, TREM2 KO did not alter peripheral blood immune cell composition in tumor-bearing mice. All major immune populations maintained similar levels between WT and KO mice (Supplemental Figure 6, E and F), including the late-stage monocytes (Supplemental Figure 6G). When treated with the combined treatment, both E0771-Res1 and AT3-Res tumors in the TREM2-KO model exhibited improved response to the therapy (Supplemental Figure 6H). Furthermore, TREM2 KO enhanced immune cell infiltration relative to CD45^–^ cells after treatment (Supplemental Figure 6, I–K), with notably higher levels of CD8^+^ T cells compared with those in WT mice. To directly assess the contribution of TREM2-expressing macrophages, we adoptively transferred WT or TREM2-KO monocytes into CCR2-deficient hosts bearing E0771-Res1 tumors. None of the mice receiving WT monocytes achieved complete tumor regression, whereas mice receiving TREM2-KO monocytes demonstrated significantly improved responses to the combined therapy, with 20% achieving complete regression (Figure 6A). Together, our data indicate that TREM2 expression in TAMs is a driver of acquired resistance to combined chemoimmunotherapy in TNBC.

### TAM-derived C1q suppresses CD8^+^ T cell function.

Based on previous human studies and our data in mice, TREM2^+^ macrophages exhibited elevated expression of *C1q* genes (41, 42) (Figure 3F), and TREM2 KO results in reduced *C1q* expression (Supplemental Figure 6C). 

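In the CD45+ cells of the E0771 tumors, macrophages of each mouse were divided by whether they held at least 1 *Trem2* UMI, which does not depend on clusters within macrophages. Each cell was first thinned to 2500 UMIs, because deeper cells detect more of every gene, and 236 of 3859 macrophages with fewer UMIs were left out. The log2 CPM difference between Trem2-positive and Trem2-negative macrophages was 0.57 ± 0.17 (SD, n = 8 mice) for *C1qa*, 0.48 ± 0.19 for *C1qb* and 0.59 ± 0.24 for *C1qc*. Each was positive in 8 of 8 mice (two-sided exact sign-flip permutation test, p = 0.00781, the smallest that 256 sign flips allow). Including monocytes moved them most, to 1.22, 1.06 and 1.20, and within macrophages without thinning they were 0.80, 0.69 and 0.81. *C1qa* lay above 97.0% of 200 genes of a like level, whose median difference was -0.03. After thinning, 39.8% of macrophages held a *Trem2* UMI and 74.7% a *C1qa* UMI, against 9.26% and 35.2% of CD8+ T cells, which should lack both genes. In the same order the shares were 14.9% and 57.3% of CD4+ T cells and 8.93% and 40.4% of NK cells. Without thinning these shares were 56.9% and 84.2% in macrophages and 22.3% and 65.2% in CD8+ T cells, at median depths of 6697 and 7638 UMIs. RNA from other cells was therefore present in the droplets, and it can turn a Trem2-negative macrophage into a Trem2-positive one. No tumor with a *Trem2* knockout was analysed here.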

Given the established role of C1q deficiency in the inadequate clearance of apoptotic cells and the consequent development of autoimmunity (43), we investigated the involvement of C1q in therapeutic resistance mediated by mC0 macrophages. *C1qa*-KO macrophages (44) lacked C1q expression (Supplemental Figure 7A) and displayed a significantly reduced ability to clear cell debris. This deficiency was restored by supplementing C1q proteins (Supplemental Figure 7B). In WT macrophages, C1q addition further increased the uptake of fluorescent signal, corroborating its role in apoptotic cell recognition (45). Moreover, *C1qa*-KO macrophages exhibited a reduced ability to produce RvD1 in culture and in tumor (Supplemental Figure 7C). These data underscore the importance of C1q in the differentiation and functional capacity of mC0 TREM2^+^C1q^+^ macrophages.

In autoimmune diseases, C1q deficiency provokes an exaggerated effector CD8^+^ T cell response (46). We therefore explored whether TAM-derived C1q could modulate CD8^+^ T cell functions. C1q treatment reduced CD8^+^ T cell proliferation and activation in a dose-dependent manner (Figure 6, B–D) and induced the expression of exhaustion and anergy markers, leading to decreased IFN-γ production (Figure 6E and Supplemental Figure 7D). This resulted in a diminished ability of the T cells to kill cocultured tumor cells (Figure 6F). Similarly, human C1q protein also inhibited human CD8^+^ T cell proliferation, albeit to a lesser extent (Supplemental Figure 7E).

We further assessed the effect of macrophage-produced C1q on CD8^+^ T cell functionality. We confirmed that WT macrophages secreted C1q into the culture medium and that C1qa KO halted C1q production (Supplemental Figure 7F). CD8^+^ T cell survival decreased when treated with WT macrophage culture medium (Supplemental Figure 7G), and IFN-γ production dropped from 5.16 to 3.43 pg/mL (Supplemental Figure 7H). These findings suggest that macrophage-derived C1q plays a crucial role in suppressing CD8^+^ T cell function.

Because monocytes are the chief C1q source (47) and increased circulating monocytes accompany resistant tumors, we asked whether plasma C1q rises systemically. Although plasma C1q rose modestly during tumor growth (Supplemental Figure 7I), levels did not differ between parental- and resistant-tumor hosts (Supplemental Figure 7J). We therefore assessed C1q within the TEM. Notably, C1q levels in resistant tumor lysates were significantly higher than in parental tumors (Figure 6G). These findings indicate that C1q upregulation is confined to the TEM and does not reflect a systemic increase.

### C1q disrupts CD8^+^ T cell metabolism, enabling immune evasion in resistant tumor cells.

scRNA-seq analysis revealed higher expression of the *C1qbp* gene, encoding the mitochondrial-localized C1q receptor, in CD8^+^ T cells (Supplemental Figure 7K) (48). 

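In the CD45+ cells of the parental and resistant E0771 tumors, *C1qbp* (ENSMUSG00000018446, chromosome 11 of GRCm38 from 70977836 to 70983026, minus strand) reached 171 ± 30.4 CPM (SD, n = 8 mice) in CD8+ T cells, 136 ± 40.7 in NK cells and 77.8 ± 13.9 in CD4+ T cells. Against CD4+ T cells and NK cells together, its log2 fold change in CD8+ T cells was 0.68 (standard error 0.14, adjusted p = 0.00042 from edgeR's quasi-likelihood test with mouse as a block), positive in 8 of 8 mice (two-sided exact sign-flip permutation test, p = 0.0078, the smallest that 256 sign flips allow). This was above 92.9% of the 5819 genes tested. Against CD4+ T cells alone it was 1.11 (standard error 0.16, adjusted p = 6.32e-06 from edgeR, 8 of 8 mice). Against NK cells alone it was 0.25 (standard error 0.15, adjusted p = 0.304 from edgeR, 6 of 8 mice), which did not pass. This value ran from 0.16 (without parental replicate 3) to 0.42 (without E0771-Res1 replicate 1, edgeR, adjusted p = 0.0781) when 1 mouse was left out, and was 0.045 at a resolution of 2.0 and 0.034 with at least 20 cells in each class. The classes held 12 to 60 CD8+ T cells, 19 to 94 CD4+ T cells and 19 to 65 NK cells per mouse. Taking classes from lymphocytes clustered alone, an alternative added after the data were seen, moved the comparison most, to 0.40 (edgeR, adjusted p = 0.665), and left 2 mice with enough cells, with -0.42 against NK cells (edgeR, adjusted p = 0.687). At 2500 UMIs per cell, 27.3% of CD8+ T cells held a *C1qbp* UMI, against 23.6% of NK cells, 16.5% of CD4+ T cells, 19.0% of macrophages and 7.75% of monocytes.

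**Figure D2:**
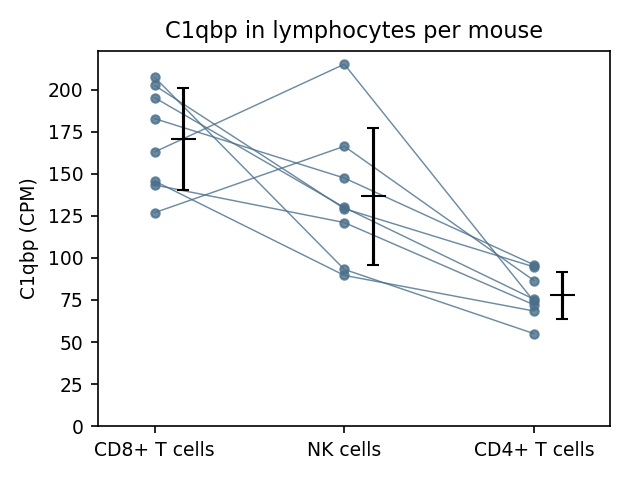
*C1qbp* in CPM (y axis) in CD8+ T, NK and CD4+ T cells (x axis) of 8 mice, from counts summed per mouse and class. Points are mice, lines join the classes of 1 mouse, and bars give the mean with the SD. CD8+ T cells lie above CD4+ T cells in 8 of 8 mice, while CD8+ T and NK cells overlap.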

Exogenous C1q added to activated CD8^+^ T cells colocalized with C1QBP inside mitochondria (Figure 6H). During physiological activation, T cell mitochondria undergo DRP1-dependent fission (49), characterized by increased expression of the fission factor DRP1 and its phosphorylation at Ser616 without changes in the fusion mediator OPA1 (Figure 6I). C1q supplementation blunted both DRP1 expression and phosphorylation, yielding swollen mitochondria with sparse cristae and compromised membranes (Figure 6J).

Activation of CD8^+^ T cells led to an increase in mitochondrial membrane potential (Supplemental Figure 7L), which was abrogated by C1q supplementation. We then assessed mitochondrial mass and membrane potential in activated CD8^+^ T cells using MitoTracker Green (MG) and MitoTracker Deep Red (MDR). The MDR/MG ratio reflects mitochondrial activity normalized to mitochondrial mass (50). Consistently, C1q treatment reduced mitochondrial activity in activated CD8^+^ T cells (Figure 6K), resulting in impaired oxidative phosphorylation, diminished T cell activation, and reduced IFN-γ production (Supplemental Figure 7M and Figure 6, L and M).

Furthermore, we evaluated tumor-infiltrating CD8^+^ T cell activity in both WT and *C1qa*-KO mice. The absence of C1q led to a higher proportion of activated CD8^+^ T cells in resistant tumors (Figure 6N). KO of *C1qa* resensitized the resistant tumor to the combined therapy (Figure 6O and Supplemental Figure 7N). Additionally, *C1qa* KO led to increased immune cell infiltration relative to CD45^–^ cells, particularly elevating T cell numbers beyond those seen in the treatment group of WT counterparts (Supplemental Figure 7, O–Q).

To confirm the role of C1q-producing macrophages, we adoptively transferred WT or *C1qa*-KO monocytes into CCR2-deficient hosts bearing tumors. Both grafts infiltrated tumors comparably (Supplemental Figure 7, R and S). Whereas WT monocytes modestly accelerated tumor growth, *C1qa*-KO monocytes failed to confer resistance, resulting in 20% complete tumor regression and a marked increase in CD8^+^ T cell infiltration relative to CD45^–^ cells (Figure 6, P and Q).

Taken together, our findings reveal that therapy-resistant, macrophage-rich TNBC tumors with low inflammation incorporate unsaturated fatty acids into their membranes, stimulate resolvin production via macrophage efferocytosis, and drive monocyte differentiation into TREM2^+^, C1q-secreting macrophages. The resulting C1q cripples mitochondrial dynamics and metabolism in CD8^+^ T cells, curtailing their effector function and permitting immune escape.

### Elongase-5 as a therapeutic target to resensitize resistant TNBC to chemoimmunotherapy.

Elevated polyunsaturated fatty acids (PUFAs) contribute to therapeutic resistance in both proinflammatory and antiinflammatory tumor contexts, but the underlying mechanisms diverge. In inflammatory tumors, resistant cancer cells accumulate triglycerides enriched with AA within LDs, whereas in antiinflammatory tumors, resistance is mediated by the incorporation of ω-3 PUFAs into the cell membrane. In both scenarios, elongase-5 (ELOVL5) is essential for the synthesis and elongation of these PUFAs (Supplemental Figure 8A). Knockdown of *Elovl5* in 2208L-resistant derivatives reduced AA levels and subsequent PGE2 production (Supplemental Figure 8, B and C), thereby enhancing sensitivity to combined chemoimmunotherapy (Supplemental Figure 8D).

Similarly, knockdown of *Elovl5* in E0771-resistant cell lines markedly reduced RvD1 production by cocultured macrophages in vitro (Figure 7, A and B) and by TAMs in vivo (Figure 7C). *Elovl5* knockdown restored therapeutic responsiveness in both resistant tumor models, leading to complete tumor regression in some mice (Figure 7, D and E) and increasing immune cells infiltration relative to CD45^–^ cells (Figure 7F and Supplemental Figure 8E), especially CD8^+^ T lymphocytes (Figure 7G). Thus, ELOVL5 may represent a therapeutic target for both inflammation- and resolution-driven immunosuppression.

### ZEB1 regulates Elovl5 expression in mesenchymal-like TNBC.

A study by Schwab et al. reported that the EMT transcription factor ZEB1 regulates *Elovl5* expression (51). And E0771-resistant cells displayed elevated expression of mesenchymal markers — particularly *Zeb1* — and correspondingly higher *Elovl5* expression (Supplemental Figure 8, F–H). To determine whether tumor-intrinsic EMT programs directly influence macrophage polarization, we incorporated a doxycycline-inducible microRNA-200c (*Mir200c*) system to modulate EMT status. Doxycycline-induced *Mir200c* expression suppressed ZEB1 in E0771-Res1 cells (Figure 7H), which in turn reduced *Elovl5* expression (Figure 7I) and decreased DHA abundance (Figure 7J). Furthermore, resistant cells secreted substantially higher levels of VEGF, and *Mir200c* induction reversed this increase (Supplemental Figure 8I), thereby diminishing RAW264.7 macrophage recruitment in a Trans-well assay (Supplemental Figure 8J).

Finally, to assess the functional consequence of reversing ZEB1 expression in vivo, we evaluated whether *Mir200c* induction could resensitize resistant tumors to combined therapy. Doxycycline-mediated *Mir200c* expression enhanced treatment responsiveness in E0771-Res1 tumors, with complete tumor eradication achieved in 20% of the mice (Figure 7K).

## Discussion

Inflammatory and antiinflammatory (or proresolution) macrophages are enriched in distinct subsets of posttreatment residual tumors, suggesting that they are both associated with therapeutic resistance, albeit in different tumor contexts. This finding appears counterintuitive, given the functionally opposing roles of these macrophage populations. Our data indicate that the antiinflammatory macrophages actively promote immunosuppression and resistance to chemoimmunotherapies. In contrast, the enrichment of inflammatory macrophages may merely reflect an excessively inflammatory microenvironment wherein neutrophils predominantly drive immunosuppression instead (30). Supporting this hypothesis, depletion of macrophages in E0771 and T12, two macrophage-enriched, mesenchymal models, significantly reversed the resistance (Figure 4D and Supplemental Figure 4A), whereas in 2208L, a neutrophil-enriched, epithelial model, the same depletion failed to overcome therapeutic resistance (Supplemental Figure 4H). Additional data reinforced the distinction between neutrophil-driven inflammation and macrophage-driven resolution pathways, including the discrepant effects of NSAID and lipid-droplet dissociation (by perilipin proteins KD) in different models.

Mechanistically, elevated PUFAs contribute to therapeutic resistance in both macrophage-enriched mesenchymal-like and neutrophil-enriched epithelial tumors. However, in the former scenario, resistant cancer cells accumulate ω-3 PUFA, and engulfment of cancer cell debris by macrophages leads to increased production of resolvins (Figure 5, E–I), which in turn promotes differentiation of TREM2^+^ macrophages. Parallelly in the latter scenario, resistance is driven by tumor-derived AA (a ω-6 PUFA) that is transmitted to neutrophils and metabolized into inflammatory mediators (30). Thus, depending on the dominant species of myeloid cells in the TME, TNBC may adopt completely distinct resistant mechanisms that entail different remedies. Interestingly, the epithelial environment, neutrophil recruitment/enrichment, and inflammation mediator production are characteristic of the inflammation phase of wound healing. In contrast, EMT, monocyte recruitment, TREM2^+^ macrophage differentiation, and resolvin generation mirror the resolution phase of wound healing. Therefore, tumors are indeed unhealing wounds stalled at different stages. Importantly, the selective pressure of chemoimmunotherapies further accentuates these phenotypic divergences.

These parallel mechanisms imply different strategies to overcome the therapeutic resistance. However, translating these approaches clinically may remain challenging without reliable biomarkers to differentiate patient subtypes. The neutrophil-enriched tumors are accompanied by systemic neutrophil accumulation (29, 52), which may serve as a diagnostic indicator. Alternatively, common regulators of both ω-3 and ω-6 PUFAs may represent novel therapeutic targets that can mitigate both inflammation and inflammation resolution. ELOVL5 is a promising candidate in this regard based on our data (Figure 7 and Supplemental Figure 8D and Yu et al., ref. 30). To our knowledge, no pharmacologically favorable ELOVL5 inhibitors exist, highlighting a potential avenue for future research (Supplemental Figure 8K).

ω-3 PUFAs have been reported to reduce cancer risk (53), and in vitro studies suggest their potential to enhance the efficacy of chemotherapy, including PTX, doxorubicin, and tamoxifen (54–56). Proposed mechanisms underlying ω-3 PUFAs-induced chemosensitizing effects include (a) reducing eicosanoid synthesis from AA, which alters immune responses within the TME (57); (b) modulating cellular proliferation via the Akt/NF-κB pathway (58); (c) inducing apoptosis through the production of reactive oxygen species (59); and (d) impairing multidrug-resistant transporter functions by altering membrane lipid composition (60). However, a systematic meta-analysis revealed no significant association between ω-3 PUFA intake and cancer incidence (61). Berquin et al. demonstrated that a lower ω-6 to ω-3 fatty acid ratio effectively slows cancer progression (62), whereas elevated ω-6 PUFA intake promotes tumor progression in both animal and human models (63). Despite these observations, the comprehensive effects of PUFAs on chemoimmunotherapies are only beginning to be elucidated.

## Methods

### Sex as a biological variable.

Our study exclusively examined female mice since the disease modeled is mainly relevant in females.

### Animal models.

BALB/c (model 047) and C57BL/6 (model 044) mice were purchased from Envigo. B6.129S4-Ccr2^tm1Ifc^/J (strain 004999), C57BL/6J-Trem2^em2Adiuj^/J (strain 027197), B6(Cg)-C1qa^tm1d(EUCOMM)Wtsi^/TennJ (strain 031675), C57BL/6-Tg(TcraTcrb)1100Mjb/J (strain 003831), B6.SJL-Ptprca Pepcb/BoyJ (strain 002014), C57BL/6J-Ms4a3^em2(cre)Fgnx^/J (strain 036382), B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J (strain 007914), and C57BL/6J mice (strain 000664) were purchased from The Jackson Laboratory. To generate CCR2-KO mice on a BALB/c background, CCR2-KO mice were crossed with WT BALB/c mice for 5 generations.

### Tumor cell lines.

Murine TNBC lines, including 2208L, EMT6, T11, T12, 4T1, AT3, PyMT-M, and PyMT-N, were cultured in DMEM/high glucose medium (HyClone) containing 10% FBS (Gibco) and antibiotics. E0771 was cultured in RPMI 1640 (HyClone) containing 10% FBS, 10 mM HEPES (HyClone) and antibiotics. All cell lines were cultured in a 5% CO_2_ 37°C incubator. 4T1 (catalog CRL-2539), E0771 (catalog CRL-3461), and EMT6 (catalog CRL-2755) were obtained from ATCC, AT3 (catalog SCC178) was purchased from Millipore, and 2208L, T11 and T12 were provided by Jeff Rosen, Baylor College of Medicine. PyMT-M and PyMT-N were developed by Kim et al. (29).

### Breast tumor models and transplantation.

Orthotopic TNBC models were established by transplanting tumor cells into the inguinal mammary fat pad as previously described (30). Cells were implanted at the following doses: 2208L (1.2 × 10^5^), EMT6 (1.2 × 10^5^), T11 (2 × 10^5^), T12 (1 × 10^5^), AT3 (1.2 × 10^5^), E0771 (1.2 × 10^5^) and PyMT-M (1.2 × 10^5^).

For resistant tumor models, recurrent tumors were resected, enzymatically dissociated in dissociation buffer (DMEM with 10%FBS, 1 mg/mL collagenase II, 2 mg/mL dispase II and 100K unit/mL DNase I), mechanically disrupted, and incubated at 37°C for 1 hour. Single-cell suspensions were filtered through a 70 μm cell strainer (Greiner Bio-One). Single cells were then subjected to red blood cell lysis, and tumor cells were isolated using the Mouse Tumor Cell Isolation Kit (Miltenyi Biotec) according to the manufacturer’s protocol.

### Tissue harvest and dissociation.

Blood was collected using microhematocrit capillary tubes (Kimble). Bone marrow cells were obtained by flushing femurs and tibias with FACS buffer, filtered through a 70 μm strainer, centrifuged at 300*g* for 5 minutes, and subjected to red blood cell lysis on ice for 5 minutes. Tumor tissues were harvested and dissociated as described in *Breast tumor models and transplantation*.

### In vivo drug treatment for combination therapy.

Tumor cells were implanted orthotopically on day 0, and mice were randomized prior to treatment initiation on day 3. Anti–PD-1 antibody (200 μg; clone RMP1-14) was administered intraperitoneally, and PTX (200 μg; Alfa Aesar) was delivered via retro-orbital injection. Single-agent or combination treatments were given every 3 days for a total of 6 doses.

For macrophage depletion, mice received anti–M-CSF antibody (500 μg; clone 5A1) on days 2, 7, and 12 after implantation and clodrosome (100 μL; Encapsula NanoSciences) on days 4, 9, and 14.

Control mice received isotype-matched antibodies and control liposomes. All antibodies were obtained from Bio X Cell and administered intraperitoneally. Tumor size was measured by calipers, and volume was calculated using the formula π/6 × width^2^ × length.

### Flow cytometry.

Single-cell suspensions were prepared as described in *Tissue harvest and dissociation*. Cells were blocked with FcR blocker (1:100, clone 2.4G2) for 10 minutes on ice, followed by staining with directly conjugated antibodies for 25 minutes on ice in the dark. After washing, cells were resuspended in FACS buffer containing DAPI (NucBlue Fixed Cell ReadyProbes Reagent) and counting beads (BD Biosciences) and analyzed on a BD LSR Fortessa or LSRII. Data were processed using FlowJo v10.0. The following antibodies (with clone IDs indicated) were used for immune profiling and the myeloid cell panel: CD45-violetFluor450 (30-F11, Cytek), CD11b-APC-Cy7 (M1/70, Cytek), Ly6G-PerCPcy5.5 (1A8, Cytek), Ly6C-PE-CF594 (AL-21, BD Biosciences), F4/80-FITC (BM8.1, Cytek), and TREM2-APC (237920, R&D Systems). Antibodies used for the lymphoid cell panel included CD45-violetFluor450 (Cytek), B220-APC-Cy7 (RA3-6B2, Cytek), CD3e-PerCPcy5.5 (145-2C11, Cytek), CD4-APC (GK1.5, Cytek), CD8-FITC (5H10-1, Cytek), and PD-1-PE (RMP1-14, BioLegend). Antibodies used for the T cell exhaustion and anergy panel included CD45-violetFluor450 (30-F11, Cytek), CD3e-PerCPcy5.5 (145-2C11, Cytek), CD8-FITC (Cytek), TIM-3-APC (RMT3-23, Cytek), and PD-1-PE-Dazzle 594 (29F.1A12, BioLegend). Other antibodies used for analysis included CD25-PE-Cy7 (3C7, BioLegend), CD206-AF700 (C068C2, BioLegend), I-A/I-E-BV510 (M5/114.15.2, BioLegend), CD45.1-PE-Cy7 (A20, Cytek), and CD45.2-violetFluor450 (104, Cytek).

### Fluorescence-activated cell sorting and library preparation for scRNA-seq.

Single-cell suspensions from tumors, bone marrow, or peripheral blood were generated as described in *Tissue harvest and dissociation*. Cells were sorted on a FACSAria I or II (BD Biosciences) to isolate monocytes (DAPI^–^/CD45^+^/CD11b^+^/Ly6G^–^/Ly6C^hi^), macrophages (DAPI^–^/CD45^+^/CD11b^+^/Ly6G^–^/Ly6C^–^/F4/80^+^), CD8^+^ T cells (DAPI^–^/CD45^+^/CD3e^+^/CD8a^+^), or total tumor-infiltrating immune cells (DAPI^–^/CD45^+^).

For scRNA-seq, CD45^+^ cells from E0771, E0771-Res1, and E0771-Res2 tumors were labeled with Cell Multiplexing Oligos (10x Genomics), pooled, and processed by the BCM Single Cell Genomics Core. Libraries were generated using the Chromium Single Cell 3′ v3.1 kit (10x Genomics) and sequenced on an Illumina NovaSeq 6000.

### qPCR.

RNA samples were harvested and cDNA were synthesized as previously described (30). Quantitative real-time PCR was carried out using a CFX Real-Time PCR system (Bio-Rad) and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific). Primer sequences are listed in Supplemental Table 1.

### Preprocessing of scRNA-seq dataset.

scRNA-seq data were preprocessed as previously described (30) and analyzed using Seurat v5.2.1 (64, 65) in R v4.1.0. Cells with 500–6,000 detected features and <10% mitochondrial gene content were retained. Mitochondrial (mt-), ribosomal (Rpl/Rps), and Gm-prefixed genes were excluded. Data were normalized using SCTransform, and highly variable genes were used for PCA. UMAP visualization was generated from the top 50 principal components, and cell clustering was performed using SNN-based FindNeighbors and FindClusters functions. Resolution scores were calculated using AUCell (an R-package to analyze the state of gene-sets in single-cell RNA-seq data) based on a curated antiinflammatory macrophage gene signature derived from Patterson et al. (35). The complete gene list used for this signature is provided in Supplemental Table 2.

### RNA velocity analysis in myeloid lineage.

RNA velocity analysis was performed using mapped transcriptomic BAM files. Spliced and unspliced transcript counts were generated with velocyto (66). These velocity matrices were subsequently integrated with transcriptomic data to predict cell state transitions. Cellular trajectories and state transitions were inferred using vector field functions implemented in Dynamo (67) and visualized on myeloid UMAP embeddings.

### scRNA-seq analysis of treatment naive patient samples.

The scRNA-seq dataset was generated by Xu et al. (34) and includes 29 primary treatment-naive TNBC samples. Raw data were processed using Cell Ranger, with initial cell-type annotations adopted from the original study. Patients were stratified into high- and low-resolution groups based on macrophage resolution scores calculated using UCell (68). Hierarchical clustering (K = 2) was performed on per-patient macrophage UCell scores using hclust(), with dendrogram visualization via dendextend (69). Macrophage heterogeneity was assessed by UMAP visualization of macrophage subclusters in Seurat using a clustering resolution of 1.2. The patient IDs and corresponding sample numbers used in Figure 1, I and K, are listed in Supplemental Table 3.

### Western blotting.

Cells were processed as previously described (30). Proteins were loaded on NuPAGE precast gels (Invitrogen) and transferred to nitrocellulose membranes. Membranes were blocked in 5% non-fat milk, incubated with primary antibodies overnight at 4°C, followed by secondary antibodies (LI-COR) for 1 hour at room temperature, and imaged using an Odyssey Fc Imager (LI-COR).

### In situ staining of immune cells in mouse tumors.

Tumor sections were processed as previously described (30), blocked in PBS containing 10% sheep serum and 0.2% Triton X-100 for 45 minutes, and incubated overnight at 4°C with primary antibodies against mouse MPO (1:100, R&D Systems), cleaved caspase-3 (1:200, Cell Signaling), F4/80 (1:200, Cell Signaling), TREM2 (1:200, R&D Systems), RFP (1:200, Rockland Immunochemicals), C1q (1:200, Abcam), and C1QBP (1:200, Santa Cruz). Slides were incubated with appropriate Alexa Fluor–conjugated secondary antibodies (1:400, Jackson ImmunoResearch) for 1 hour at room temperature. Slides were subsequently stained with DAPI. Washing was performed in PBS between all steps.

For immunohistochemistry, sections were incubated with biotin-SP–conjugated secondary antibodies (1:500, Jackson ImmunoResearch), followed by Elite ABC reagent (Vector Laboratories) and DAB development. Nuclei were counterstained with Harris-modified hematoxylin, and sections were dehydrated, cleared, and mounted. All antibodies used in this study are listed in Supplemental Table 4.

### Confocal imaging and image processing.

Ex vivo imaging was performed on Zeiss LSM 780 or LSM 880 inverted confocal microscopes equipped with environmental control chambers. Images were acquired using ZEN software with 16× line averaging, a 40 μm pinhole, and a resolution of 2,048 × 2,048, using 20× and 63× objectives. Image quantification and analysis were conducted using ImageJ (NIH).

### Untargeted lipidomics.

Samples were harvested and processed as previously described (30) and analyzed at the Metabolomics Core Facility of MD Anderson Cancer Center. Raw data were processed and annotated using Thermo Scientific LipidSearch software (v5.1), followed by downstream data analysis using the lipidr package (v2.15.1) (70).

### ELISA.

For ELISA-based quantification of mouse RvD1, RvE1, and LXA4, cells were counted and lysed in 10× ELISA buffer, followed by dilution in ultrapure water. Lysates were centrifuged at 5,000*g* for 10 minutes, and supernatants were collected for analysis. Analyte levels were measured according to the manufacturers’ instructions (Cayman, 500380, 502150, and 590410), with absorbance read at 405 nm using an AccuSkan microplate photometer (Fisher Scientific).

For C1q ELISA assays, plasma was collected by drawing 75 μL blood into tubes containing 1.5 U heparin, centrifuged, and diluted 1:1,000 in diluent buffer. Cell culture supernatants were centrifuged before analysis. Tumor tissues were homogenized in lysis buffer (1 g tissue per 6 mL buffer), incubated for 30 minutes, centrifuged at 5,000*g* for 10 minutes, and supernatants were diluted 1:1 in diluent buffer. C1q levels were quantified according to the manufacturer’s instructions (ab291069, Abcam).

### Statistics.

Mice were randomized after tumor inoculation for treatments. For in vitro experiments on freshly prepared primary tissues/cells, the number of biological replicates in each group was determined by the number of independent donor animals and is indicated in figures. For Western blots, representative data from at least 3 independent experiments are presented. The group sizes were determined based on the results of our previous experiments, and no statistical method was used to predetermine the sample size. All biologically independent samples were included for statistical analyses. Data were quantified using Microsoft Excel and Graphpad v8.0. Data are expressed as mean ± SEM unless otherwise stated. Comparisons between 2 groups were analyzed using unpaired or paired 2-tailed Student’s *t* test. Multiple corrections were analyzed using 1-way ANOVA with Tukey’s post hoc test. Nonparametric data were analyzed by the Mann-Whitney test. *P* values of less than 0.05 were considered statistically significant.

### Study approval.

All animal experiments were performed following the protocols approved by the Baylor College of Medicine (BCM) Institutional Animal Care and Use Committee.

### Data availability.

A Supporting Data Values file is available in accordance with journal policy. Raw and processed scRNA-seq data have been deposited in the Gene Expression Omnibus under accession GSE294252. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Author contributions

LY and CR contributed equally to this work. XHFZ, LY, and CR developed the concept, designed experiments, and wrote the manuscript. LY performed and analyzed the experiments. FL, CR, and YS performed scRNA-seq and bioinformatic analysis. BW performed and analyzed the lipidomics experiments. JL and DGE contributed to mouse strain management. LW, ZX, and DGE assisted in animal work. HLC, WZ, YG, SW, and XC contributed to manuscript editing. XH, YD, LBD, YHW, TDL and XL performed and contributed to preliminary data collection. XHFZ supervised the research.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- US Department of Defense (grants DAMD W81XWH-16-1-0073 and DAMD W81XWH-20-1-0375 to XHFZ).
- US National Cancer Institute (grants CA183878, CA251950, CA221946, CA227904, CA253533, and P50CA186784 to XHFZ and 1F31CA281063-01A1 to CR).
- Breast Cancer Research Foundation (grant BCRF-24-178 to XHFZ).
- US NIH (grants CA125123 and RR024574 to Cytometry and Cell Sorting Core at BCM and S10OD025240 to Single Cell Genomics Core at BCM).
- Cancer Prevention and Research Institute of Texas (grant RP200504 to Single Cell Genomics Core and RP180672 to Cytometry and Cell Sorting Core).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
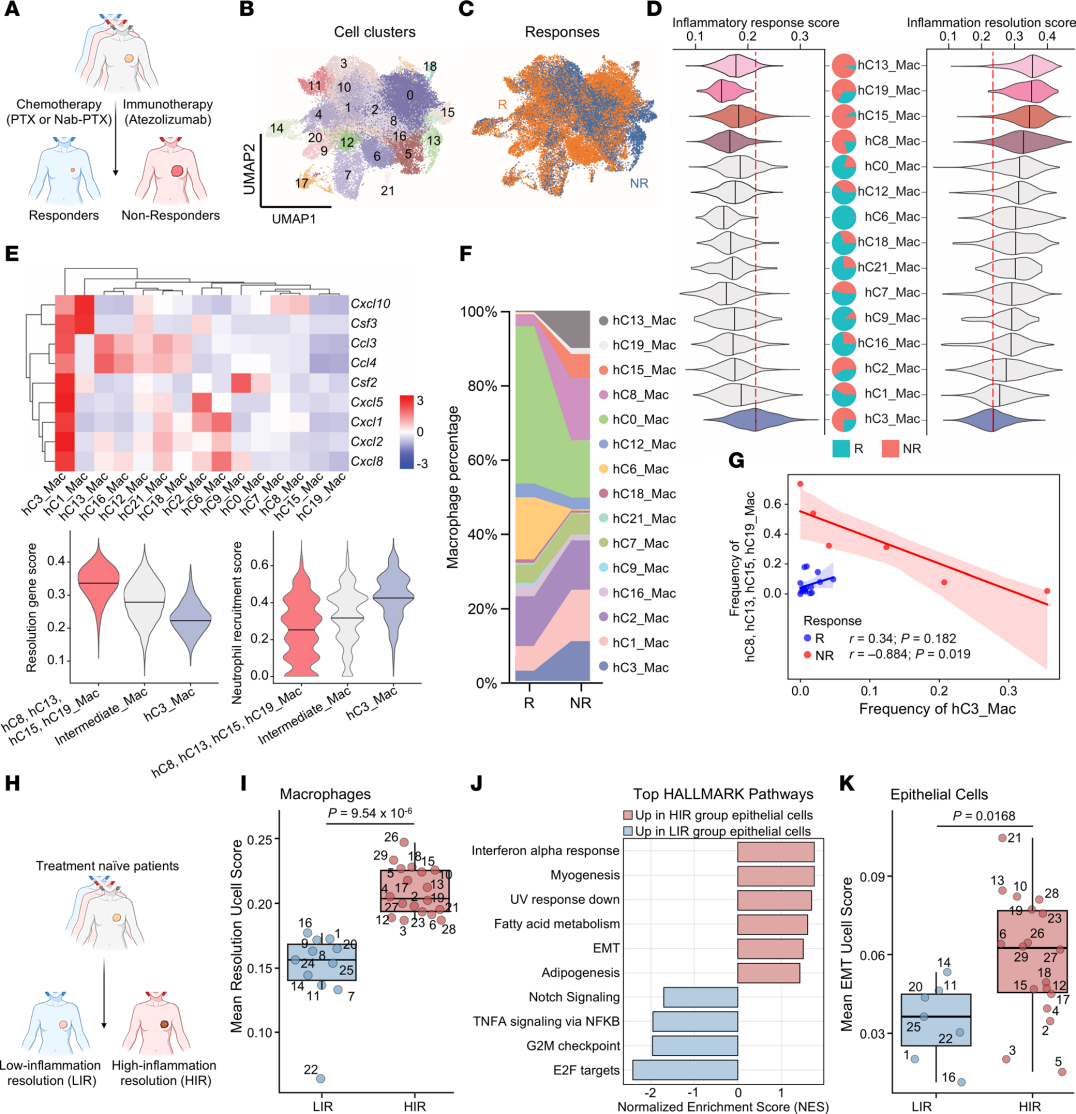
Distinct immune microenvironment in human TNBC. (**A**) Schematic of the patient cohort treated with chemotherapy and immunotherapy, and study design for subsequent analysis. (**B**) Uniform manifold approximation and projection (UMAP) plot of myeloid cell clusters. (**C**) UMAP visualization of myeloid cell distribution between responder and nonresponders. (**D**) Violin plots illustrating AUCell scores for the Hallmark_Inflammatory_Response gene set and the inflammation-resolution gene signature across patient-derived macrophage subclusters. Dashed lines denote the corresponding scores for subcluster hC3_Mac. Pie charts indicate the proportions of responder versus nonresponder cells within each macrophage subcluster. (**E**) Heatmap depicting average expression levels of neutrophil recruitment genes across patient macrophage populations. Violin plots illustrate the distribution of inflammation resolution gene signature scores (lower left) and neutrophil recruitment signature scores (lower right), with horizontal bars representing the mean values. (**F**) Composition analysis of macrophage subsets between responders and nonresponders. (**G**) Pearson correlation analysis of per-patient cell frequencies between human cluster 3 macrophages and cluster 8, 13, 15, and 19 macrophages in responder and nonresponder groups. Shaded areas indicate the 95% confidence interval. Statistical significance was determined using 2-tailed tests. (**H**) Schematic of the treatment-naive patient cohort and study design. (**I**) Box plot of macrophage resolution scores in patients with TNBC, stratified into low- and high-inflammation resolution groups. Each point represents the mean resolution score for macrophages from an individual patient. (**J**) Top Hallmark pathways enriched in epithelial cells of patients with TNBC with low- versus high-inflammation resolution scores. (**K**) Box plot of epithelial-mesenchymal transition (EMT) scores in patients with TNBC. Each point represents the mean EMT score for epithelial cells from an individual patient. (**I** and **K**) A Wilcoxon rank-sum test was used to assess statistical significance between the two groups.

**Figure 2:**
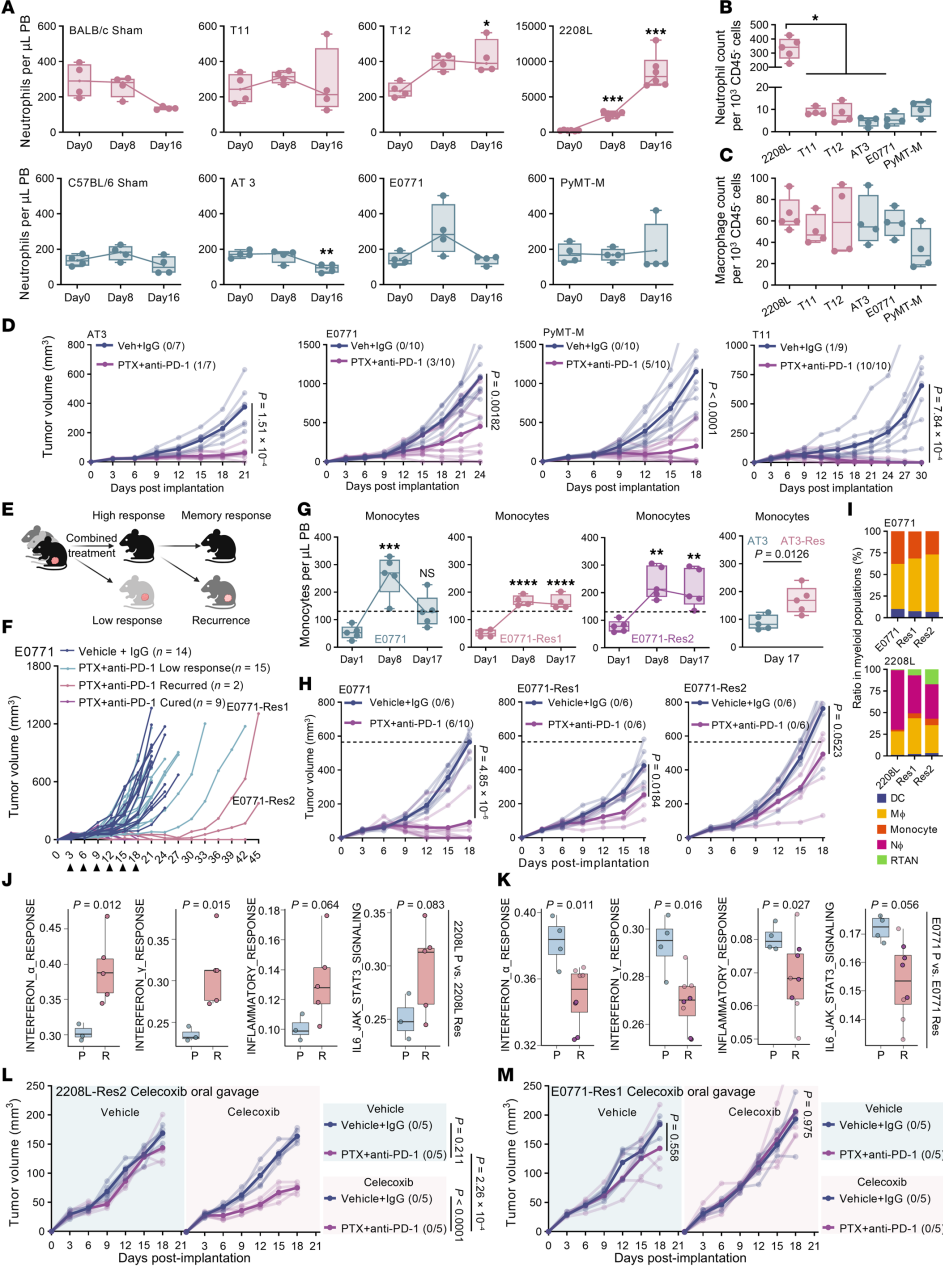
Dichotomous immune microenvironment in murine TNBC models. (**A**) Flow cytometry analysis of peripheral blood (PB) neutrophils from BALB/c mice (pink) with sham (surgery without tumor implantation), T11, T12, and 2208L tumors and C57BL/6 mice (blue) with sham, AT3, E0771, and PyMT-M tumors. (**B** and **C**) Neutrophil (**B**) and macrophage (**C**) infiltration in the indicated tumors at day 20 after implantation. (**D**) Growth of AT3, E0771, PyMT-M, and T11 tumors under vehicle or paclitaxel (PTX) plus anti–PD-1 antibody. Numbers indicate cured/total mice per group. Dark lines represent group averages; light lines represent individual tumor size. (**E**) Schematic of the experimental design: following combined treatment, mice with tumor eradication were monitored for recurrence. Recurrence-free mice were rechallenged to assess immune memory. Relapsed tumors were excised to generate resistant cell lines. (**F**) Growth of E0771 tumors under vehicle or combined treatment. (**G**) Analysis of PB monocytes from mice with E0771, E0771-Res1, E0771-Res2 tumors and from mice with AT3 and AT3-Res tumors. (**H**) Growth of E0771, E0771-Res1, and E0771-Res2 tumors under vehicle or PTX plus anti–PD-1 antibody. (**I**) Average myeloid cell infiltrates in 2208L and E0771 tumors and their resistant derivatives (*n* = 3) determined by single-cell RNA-seq. (**J** and **K**) Relative expression of selected Hallmark gene sets in 2208L and E0771 parental tumors and resistant derivatives by bulk RNA-seq. Points represent individual samples, which are color-coded by group. (**J**) 2208L parental (P, *n* = 3), 2208L-resistant tumors (R, *n* = 5). (**K**) E0771 parental (P, *n* = 4), E0771-Res1 (purple, *n* = 4), and E0771-Res2 (pink, *n* = 4). (**L** and **M**) Tumor growth of 2208L-Res2 (**L**) and E0771-Res1 (**M**) tumors receiving vehicle or 100 mg/kg celecoxib daily and treated with vehicle or combined treatment. (**A**–**C**, **G**, **L**, and **M**) Statistical significance was determined using 1-way ANOVA followed by Tukey’s test. (**D**, **G**, and **H**) Significance was calculated using unpaired 2-tailed Student’s *t* test. *P < 0.05, **P < 0.005, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
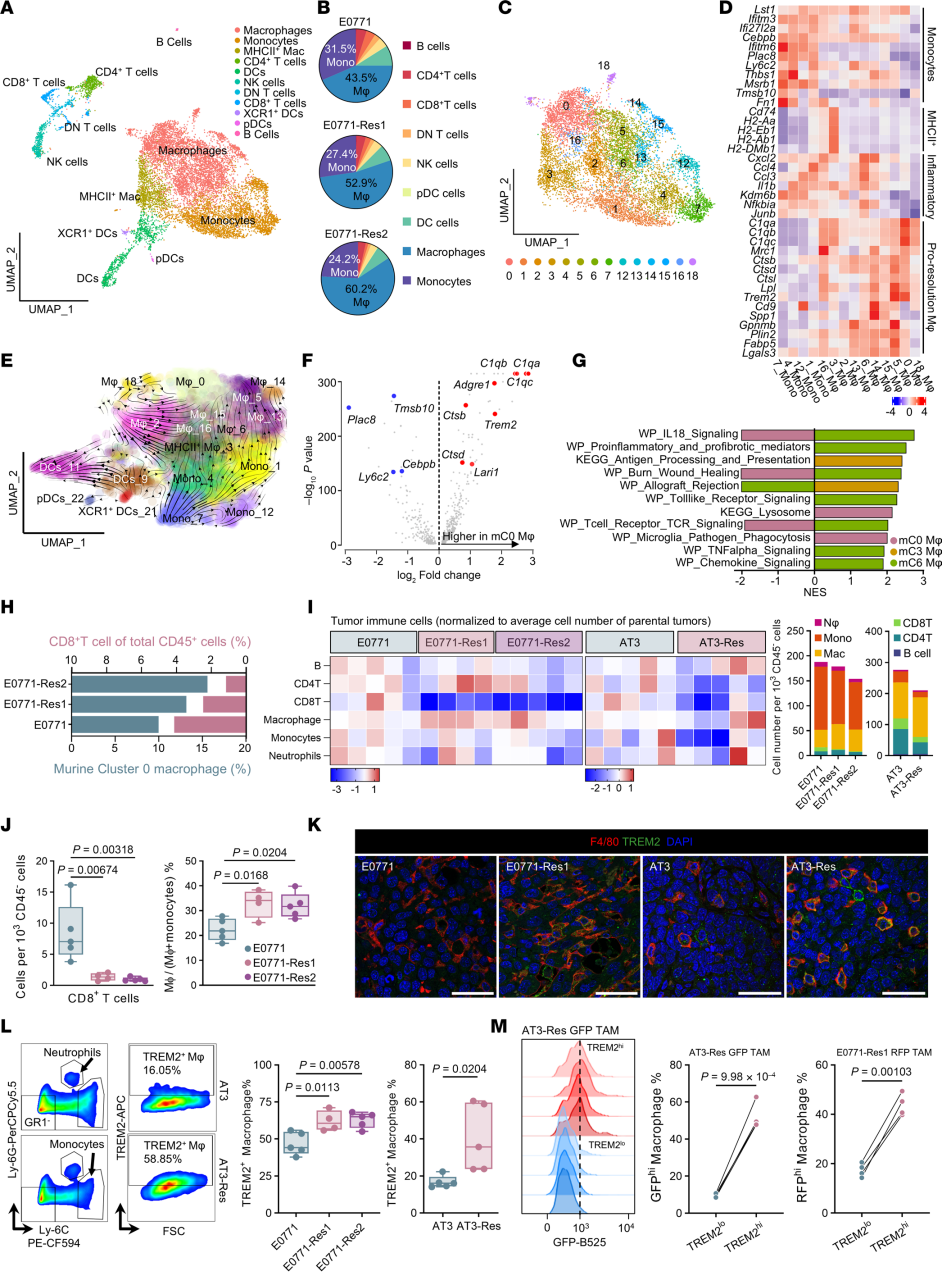
Resistant mesenchymal-like tumors promote tumor-associated macrophage differentiation. (**A**) UMAP visualization of immune cells from merged tumor samples. (**B**) Pie charts illustrate immune cell composition in parental E0771 and resistant tumors. (**C**) UMAP of monocyte and macrophage clusters from merged tumor samples. (**D**) Heatmap of average expression of monocyte, MHCII^+^, inflammatory, and inflammation-resolution macrophage signatures across macrophage/monocyte subclusters. (**E**) Predicted cell-state transitions overlaid on the myeloid UMAP. (**F**) Volcano plot illustrates differential gene expression between murine cluster 0 macrophages and other clusters. *P* values were determined by Wilcoxon’s rank-sum test. (**G**) GSEA for macrophage-specific signature genes from murine clusters 0, 3, and 6. Normalized enrichment score (NES)value indicates enrichment score of specified cluster against all other clusters combined. (**H**) Ratio of murine cluster 0 macrophages and CD8^+^ T cells within CD45^+^ immune cells. (**I**) Flow cytometry of immune infiltrates in E0771, AT3, and their resistant derivatives at endpoint. (Left) Log_2_ fold change relative to the vehicle-treated parental tumors; each square represents 1 cell type per tumor. (Right) Average immune cell number per 1,000 CD45^–^ cells (*n* = 5). (**J**) Flow cytometry of CD8^+^ T cells (left) and macrophage/(monocyte+macrophage) ratio (right) in E0771, E0771-Res1, and E0771-Res2 tumors. Significance was determined using 1-way ANOVA followed by Tukey’s test. (**K**) Representative immunofluorescence of F4/80, TREM2, and DAPI in parental and resistant tumors. Scale bar: 40 μm. (**L**) Representative flow plots (left) and quantification of TREM2^+^ macrophages in E0771, AT3, and resistant derivatives. Significance for the middle plot was determined using 1-way ANOVA followed by Tukey’s test. Significance for the right plot was calculated using unpaired 2-tailed Student’s *t* test. (**M**) Representative flow plots (left) and quantification of fluorescence intensity in TREM2^lo^ and TREM2^hi^ tumor-associated macrophages (TAMs) in AT3-Res GFP and E0771-Res1 RFP tumors. Significance was calculated using paired 2-tailed Student’s *t* test (*n* = 4).

**Figure 4:**
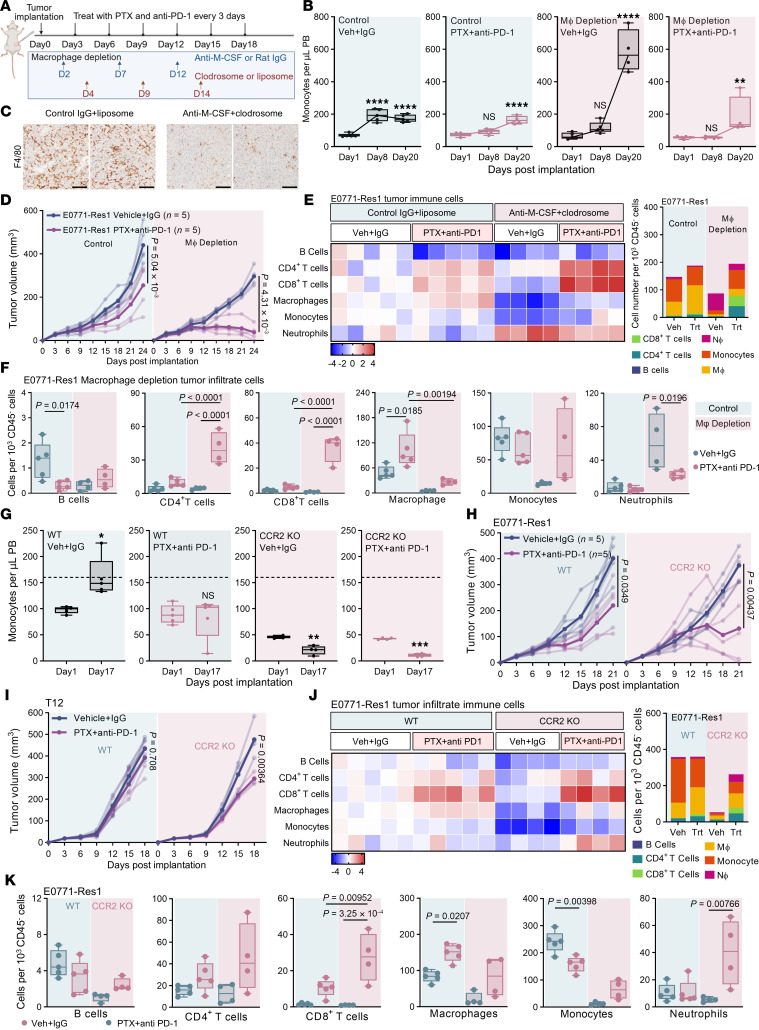
Monocyte-derived tumor-associated macrophages are key mediators of therapy resistance. (**A**) Schematic of the experimental design: Combined treatments started on day 3 after tumor implantation. Anti–M-CSF plus clodrosome or control IgG1 plus liposome were administered as indicated. (**B**) Flow cytometry of PB monocytes in E0771-Res1 tumor-bearing mice under control or combined therapy, with or without macrophage depletion (*n* = 5). (**C**) Representative immunohistochemistry of F4/80 in E0771-Res1 tumors treated with control IgG plus liposome or anti–M-CSF plus clodrosome. Scale bar: 100 μm. (**D**) Tumor growth of E0771-Res1 tumors under vehicle or combined therapy, with or without macrophage depletion (*n* = 5). The values 5.04 × 10^3^ and 4.31 × 10^–4^ represent *P* values for the comparison of tumor volumes between combined paclitaxel and anti–PD-1 treatment and vehicle control at day 24 in control and macrophage-depleted mice, respectively. (**E**) Flow cytometry of immune infiltrates in E0771-Res1 tumors at endpoint. (Left) Log_2_ fold change of major immune cells relative to the vehicle-treated tumor group. (Right) Average immune cell number per 1,000 CD45^–^ cells. (**F**) Quantification of major immune cells per 1,000 CD45^–^ cells in E0771-Res1 tumors under indicated treatments. (**G**) PB monocytes in E0771-Res1 tumor-bearing WT or CCR2-KO mice treated with control or combined treatment. Samples collected on day 1 and 17 after implantation. Significance was calculated using paired 2-tailed Student’s *t* test. (**H** and **I**) Growth of E0771-Res1 (**H**) and T12 tumors (**I**) in WT or CCR2-KO mice treated with vehicle or PTX combined with anti–PD-1 (*n* = 5 mice per group). (**J**) Flow cytometry analysis of the immune infiltrates in E0771-Res1 tumors. (Left) Log_2_ fold change of major immune cells relative to the vehicle-treated tumor group. (Right) Average immune cell number per 1,000 CD45^–^ cells. (**K**) Quantification of major immune cells per 1,000 CD45^–^ cells in E0771-Res1 tumors in WT versus CCR2-KO mice. (**B**, **D**, **F**, **H**, **I**, and **K**) Statistical significance was determined using 1-way ANOVA followed by Tukey’s test. *P < 0.05, **P < 0.005, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
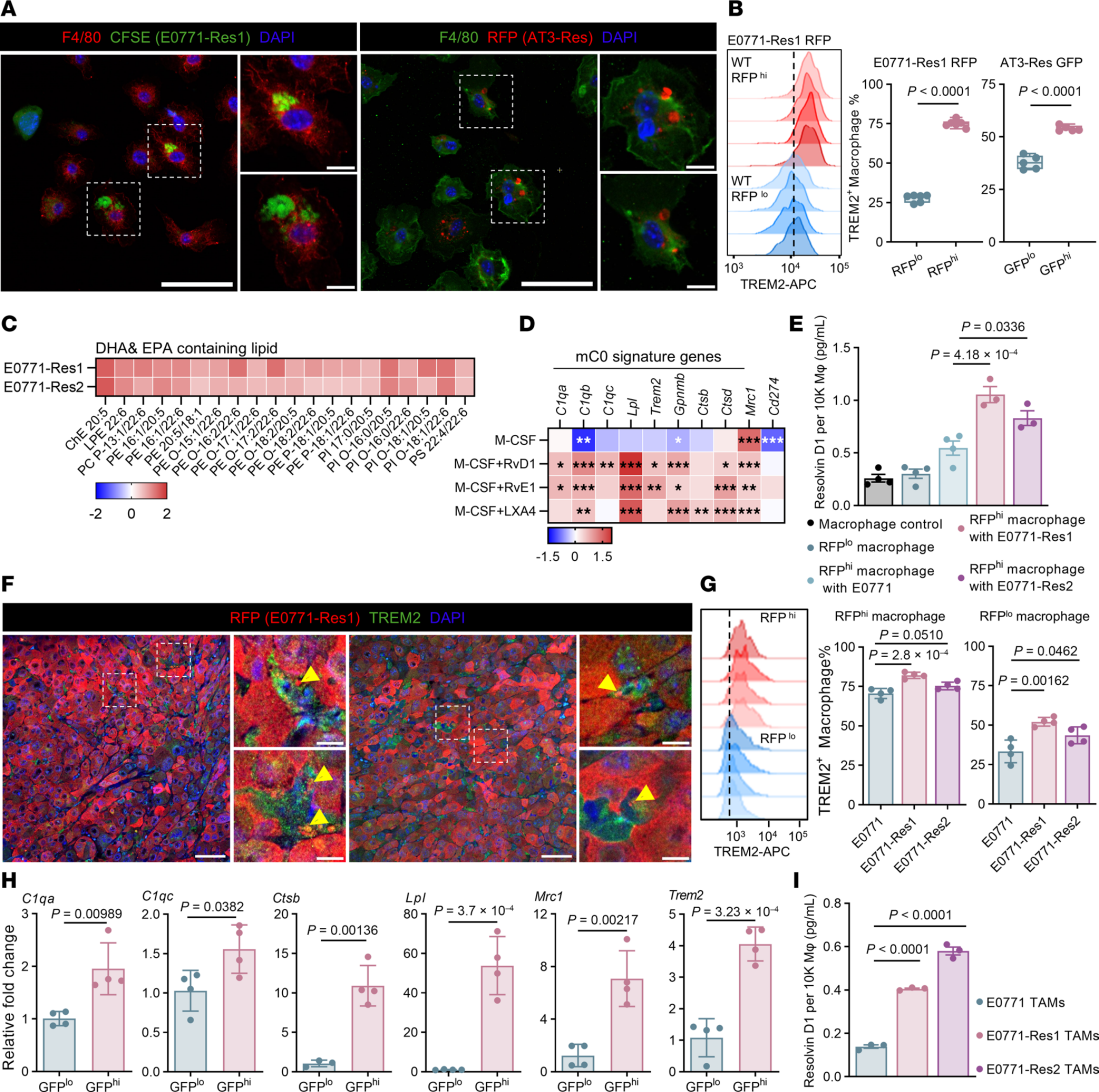
Efferocytosis and resolvin production promote inflammation resolution macrophage differentiation. (**A**) Representative immunofluorescence of F4/80, CFSE (left), RFP (right), and DAPI in macrophages cocultured with paclitaxel-treated (PTX-treated) E0771-Res1 (left) or AT3-Res RFP (right) cells. Scale bar: 50 μm; 10 μm (zoomed-in). (**B**) Flow cytometry (left) and quantification of TREM2 expression in RFP^lo^ versus RFP^hi^ macrophages after coculture with PTX-treated, RFP-labeled E0771-Res1 (middle, *n* = 6), or GFP^lo^ versus GFP^hi^ macrophages after coculture with PTX-treated, GFP-labeled AT3-Res cells (right, *n* = 5). (**C**) Lipidomic comparison of DHA- and EPA-containing lipids in resistant versus parental E0771 cells (*n* = 3). Lipids with absolute log_2_ fold change > 0.5 and *P* < 0.05 were included. (**D**) Relative expression of murine cluster 0 macrophage-specific genes in bone marrow–derived macrophages (BMDMs, *n* = 3) treated with M-CSF (5 or 10 ng/mL) alone or M-CSF (5 ng/mL) plus resolvin D1 (RvD1), resolvin E1 (RvE1), or lipoxin A4 (LXA4, 30 ng/mL). BMDMs treated with M-CSF (5 ng/mL) alone served as baseline control. (**E**) ELISA quantification of RvD1 in BMDMs cocultured with RFP-labeled, PTX-treated E0771 (*n* = 4), E0771-Res1 (*n* = 3), and E0771-Res2 cells (*n* = 3). Macrophages were sorted by RFP signal. Macrophage cultured alone (*n* = 4) served as baseline control. (**F**) Representative immunofluorescence of RFP, TREM2, and DAPI in E0771-Res1 tumors. Arrowheads highlight engulfed RFP debris. Scale bar: 50 μm; 10 μm (zoomed-in). (**G**) Flow cytometry plots (left) and quantification of TREM2 expression in RFP^hi^ (middle) and RFP^lo^ (right) tumor-associated macrophages (TAMs) from RFP-labeled E0771, E0771-Res1, and E0771-Res2 tumors (*n* = 4). (**H**) Relative expression of murine cluster 0 macrophage-specific genes in TAMs from GFP-labeled AT3-Res tumors (*n* = 4). (**I**) ELISA analysis of RvD1 in TAMs from E0771, E0771-Res1, and E0771-Res2 tumors (*n* = 3). (**D**, **E**, **G**, and **I**) Significance was determined using 1-way ANOVA followed by Tukey’s test. (**B** and **H**) Significance was calculated using paired 2-tailed *t* test. *P < 0.05, **P < 0.005, ***P < 0.001.

**Figure 6:**
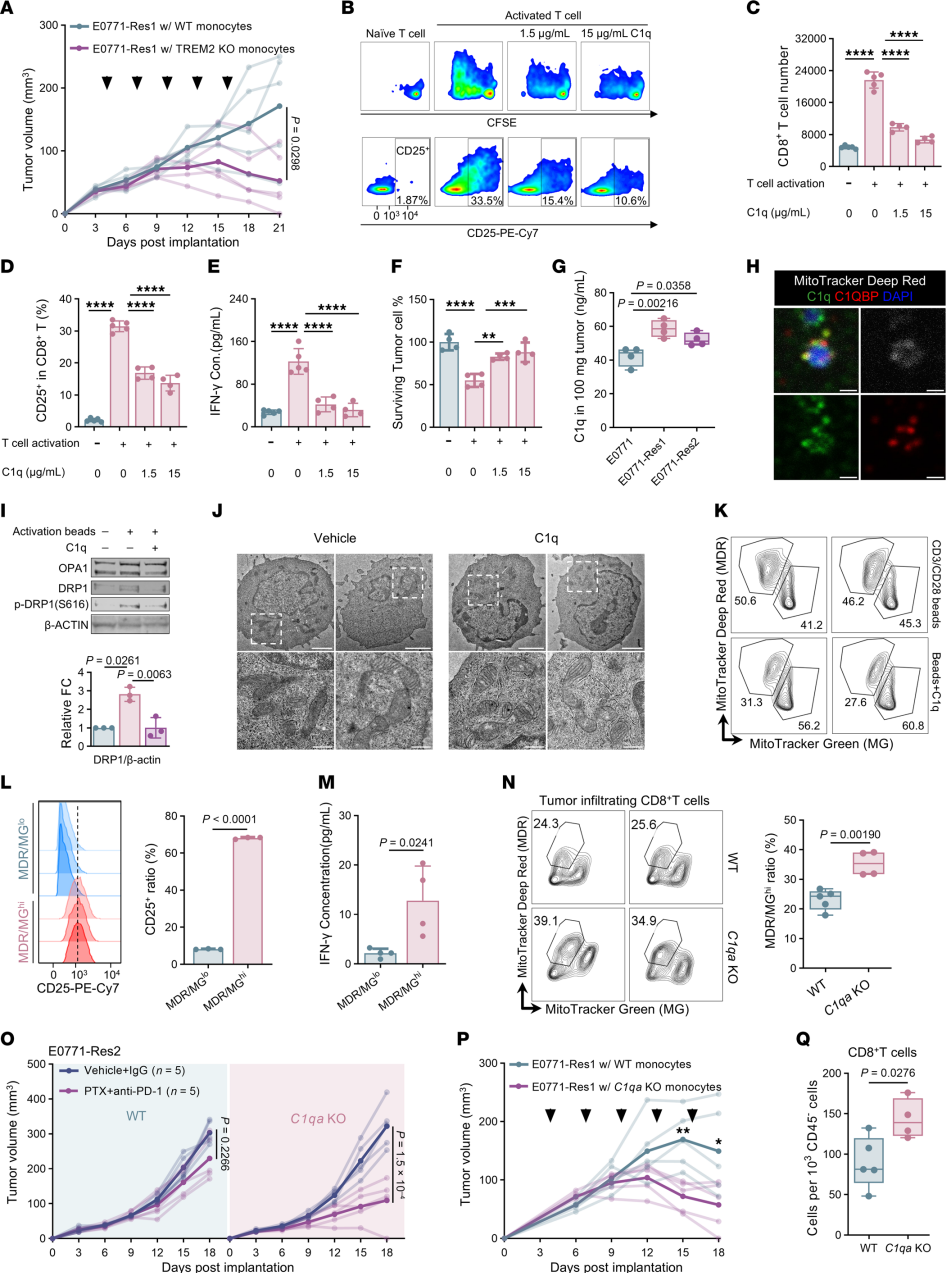
C1q disrupts CD8^+^ T cell metabolism, enabling immune evasion in resistant tumors. (**A**) Growth of E0771-Res1 tumor in CCR2-KO mice receiving WT or TREM2-KO monocytes, under combined therapy (*n* = 5). Arrowheads indicate monocyte transfers. (**B**) Representative flow plots showing CFSE dilution and CD25 expression in CD8^+^ T cell treated with activation beads and indicated concentrations of murine C1q. (**C**–**E**) Quantification of total CD8^+^ T cells (**C**), CD25^+^/total CD8^+^ T cell ratios (**D**), and IFN-γ production by CD8^+^ T cells (**E**). (**F**) Quantification of surviving E0771-OVA cells after coculture with pretreated OT-1 CD8^+^ T cells. (**G**) ELISA quantification of C1q in tumor lysates from E0771, E0771-Res1, and E0771-Res2 tumors (*n* = 4). (**H**) Immunofluorescence of MitoTracker Deep Red, C1q, C1QBP, and DAPI in CD8^+^ T cells. Scale bar: 1 μm. (**I**) Immunoblot of OPA1, DRP1, and phosphor-DRP1 (Ser616) in CD8^+^ T cells. (Bottom) Quantification of DRP1 levels normalized to β-ACTIN (3 independent experiments). (**J**) TEM images of activated CD8^+^ T cells treated with vehicle or C1q for 48 hours. Scale bar: 2 μm; 0.5 μm (zoomed-in). (**K**) Representative flow plots of MitoTracker Deep Red/Green (MDR/MG) populations. (**L** and **M**) CD25 expression (**L**) and IFN-γ production (**M**) in MDR/MG^lo^ versus MDR/MG^hi^ CD8^+^ T cells. (**N**) Representative plots and quantification of MDR/MG^hi^ CD8^+^ T cells from E0771-Res1 tumors in WT (*n* = 5) or *C1qa*-KO mice (*n* = 4). (**O**) Growth of E0771-Res2 tumors in WT or *C1qa*-KO mice under vehicle or combined therapy. The values 0.2266 and 1.5 × 10^4^ indicate represent *P* values for the comparison of tumor volumes between the combined paclitaxel and anti–PD-1 treatment group and the vehicle control at day 18, in wild-type and C1qa knockout mice, respectively. (**P**) Tumor growth of E0771-Res1 tumors in CCR2-KO mice receiving WT or *C1qa*-KO monocytes under combined therapy (*n* = 5). (**Q**) Flow cytometry of CD8^+^ T cells from tumors in **P**. Significance was calculated using 1-way ANOVA followed by Tukey’s test (**C**–**G**, and **I**); unpaired 2-tailed Student’s *t* test (**A** and **L**–**Q**). *P < 0.05, **P < 0.005, ***P < 0.001, ****P < 0.0001.

**Figure 7:**
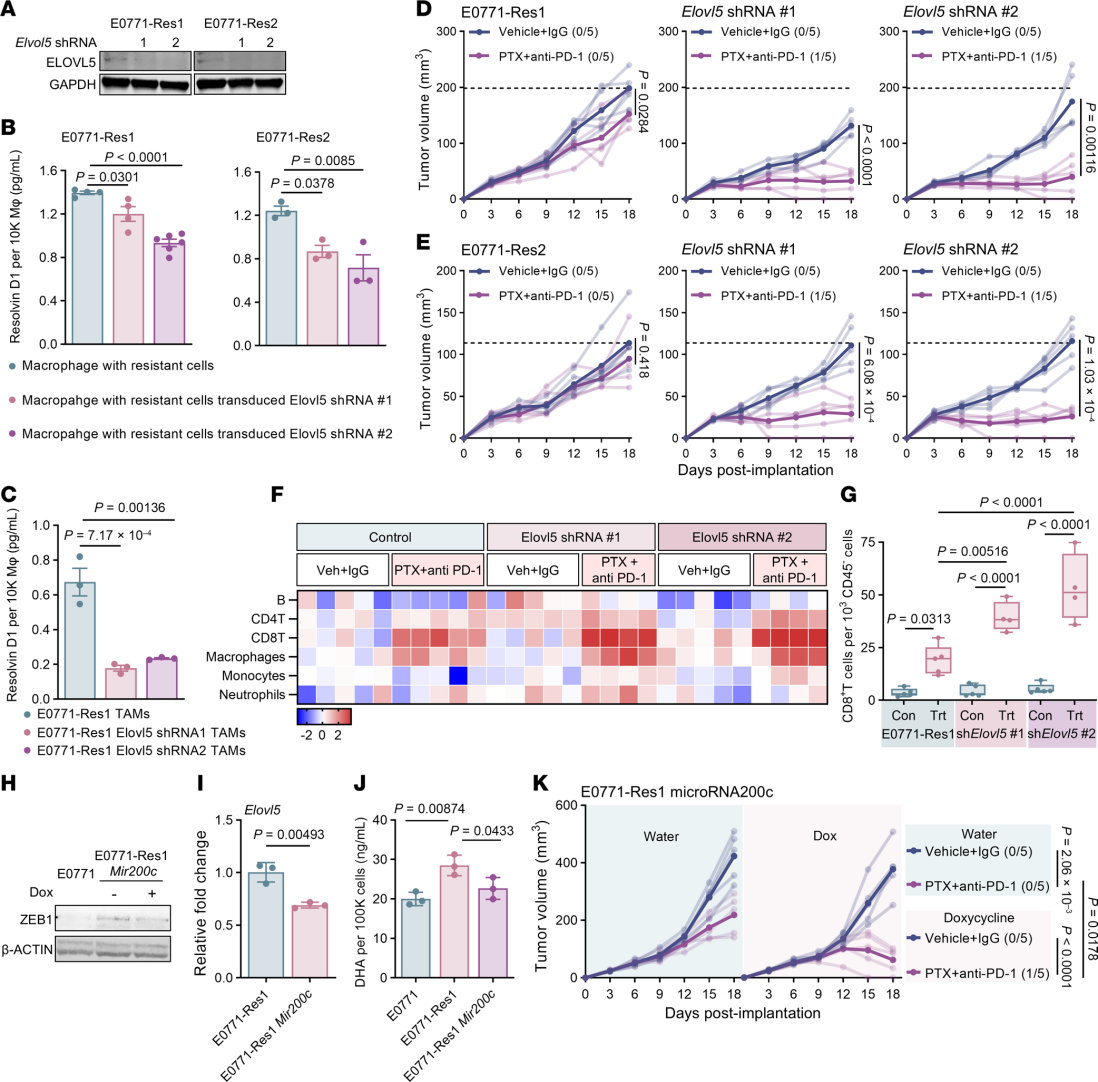
Knockdown of ELOVL5 resensitizes resistant tumor to chemoimmunotherapy. (**A**) Immunoblot of ELOVL5 protein expression in E0771-Res1 and E0771-Res2 cells with *Elvol5* shRNA transduction. GAPDH serves as loading control. (**B**) ELISA quantification of RvD1 in BMDMs cocultured with PTX-treated E0771-Res1 or E0771-Res2 cells transduced with control, *Elovl5* shRNA#1, or shRNA#2. (**C**) ELISA analysis of RvD1 in TAMs isolated from E0771-Res1 cells transduced with control, *Elovl5* shRNA#1, or shRNA#2 tumors. Each data point represents TAMs isolated from an individual tumor (*n* = 3). (**D** and **E**) Growth of E0771-Res1 tumor (**D**), E0771-Res2 tumor (**E**), and their derivatives with *Elovl5* shRNA under vehicle or combined treatment. Significance was calculated using unpaired 2-tailed Student’s *t* test. (**F**) Flow cytometry of immune infiltrates in E0771-Res1 tumors transduced with control, *Elovl5* shRNA#1, or shRNA#2 at endpoint. Log_2_ fold change relative to the average cell number of the vehicle-treated tumor group is displayed. Each square represents a cell type within an individual tumor. (**G**) Quantification of CD8^+^ T cells from tumors in **D**. (**H**) Immunoblot of ZEB1 expression in E0771, E0771-Res1, and E0771-Res1 cells with induced microRNA200c expression. β-ACTIN served as loading control. (**I**) Relative murine *Elovl5* expression in E0771-Res1 cells without or with microRNA200c induction (*n* = 3). Statistical significance was calculated using unpaired 2-tailed Student’s *t* test. (**J**) ELISA quantification of DHA in E0771, E0771-Res1, and E0771-Res1 cells with induced microRNA200c expression (*n* = 3). (**K**) Tumor growth of E0771-Res1 without or with microRNA200c induction under control or PTX plus anti–PD-1 antibody treatment. Numbers indicate cured/total mice in each group. Statistical significance of tumor volume at day 18 was assessed using 1-way ANOVA followed by Tukey’s test. (**B**, **C**, **G**, and **J**) Statistical significance was determined using 1-way ANOVA followed by Tukey’s test.

# Supplementary material for: Inflammation- and resolution-programmed myeloid circuits govern therapeutic resistance in epithelial and mesenchymal triple-negative breast cancer
**Source:** J Clin Invest. 2026 Feb 17;136(8):e198815. doi: 10.1172/JCI198815
**Supplement:** Supplemental data

Supplemental material

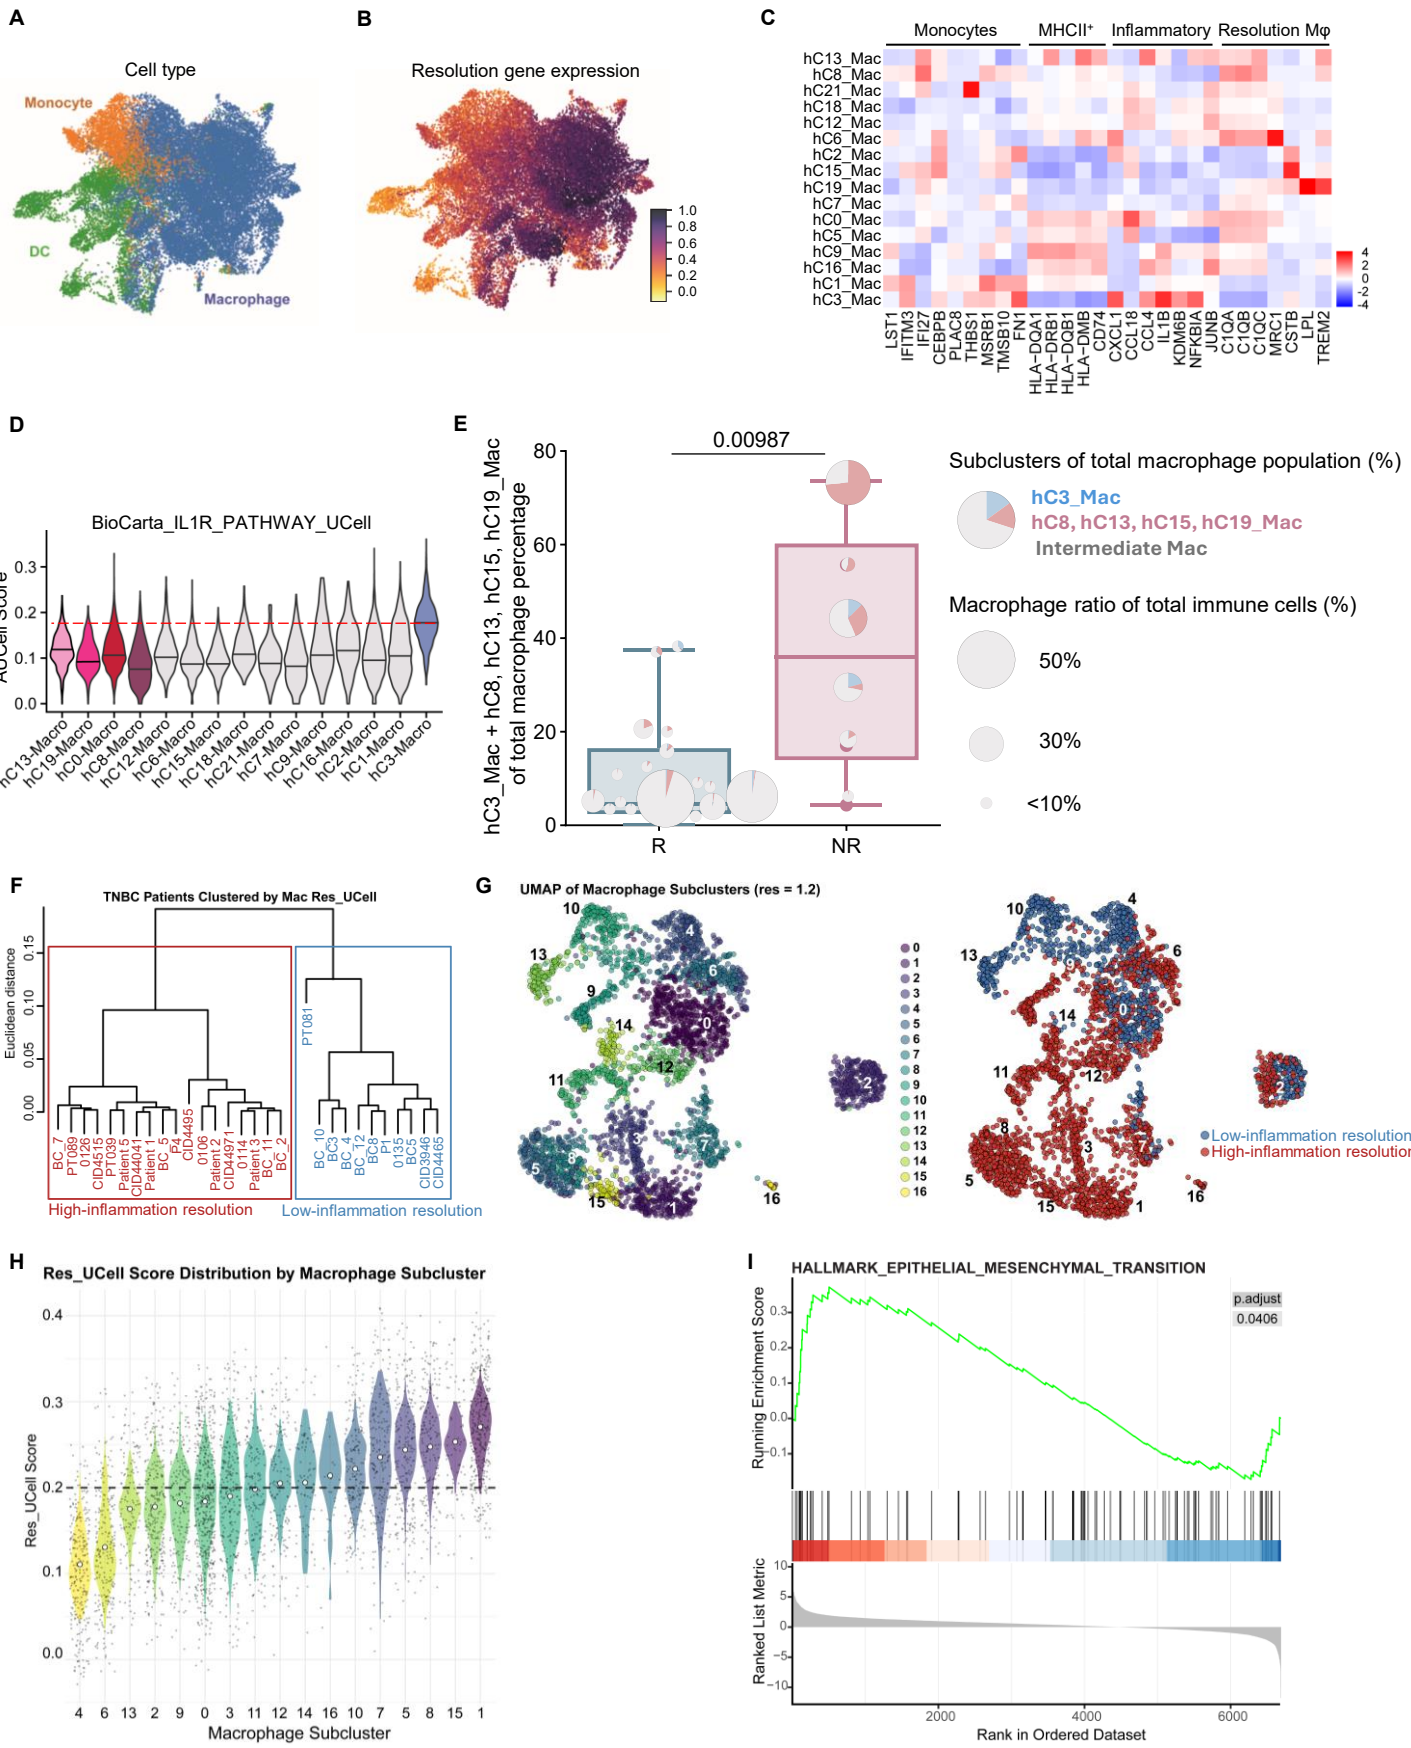

## **Supplemental Figure 1 Macrophage subclusters in human TNBC patient samples, related to Figure 1**

**A** UMAP plot of myeloid cell clusters.

**B** UMAP visualization of myeloid cell distribution between responder and non-responders.

**C** Heatmap illustrates the average gene expression of monocytes, MHCII<sup>+</sup>, inflammatory, and inflammation resolution macrophage signatures across patient tumor infiltrating macrophage subclusters.

**D** Violin plots illustrate the BIOCARTA\_IL1R\_PATHWAY scores across macrophage subclusters, with mean values indicated. Dashed lines denote the corresponding scores for subcluster hC3\_Mac.

**E** Box plots showing the percentages of human macrophage cluster 3 and clusters 8, 13, 15, and 19 in responder and non-responder patients. Each pie chart corresponds to an individual patient, and the pie size reflects the total macrophage fraction among all immune cells within that patient. Statistical significance was assessed using the Mann–Whitney non-parametric test.

**F** Hierarchical clustering of TNBC patients based on mean macrophage resolution UCell scores. Patients were stratified using hierarchical clustering of their average macrophage resolution scores. Two distinct groups emerged, corresponding to low- (blue) and high-inflammation (red) resolution macrophage profiles. The patient IDs and corresponding sample numbers used in Figures **1I** and **1K** are listed in **Supplemental Table 3**.

**G** UMAP visualization of macrophage subclusters in TNBC tumors at resolution = 1.2 (Left). Macrophages were clustered using Louvain clustering at resolution 1.2, revealing 17 transcriptionally distinct subclusters (0-16). Each point represents an individual cell, colored by cluster identity. Cluster numbers are labeled in bold for clarity and correspondence with downstream analyses. (Right) UMAP of macrophage subclusters colored by patient resolution group. Cells are color-coded by their patient group: blue for low-inflammation resolution and red for high-inflammation resolution, as defined by mean macrophage UCell scores.

**H** Distribution of macrophage resolution scores across transcriptional subclusters. Violin plots show the distribution of resolution UCell scores across macrophage subclusters (x-axis), ordered by median score. Each dot represents an individual macrophage cell, and white dots indicate the median score per subcluster. The dashed horizontal line marks the overall mean resolution score across all macrophages.

**I** Gene Set Enrichment Analysis (GSEA) plot for the HALLMARK\_EPITHELIAL\_MESENCHYMAL\_TRANSITION gene set. GSEA was performed on epithelial cells from TNBC patients with high- vs. low-inflammation resolution scores. The plot shows the running enrichment score (green line) for the EMT hallmark gene set, with vertical black lines indicating the positions of EMT genes within the ranked gene list. The normalized enrichment score was significant with an adjusted p-value of 0.0406, indicating enrichment of EMT-related genes in the high-inflammation resolution group.

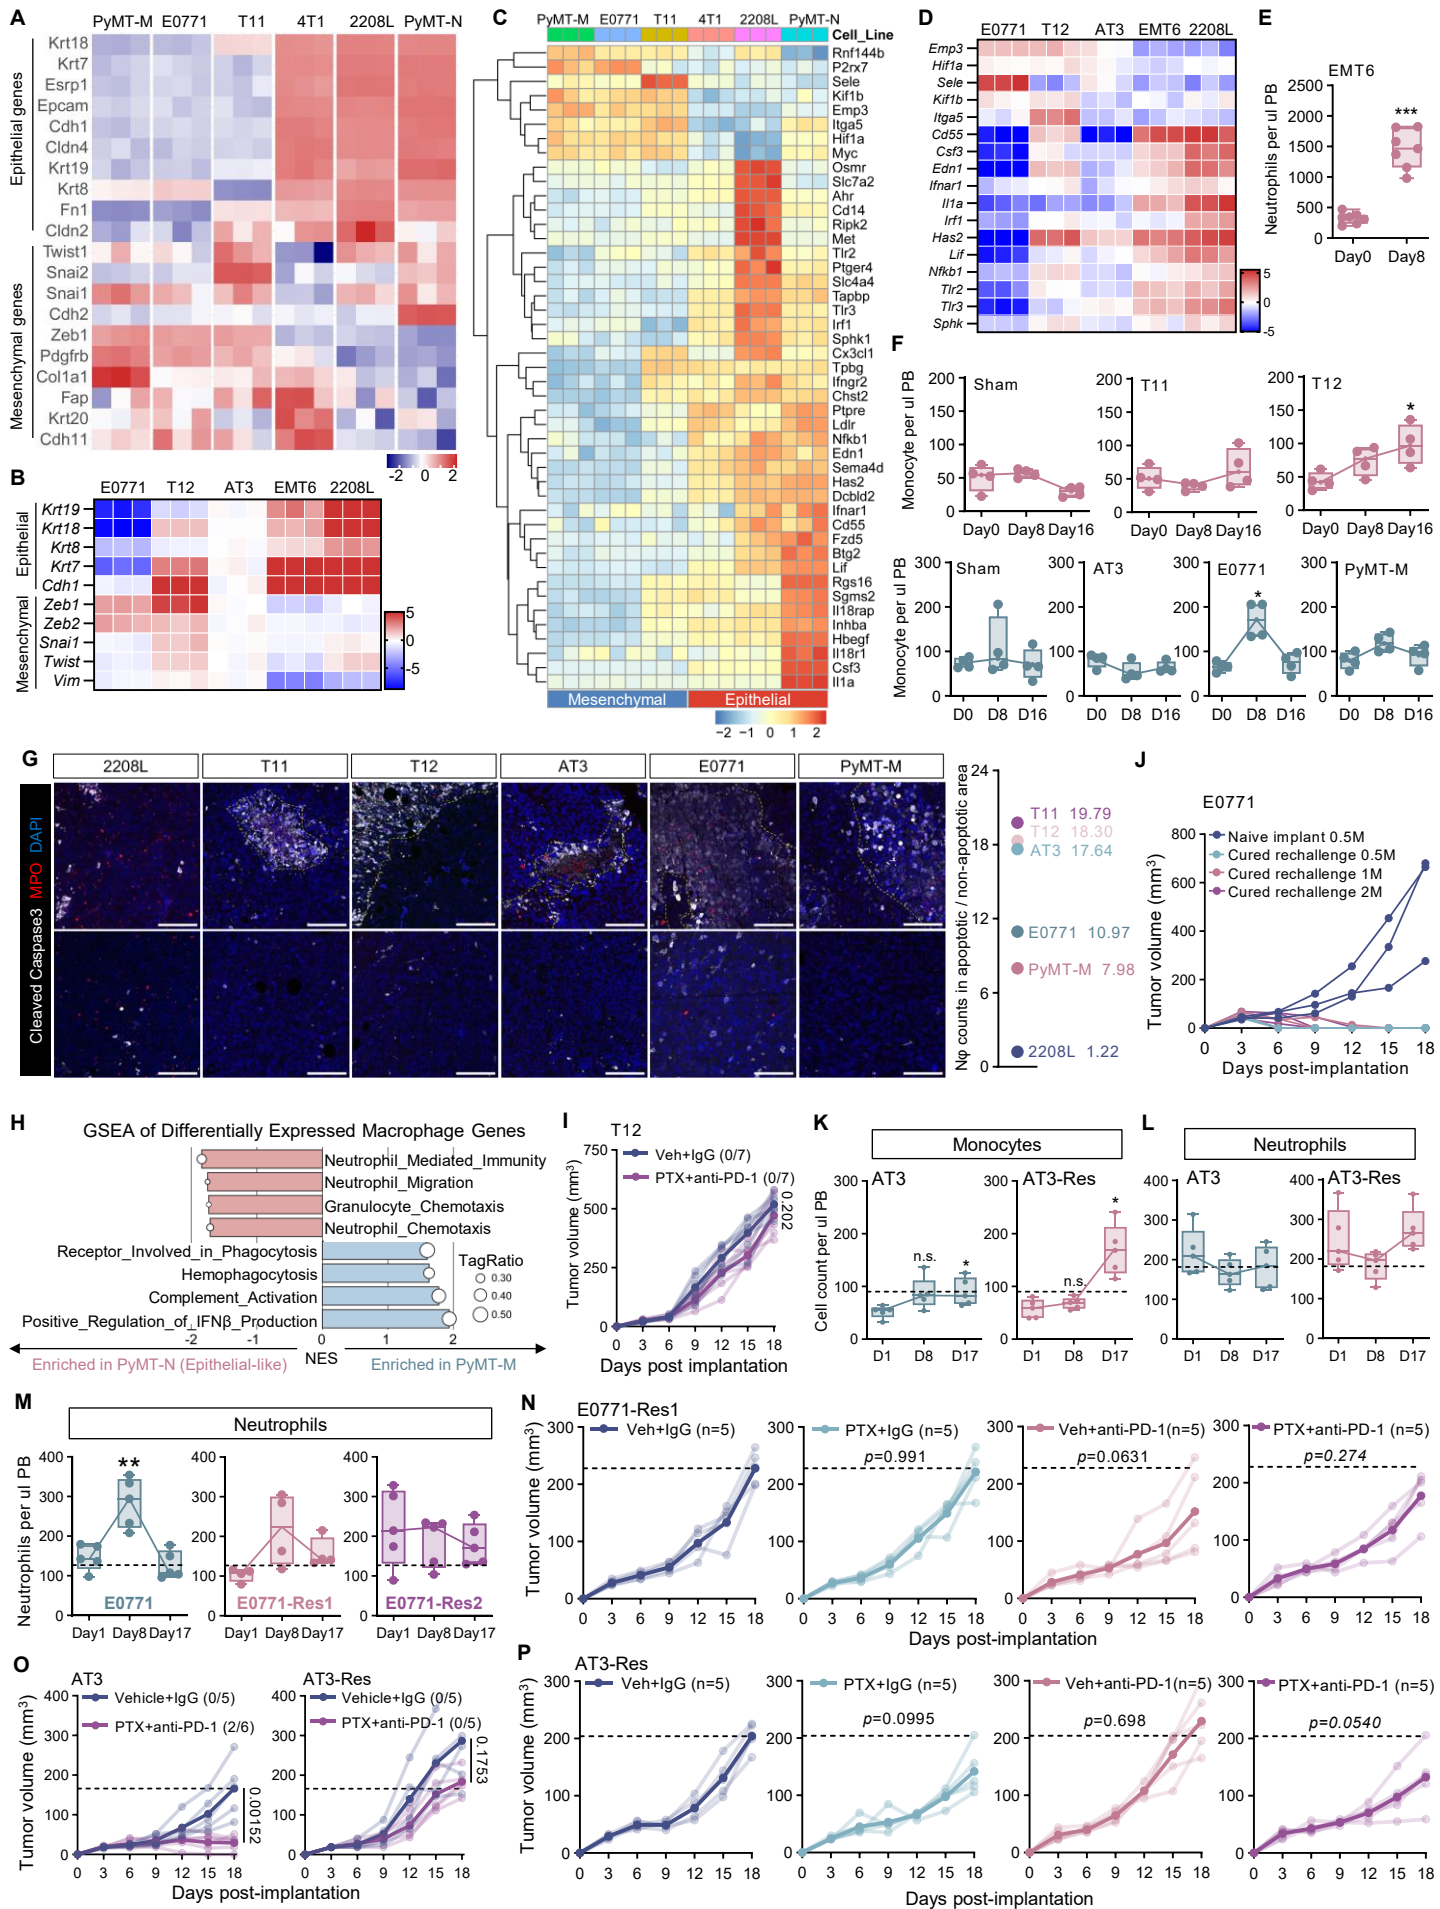

## **Supplemental Figure 2 Distinct myeloid landscape in murine TNBC models, related to Figure 2.**

**A** Heatmap illustrating the expression of epithelial and mesenchymal marker genes across murine TNBC models, based on bulk RNA-seq data (n=3 per model).

**B** Heatmap showing the expression of epithelial and mesenchymal marker genes across murine TNBC models measured by real-time PCR (n = 3 per model). The average expression level of AT3 cells was used as the reference baseline.

**C** Heatmap showing the average expression of genes in the HALLMARK\_INFLAMMATORY\_RESPONSE signature across murine TNBC models, based on bulk RNA-seq data.

**D** Heatmap showing the average expression of genes in the HALLMARK\_INFLAMMATORY\_RESPONSE signature across murine TNBC models measured by real-time PCR. The average expression of all five cell lines was used as the reference baseline.

**E** Flow cytometry analysis of peripheral blood (PB) neutrophils in BALB/c mice with EMT6 tumors (n=7). PB were harvested and analyzed on day 0 and day 8 after tumor implantation.

**F** Flow cytometry analysis of peripheral blood monocytes in BALB/c mice (pink) with sham (surgery without tumor implantation), T11, T12 tumors, and in C57BL/6 mice (blue) with sham, AT3, E0771, PyMT-M tumors. PB were harvested and analyzed on day 0, 8 and 16 after tumor implantation, with each group consisting of four mice.

**G** (Left) Representative immunofluorescence staining of cleaved caspase-3, MPO, and DAPI in 2208L, T11, T12, AT3, E0771, and PyMT-M tumors. Scale bar, 100  $\mu$ m. (Right) Quantification of neutrophil density within apoptotic versus non-apoptotic regions.

**H** Gene Set Enrichment Analysis of Gene Ontology (GO) pathways based on differentially expressed genes in tumor infiltrating macrophages between PyMT-M (mesenchymal-like) and PyMT-N (epithelial-like) tumors. Pathways with a Benjamini–Hochberg adjusted p value < 0.05 were considered significant. For space reasons, the GO term “GOBP\_IMMUNE\_RESPONSE\_REGULATING\_CELL\_SURFACE\_RECEPTOR\_SIGNALING\_PATHWAY\_INVOLVED\_IN\_PHAGOCYTOSIS” was shorted to “RECEPTOR\_INVOLVED\_IN\_PHAGOCYTOSIS”.

**I** Tumor growth of T12 under vehicle or paclitaxel (PTX) plus anti-PD-1 antibody. Numbers in parentheses indicate cured mice/total mice in each group. Growth curves of groups (darker lines) and single mouse (lighter lines) are shown.

**J** Tumor growth of E0771 in treatment-naïve mice and in mice previously cured from E0771 tumors. Treatment-naïve mice were inoculated with 0.5 million E0771 cells, while cured mice were rechallenged with 0.5 to 2 million E0771 cells.

**K** and **L** Flow cytometry analysis of peripheral blood monocytes (K) and neutrophils (L) in AT3 and AT3-Res tumor bearing mice (n=5) on day 1, 8 and 17 after tumor implantation.

**M** Flow cytometry analysis of peripheral blood neutrophils in E0771, E0771-Res1 and E0771-Res2 tumor bearing mice (n=5) on day 1, 8 and 17 after tumor implantation.

**N** Tumor growth of E0771-Res1 tumors treated with vehicle plus control IgG, PTX plus control IgG, vehicle plus anti-PD-1 antibody, and PTX plus anti-PD-1 antibody. Growth curves of groups (darker lines) and single mouse (lighter lines) are shown. Each experimental group includes tumors from five individual mice.

**O** Tumor growth of AT3 (left) and AT3-Res (right) under vehicle or PTX plus anti-PD-1 antibody. Numbers in parentheses indicate cured mice/total mice in each group. Growth curves of groups (darker lines) and single mouse (lighter lines) are shown.

**P** Tumor growth of AT3-Res tumors treated with vehicle plus control IgG, PTX plus control IgG, vehicle plus anti-PD-1 antibody, and PTX plus anti-PD-1 antibody. Growth curves of groups (darker lines) and single mouse (lighter lines) are shown. Each experimental group includes tumors from five individual mice.

(**D, I, O**) Significance was calculated using unpaired two-tailed Student's t test.

(**E, F, K-N, P**) Statistical significance was determined using one-way ANOVA followed by Tukey's test.

\*  $p < 0.05$ , \*\*  $p < 0.005$ , \*\*\*  $p < 0.001$ .

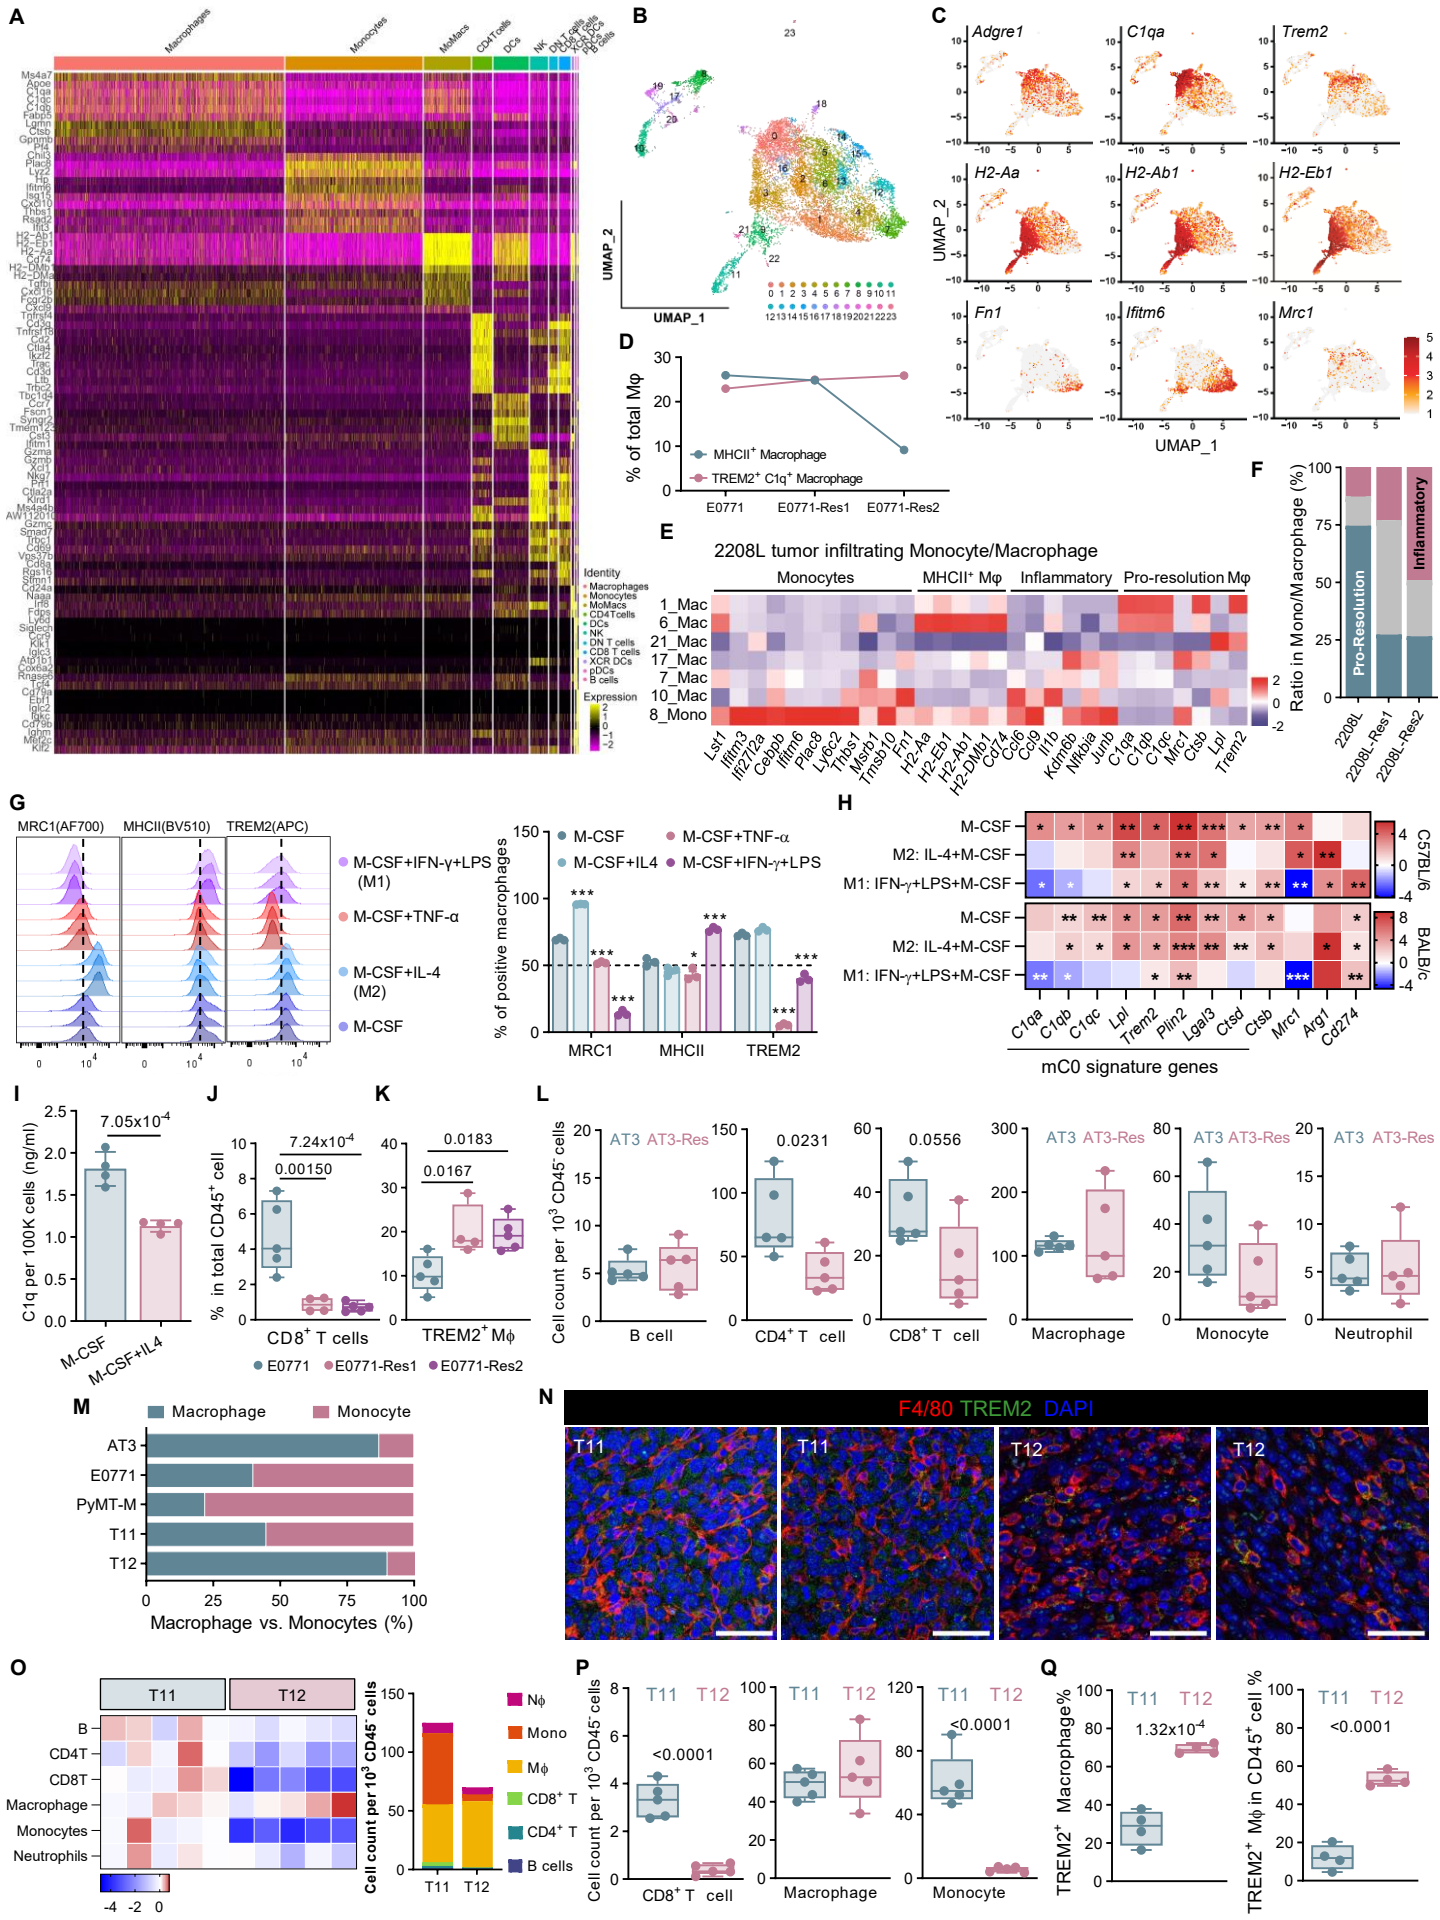

**Supplemental Figure 3 Resistant tumors promote tumor associate macrophage differentiation, related to Figure 3.**

- A** Heatmap of top 10 differentially expressed genes across all detected CD45<sup>+</sup> immune cell populations.
- B** UMAP plots of CD45<sup>+</sup> cell clusters from merged tumor samples
- C** Feature plots of *Adgre1*, *C1qa*, *Trem2*, *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *Fn1*, *Ifitm6* and *Mrc1* expression level in CD45<sup>+</sup> immune cells.
- D** Percentage of TREM2<sup>+</sup> C1q<sup>+</sup> macrophages (mC0 in E0771 tumors) and MHCII<sup>+</sup> macrophages (mC3) within total macrophage populations.
- E** Heatmap illustrates the average gene expression of monocytes, MHCII<sup>+</sup>, inflammatory, and inflammation resolution macrophage signatures across 2208L tumor infiltrating macrophage/monocyte subclusters.
- F** Ratio of TREM2<sup>high</sup> macrophages (Cluster 1 in 2208L tumors) and inflammatory macrophages (Cluster 7, 10 and 17 in 2208L tumors) within the combined monocyte and macrophage populations. Grey bars represent all other macrophage clusters defined in Fig. S3E.
- G** Representative flow plots (left panels) and quantification (right panels) of MRC1, MHCII and TREM2 expression on macrophages stimulated with M-CSF (10 ng/ml), M-CSF plus IL-4 (10 ng/ml), M-CSF plus TNF- $\alpha$  (10 ng/ml) and M-CSF plus IFN- $\gamma$  (20 ng/ml) and LPS (50 ng/ml). BMDMs were obtained from three individual mice.
- H** Relative expression of murine Cluster 0 macrophage-specific genes in BALB/c and C57BL/6 BMDMs polarized with the indicated regulators. Same samples from Fig. S3G were analyzed. BMDMs treated with M-CSF plus TNF- $\alpha$  served as the baseline control.
- I** ELISA quantification of C1q levels in culture medium collected from BMDMs treated with M-CSF alone and M-CSF + IL4 (n=4).
- J** and **K** Flow cytometry analysis showing the proportions of CD8<sup>+</sup> T cells (**J**) and TREM2<sup>+</sup> macrophages (**K**) within the total CD45<sup>+</sup> immune cell compartment.

**L** Flow cytometry analysis of major immune cell populations per 1000 CD45<sup>+</sup> cells in AT3 and AT3-Res tumors. n = 5 per group.

**M** Flow cytometry analysis of the ratio of tumor-infiltrating macrophages to monocytes in tumors (AT3, E0771, PyMT-M, T11, and T12) 18 days post-implantation. Each experimental group includes tumors from four individual mice.

**N** Representative immunofluorescence staining for F4/80, TREM2 and DAPI of T11 and T12 tumors. Scale bar: 50  $\mu$ m.

**O** Flow cytometry analysis of the immune infiltrates in T11 and T12 tumors. (Left) Log2 fold change of major immune cells relative to the average cell number of T11 group, with each square representing a specific cell type within an individual tumor. (Right) Average immune cell number per 1000 CD45<sup>+</sup> cells. Each experimental group includes tumors from five individual mice.

**P** Flow cytometry analysis of indicated immune cell populations per 1000 CD45<sup>+</sup> cells in T11 and T12 tumors.

**Q** Flow cytometry analysis of TREM2<sup>+</sup> macrophage frequencies within the total macrophage population (left) and within the total CD45<sup>+</sup> immune cell compartment (right) in T11 and T12 tumors.

(**G, H, J, K**) Statistical significance was determined using one-way ANOVA followed by Tukey's test.

(**I, L, P, Q**) Significance was calculated using unpaired two-tailed Student's t test.

\* p<0.05, \*\* p < 0.005, \*\*\* p < 0.001.

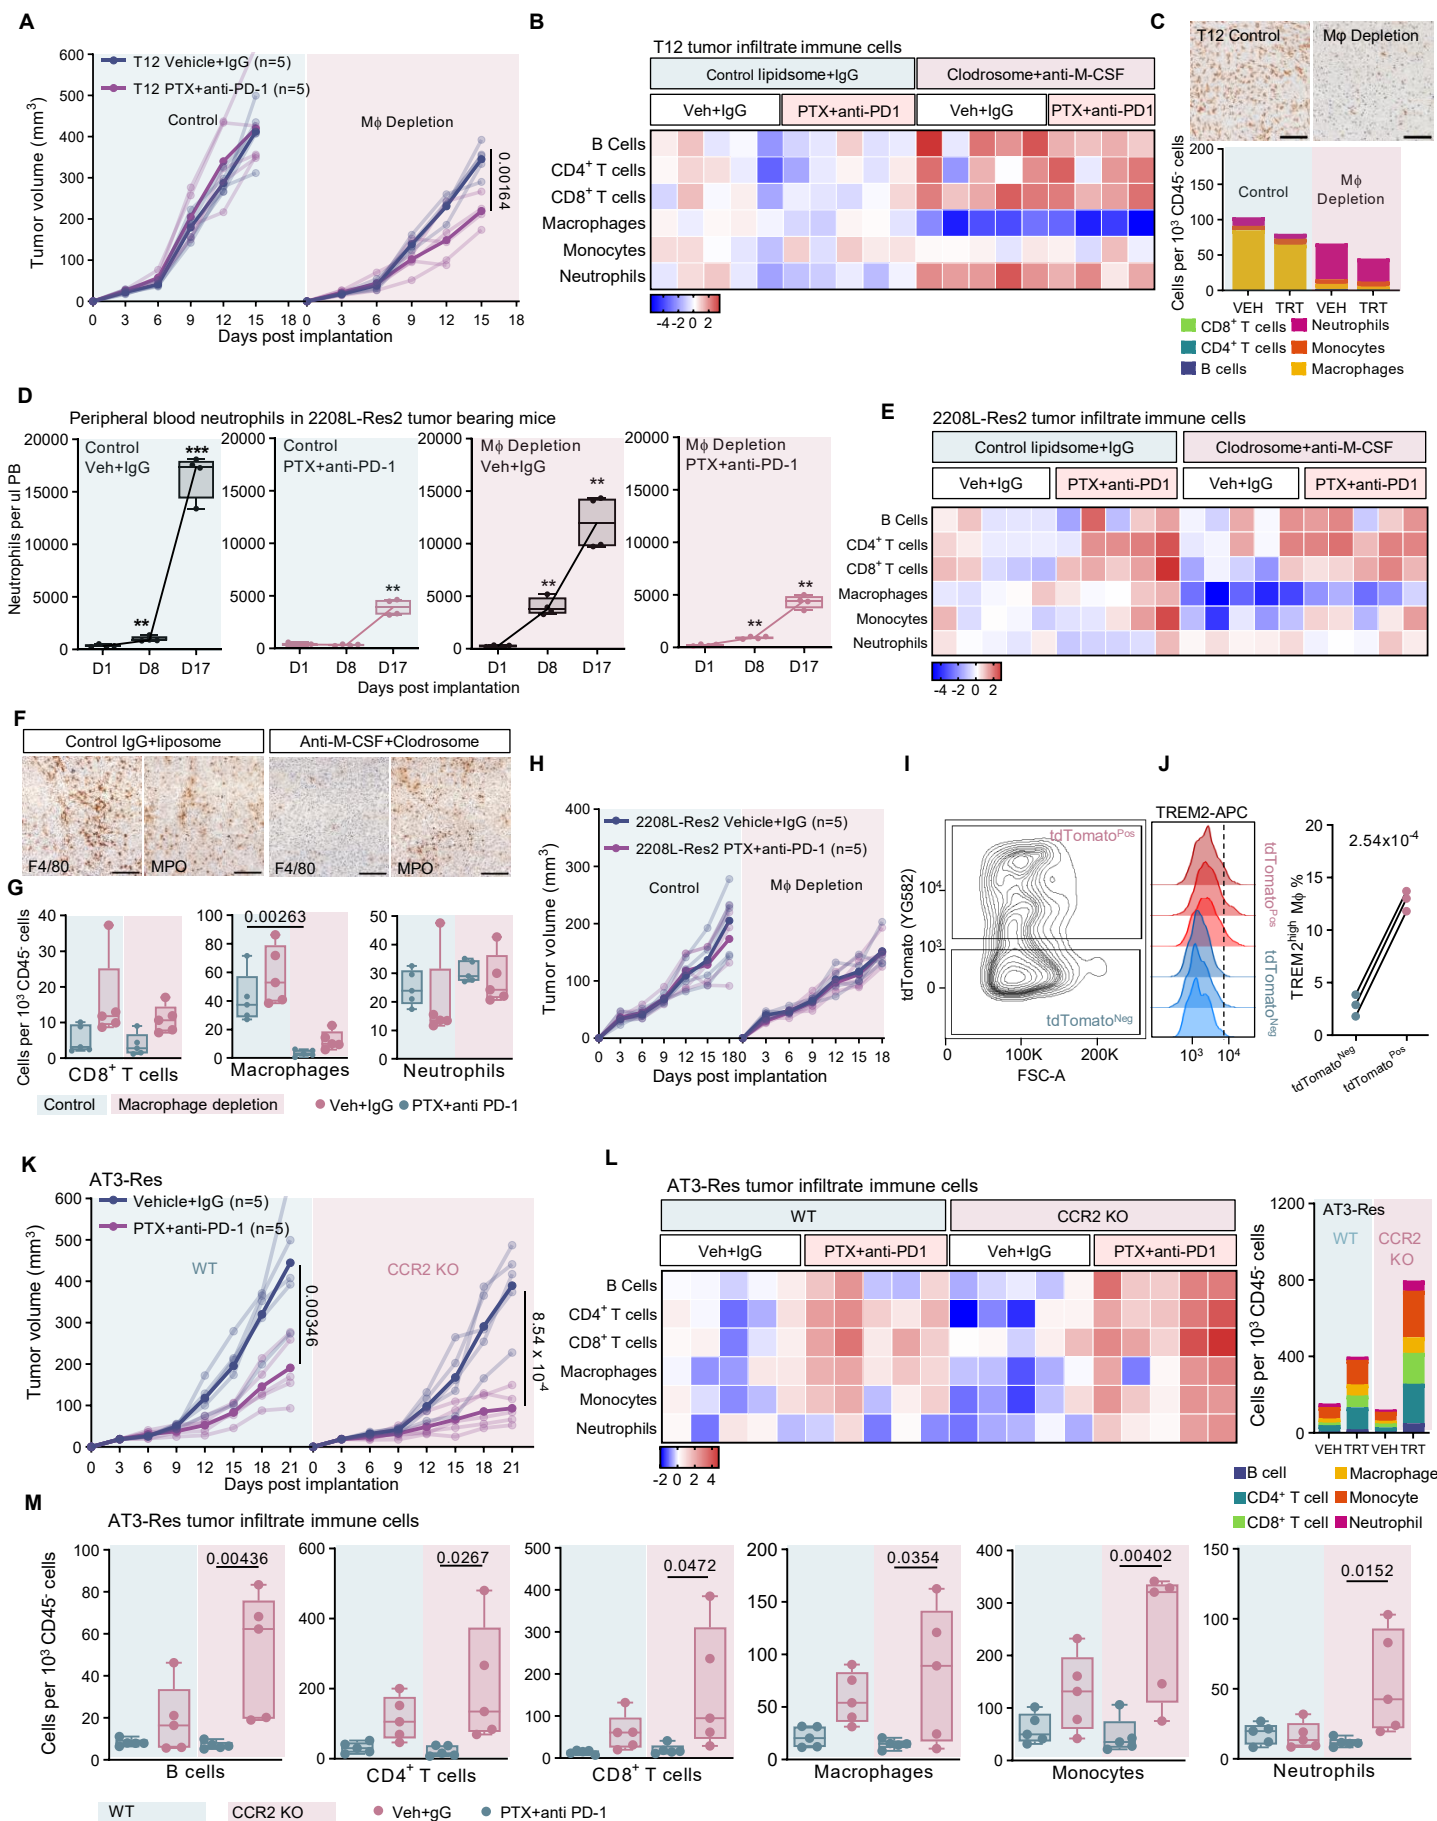

**Supplemental Figure 4 Monocyte-derived tumor-associated macrophages are key mediators of therapy resistance, related to Figure 4.**

**A** Tumor growth of T12 under vehicle or combined therapy, with or without macrophage depletion reagents. Each experimental group includes five individual mice.

**B** Flow cytometry analysis of the immune infiltrates in T12 tumors at the end of experiments. Each square represents a specific cell type within an individual tumor, with log<sub>2</sub> fold changes normalized to the average cell number of the control group.

**C** Analysis of the immune infiltrates in T12 tumors at the end of experiments. (Upper panel) Representative immunohistochemistry staining of F4/80 in T12 tumors following treatment with control IgG plus liposome or anti-M-CSF plus Clodrosome. Scale bar: 100  $\mu$ m. (Lower panel) Flow cytometry analysis of average immune cell number per 1000 CD45<sup>+</sup> cells.

**D** Flow cytometry analysis of peripheral blood neutrophils in 2208L-Res2 tumor-bearing mice, comparing control treatment and combined therapy with or without macrophage depletion. Samples were collected on day 1, 8 and 17 post-implantation.

**E** Flow cytometry analysis of the immune infiltrates in 2208L-Res2 tumors at the end of experiments. Each square represents a specific cell type within an individual tumor, with log<sub>2</sub> fold changes normalized to the average cell number of the control group.

**F** Representative immunohistochemistry staining of F4/80 and MPO in 2208L-Res2 tumors following treatment with control IgG plus liposome or anti-M-CSF plus clodrosome. Scale bar: 100  $\mu$ m.

**G** Flow cytometry analysis of major immune cell number per 1000 CD45<sup>+</sup> cells in 2208L-Res2 tumors under indicated treatments.

**H** Tumor growth of 2208L-Res2 under vehicle or combined therapy, with or without macrophage depletion reagents. Each experimental group includes five individual mice.

**I** Flow cytometric analysis of tdTomato expression in tumor-infiltrating macrophages from Ms4a3<sup>Cre</sup>-Rosa<sup>TdT</sup> mice bearing E0771 tumors.

**J** Flow cytometry analysis of TREM2 expression in tdTomato<sup>+</sup> versus tdTomato<sup>-</sup> tumor-associated macrophages (left; dashed line indicates the gating cutoff), and quantification of TREM2 expression levels in each population (right; n = 3).

**K** Tumor growth of AT3-Res in wild-type or CCR2 KO mice treated with vehicle or PTX combined with anti-PD-1. Each experimental group includes five individual mice.

**L** Flow cytometry analysis of the immune infiltrates in AT3-Res tumors at the end of experiments. (Left) Log2 fold change of major immune cells relative to the average cell number of the vehicle-treated tumor group. Each square represents a specific cell type within an individual tumor. (Right) Average immune cell number per 1000 CD45<sup>+</sup> cells.

**M** Flow cytometry analysis of major immune cell number per 1000 CD45<sup>+</sup> cells in AT3-Res tumors in wild-type vs. CCR2 KO mice.

(**A, H, J**) Significance was calculated using unpaired two-tailed Student's t test.

(**D, G, K, M**) Statistical significance was determined using one-way ANOVA followed by Tukey's test.

\* p<0.05, \*\* p < 0.005, \*\*\* p < 0.001.

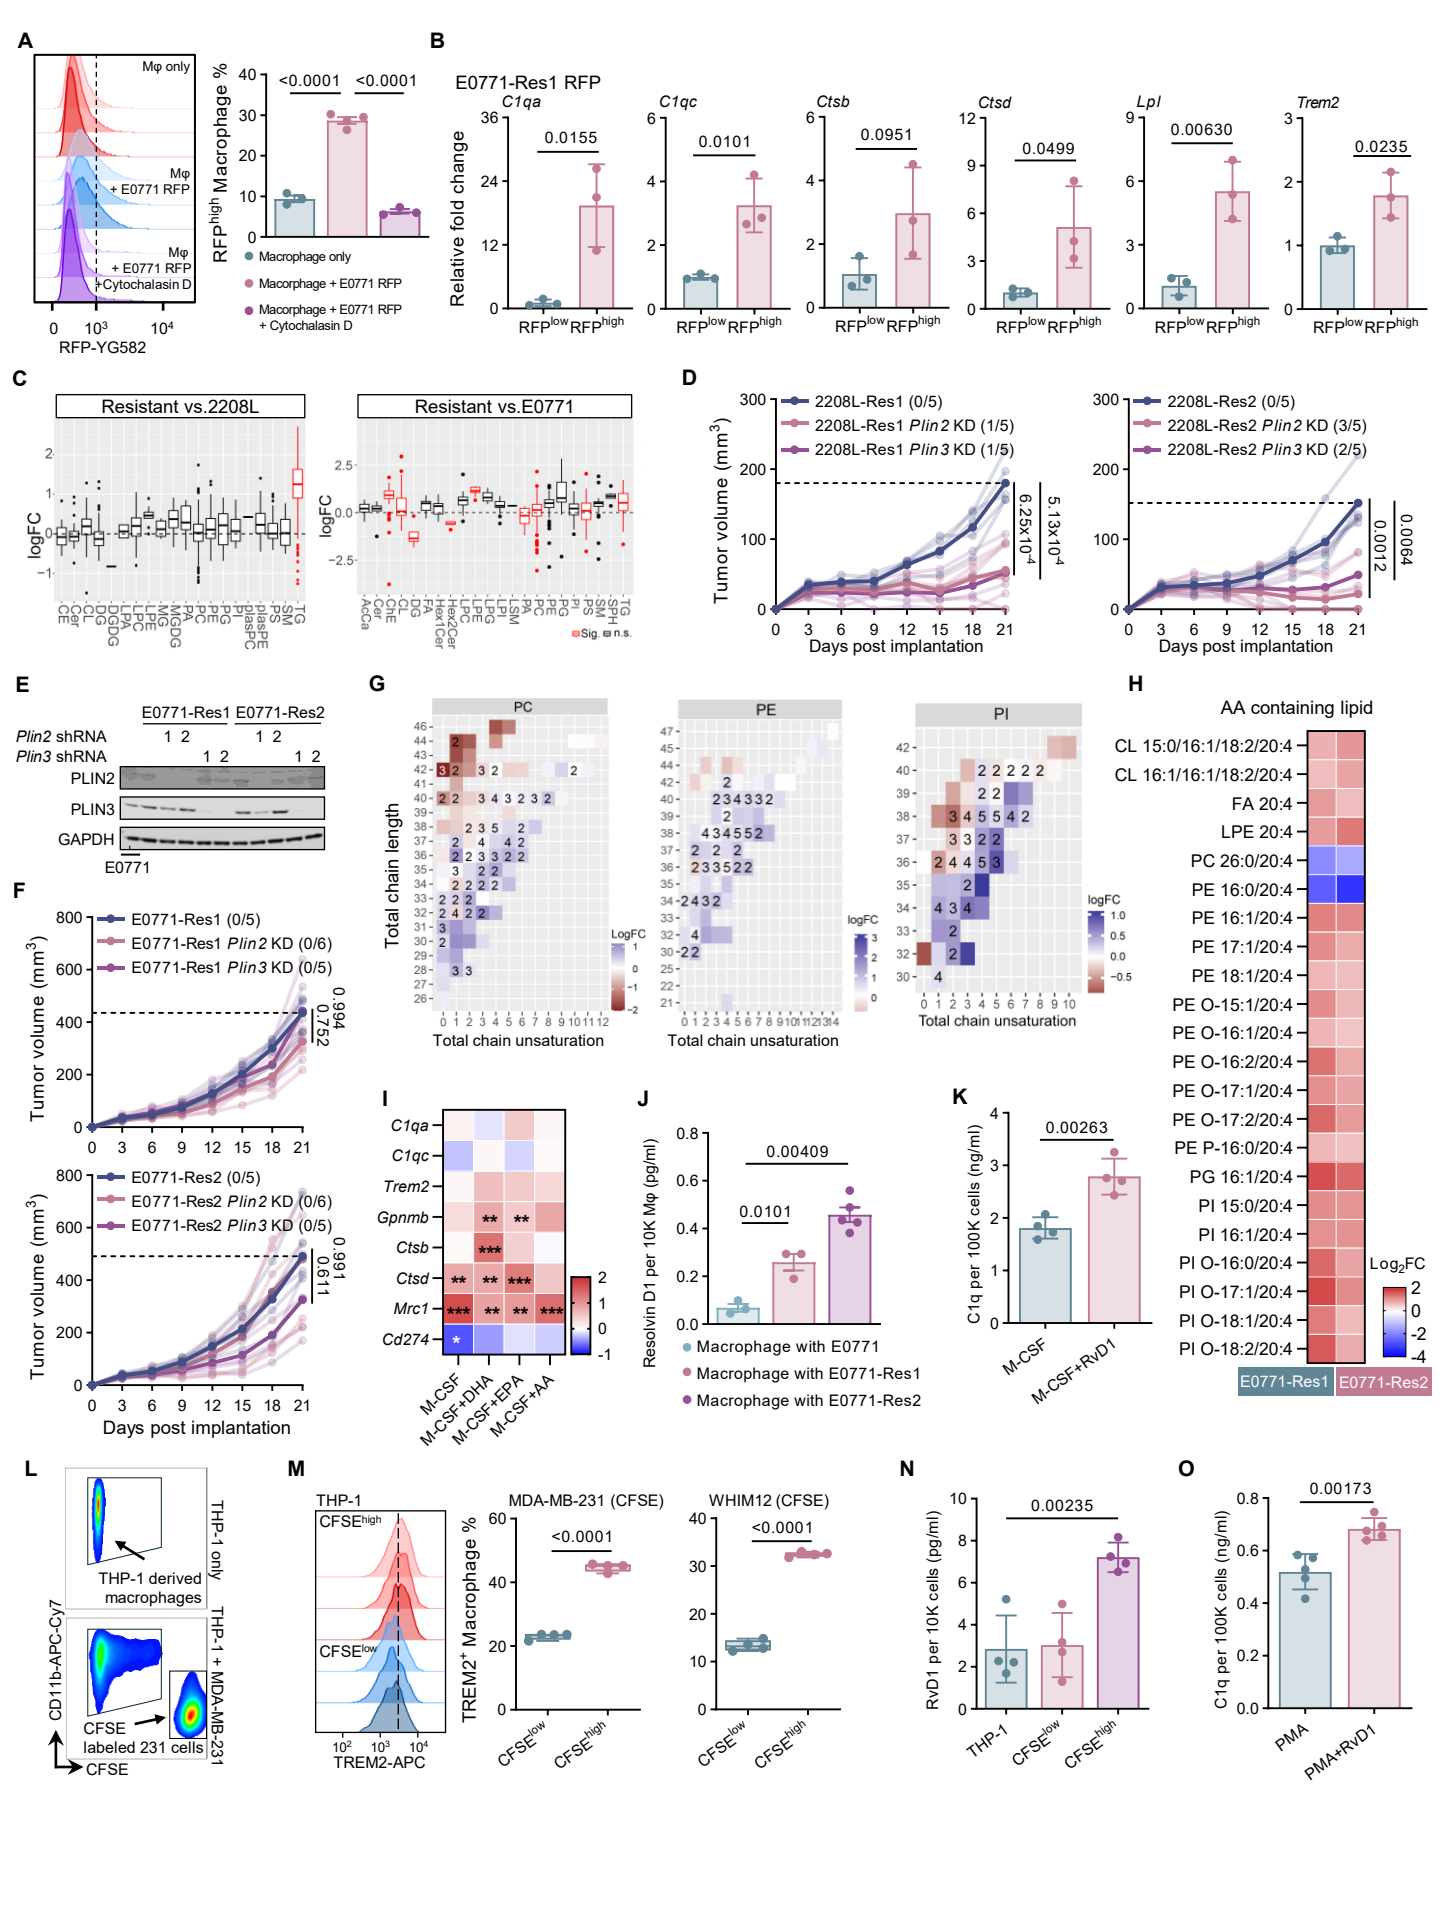

**Supplemental Figure 5 Efferocytosis and resolvin production promote TREM2<sup>+</sup> macrophage differentiation, related to Figure 5.**

**A** Representative flow plots (left, dashed line indicates the gating cutoff) and the quantitative results (right) of RFP signal in BMDMs after co-culture with PTX pre-treated E0771 RFP cells for 24 hours. BMDMs were treated with either vehicle or cytochalasin d (1 ug/ml) during the co-culture.

**B** Relative expression of murine Cluster 0 macrophages specific genes in FACS sorted BMDMs. BMDMs with or without RFP signal after 24 hours of co-culture with PTX pre-treated E0771-Res1 RFP cells (n=3).

**C** Lipidomics analysis comparing 2208L (left) and E0771 (right) resistant tumor cells to parental cells. Enrichment analysis of lipid classes highlighted by their relative abundance and significance.

**D** Tumor growth of 2208L-Res1 (left), 2208L-Res2 (right) transduced with control, *Plin2* shRNA or *Plin3* shRNA under PTX plus anti-PD-1 antibody treatment. Numbers in parentheses indicate cured mice/total mice in each group.

**E** Immunoblot analysis of PLIN2 and PLIN3 protein expression in E0771 and resistant cells with *Plin2* and *Plin3* shRNA transduction. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) serves as the loading control.

**F** Tumor growth of E0771-Res1 (left) and E0771-Res2 (right) transduced with control, *Plin2* shRNA or *Plin3* shRNA under PTX plus anti-PD-1 antibody treatment. Numbers in parentheses indicate cured mice/total mice in each group.

**G** Visualization of lipid fold changes categorized by total chain length and degree of unsaturation. Numbers represent the count of distinct lipids sharing identical chain properties within each category. Lipid abundance in E0771-Res1 and E0771-Res2 combined was compared against E0771 parental cells.

**H** Comparative analysis of AA-containing lipids in E0771 resistant cells versus parental cells. Lipids demonstrating an absolute log<sub>2</sub> fold change greater than 0.5 and a p-value below 0.05 were included.

**I** Relative expression of murine Cluster 0 macrophage-specific genes in BMDMs treated with M-CSF at doses of 5 ng/ml and 10 ng/ml, and M-CSF (5 ng/ml) combined with DHA, EPA, or AA (5  $\mu$ M). BMDMs treated with M-CSF (5 ng/ml) alone served as the control group.

**J** ELISA quantification of resolvin D1 in BMDMs co-cultured with PTX pre-treated E0771 (n=3), E0771-Res1 (n=3) and E0771-Res2 (n=5) cells. Macrophages were sorted 20 hours after co-culture.

**K** ELISA quantification of C1q levels in culture medium collected from BMDMs treated with M-CSF alone and M-CSF+RvD1 (n=4).

**L** Representative flow plots of THP-1 derived macrophages cultured alone (upper panel) or co-culture with paclitaxel pre-treated, CFSE-labeled MDA-MB-231 cells (lower panel).

**M** Flow cytometry analysis (left) and the quantitative comparison of TREM2 expression levels in CFSE<sup>low</sup> vs. CFSE<sup>high</sup> THP-1 derived macrophages after co-culture with paclitaxel pre-treated, CFSE-labeled MDA-MB-231 cells (middle, n=4) or CFSE-labeled WHIM12 cells (right, n=4). Dashed line indicate the APC signal level at which the majority of cells express.

**N** ELISA quantification of RvD1 in THP-1 derived macrophages co-cultured with paclitaxel pre-treated, CFSE-labeled WHIM12 cells (n=4). Macrophages were sorted based on their CFSE signal prior to analysis. Macrophage cultured alone (n=4) were used as baseline control.

**O** ELISA quantification of C1q levels in culture medium collected from THP-1 derived macrophages treated with phorbol 12-myristate 13-acetate (PMA) or PMA+RvD1 (n=5).

**(A, D, F, I, J, N)** Statistical significance was determined using one-way ANOVA followed by Tukey's post hoc test.

**(B, K, M, O)** Statistical significance was calculated using unpaired two-tailed Student's t test.

\* p<0.05, \*\* p < 0.005, \*\*\* p < 0.001.

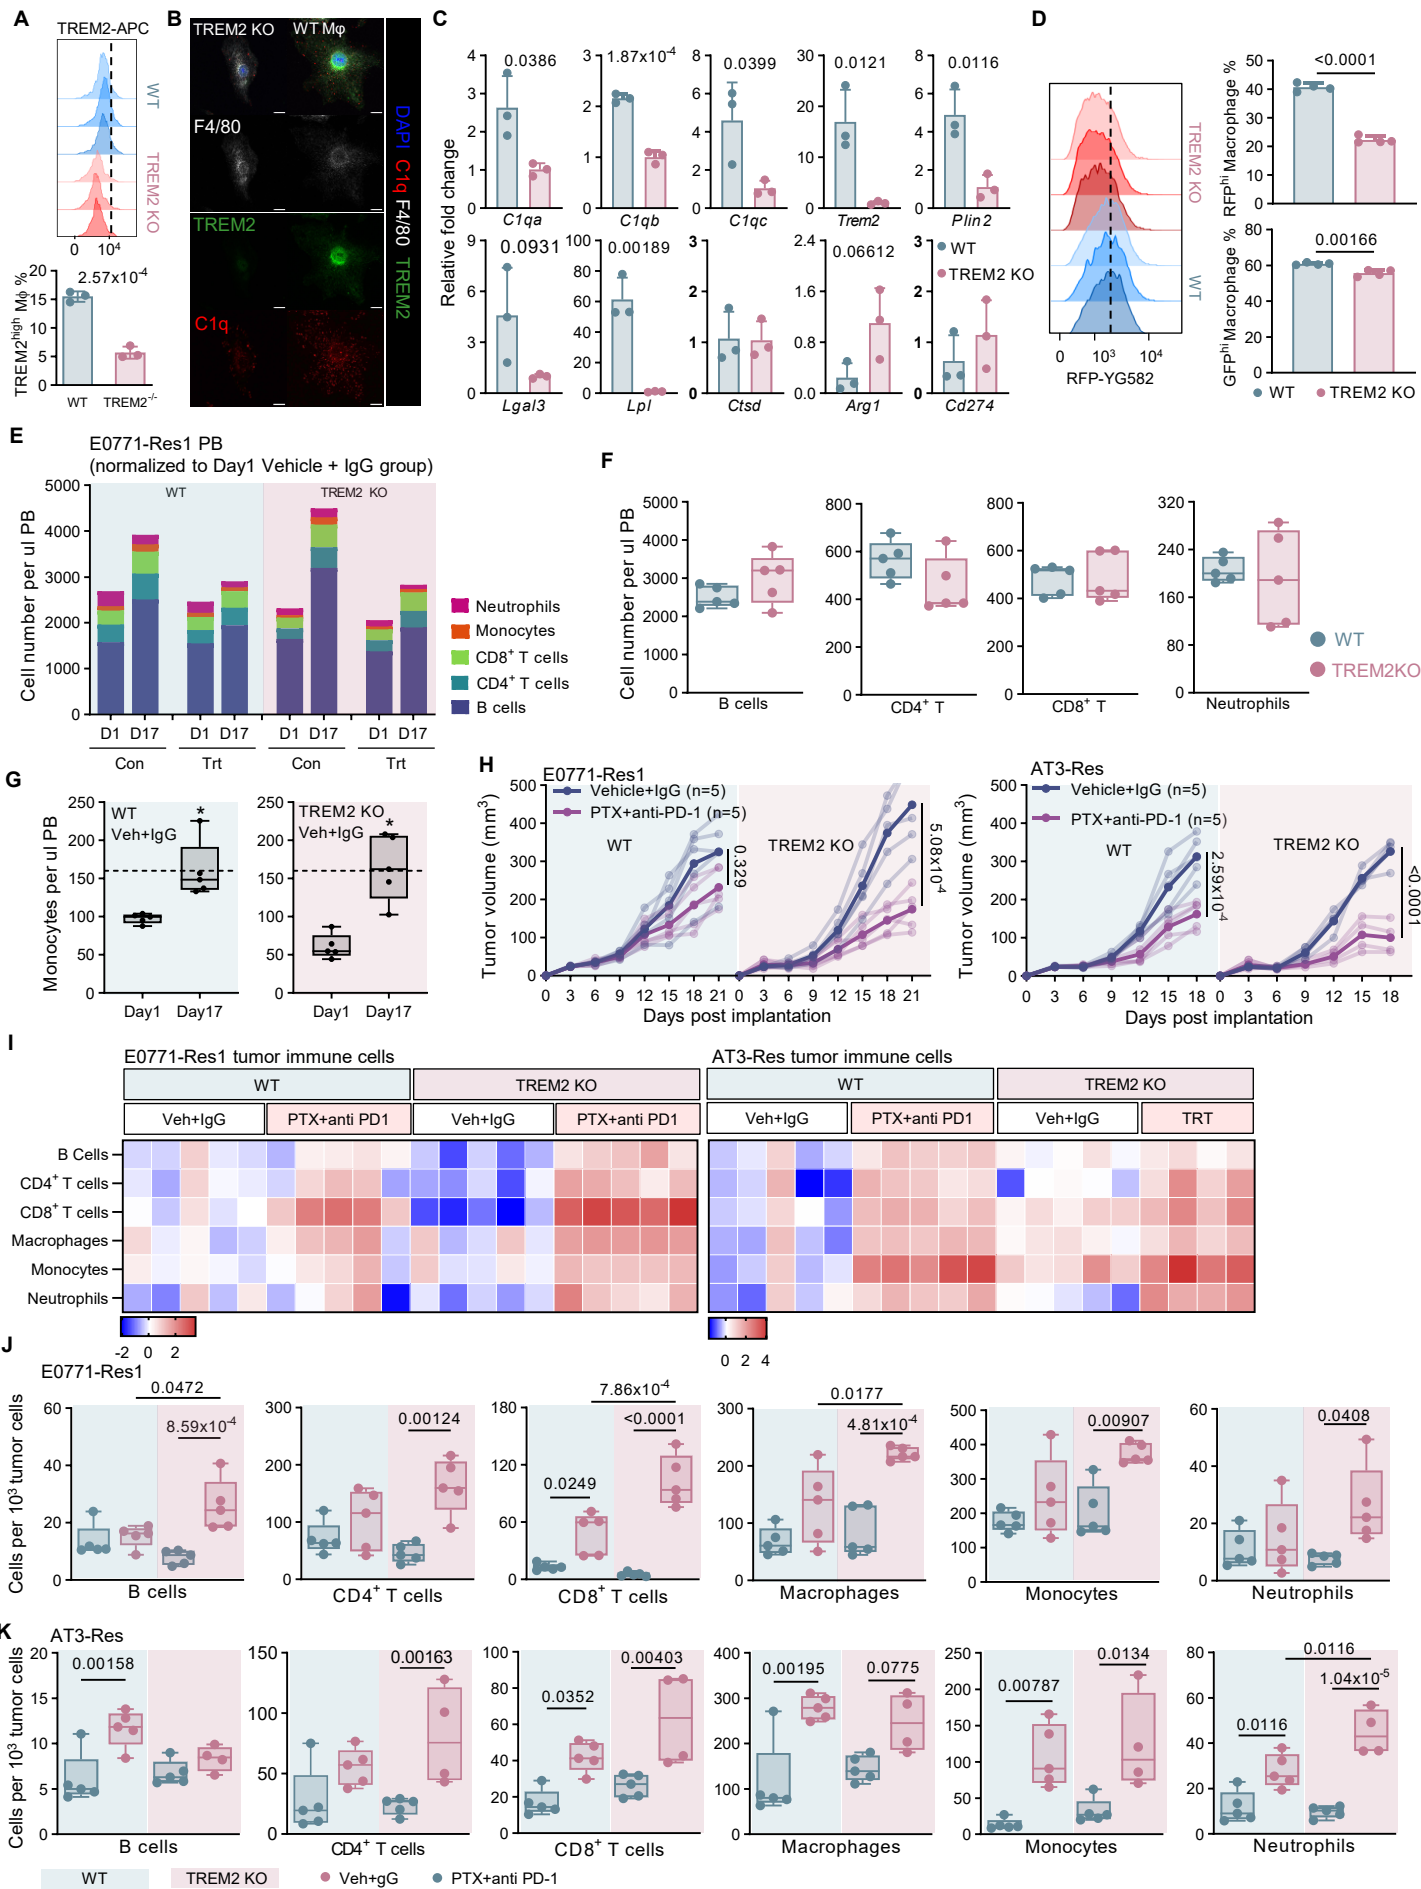

**Supplemental Figure 6 TREM2<sup>+</sup> macrophages mediate resistance against combined therapy, related to Figure 6.**

**A** Representative flow plots (upper panel) and quantitative results (lower panel) of TREM2 signals in BMDMs from wild-type and TREM2 KO mice (n=3 per group).

**B** Representative immunofluorescence staining of DAPI, C1q, F4/80 and TREM2 in BMDMs collected from wild-type and TREM2 KO mice. Scale bar: 50  $\mu$ m, 10  $\mu$ m (zoomed-in).

**C** Relative expression of murine Cluster 0 macrophage-specific genes in wild-type vs. TREM2 KO macrophages. Each experimental group includes BMDM from three individual mice.

**D** Representative flow cytometry plots and quantitative results of fluorescence levels in WT vs. TREM2 KO BMDMs co-cultured with RFP-labeled (upper right) or GFP-labeled (lower right) E0771-Res1 cells.

**E** Flow cytometry analysis of PB immune cells from WT or TREM2 KO mice bearing E0771-Res1 tumors, under control or combined therapy. PB samples were harvested and analyzed on day 1 and 17 post-tumor implantation. Average immune cell number per  $\mu$ l PB were displayed.

**F** Flow cytometry analysis of peripheral blood immune cells from WT or TREM2 KO mice with E0771-Res1 tumors on day 17 post-tumor implantation. Each experimental group includes five individual mice.

**G** Flow cytometry analysis of peripheral blood monocytes from WT or TREM2 KO mice with E0771-Res1 tumors on day 1 and 17 post-implantation. Each experimental group includes five individual mice.

**H** Tumor growth of E0771-Res1 (left) and AT3-Res (right) in wild-type or TREM2 KO mice treated with vehicle or PTX combined with anti-PD-1. Each experimental group includes five individual mice.

**I** Flow cytometry analysis of immune infiltrates in E0771-Res1 and AT3-Res tumors at the end of experiments. Log2 fold change of major immune cells relative to the vehicle-treated WT group are displayed. Each square represents a specific cell type within an individual tumor.

**J and K** Flow cytometry analysis of major immune cell number per 1000 CD45<sup>+</sup> cells in E0771-Res1 (**J**) and AT3-Res (**K**) tumors in wild-type vs. TREM2 KO mice treated with vehicle or PTX combined with anti-PD-1.

**(A, C, D, F, G)** Significance was calculated using unpaired two-tailed Student's t test.

**(H, J, K)** Statistical significance was assessed using one-way ANOVA followed by Tukey's post hoc test.

\* p<0.05, \*\* p < 0.005, \*\*\* p < 0.001.

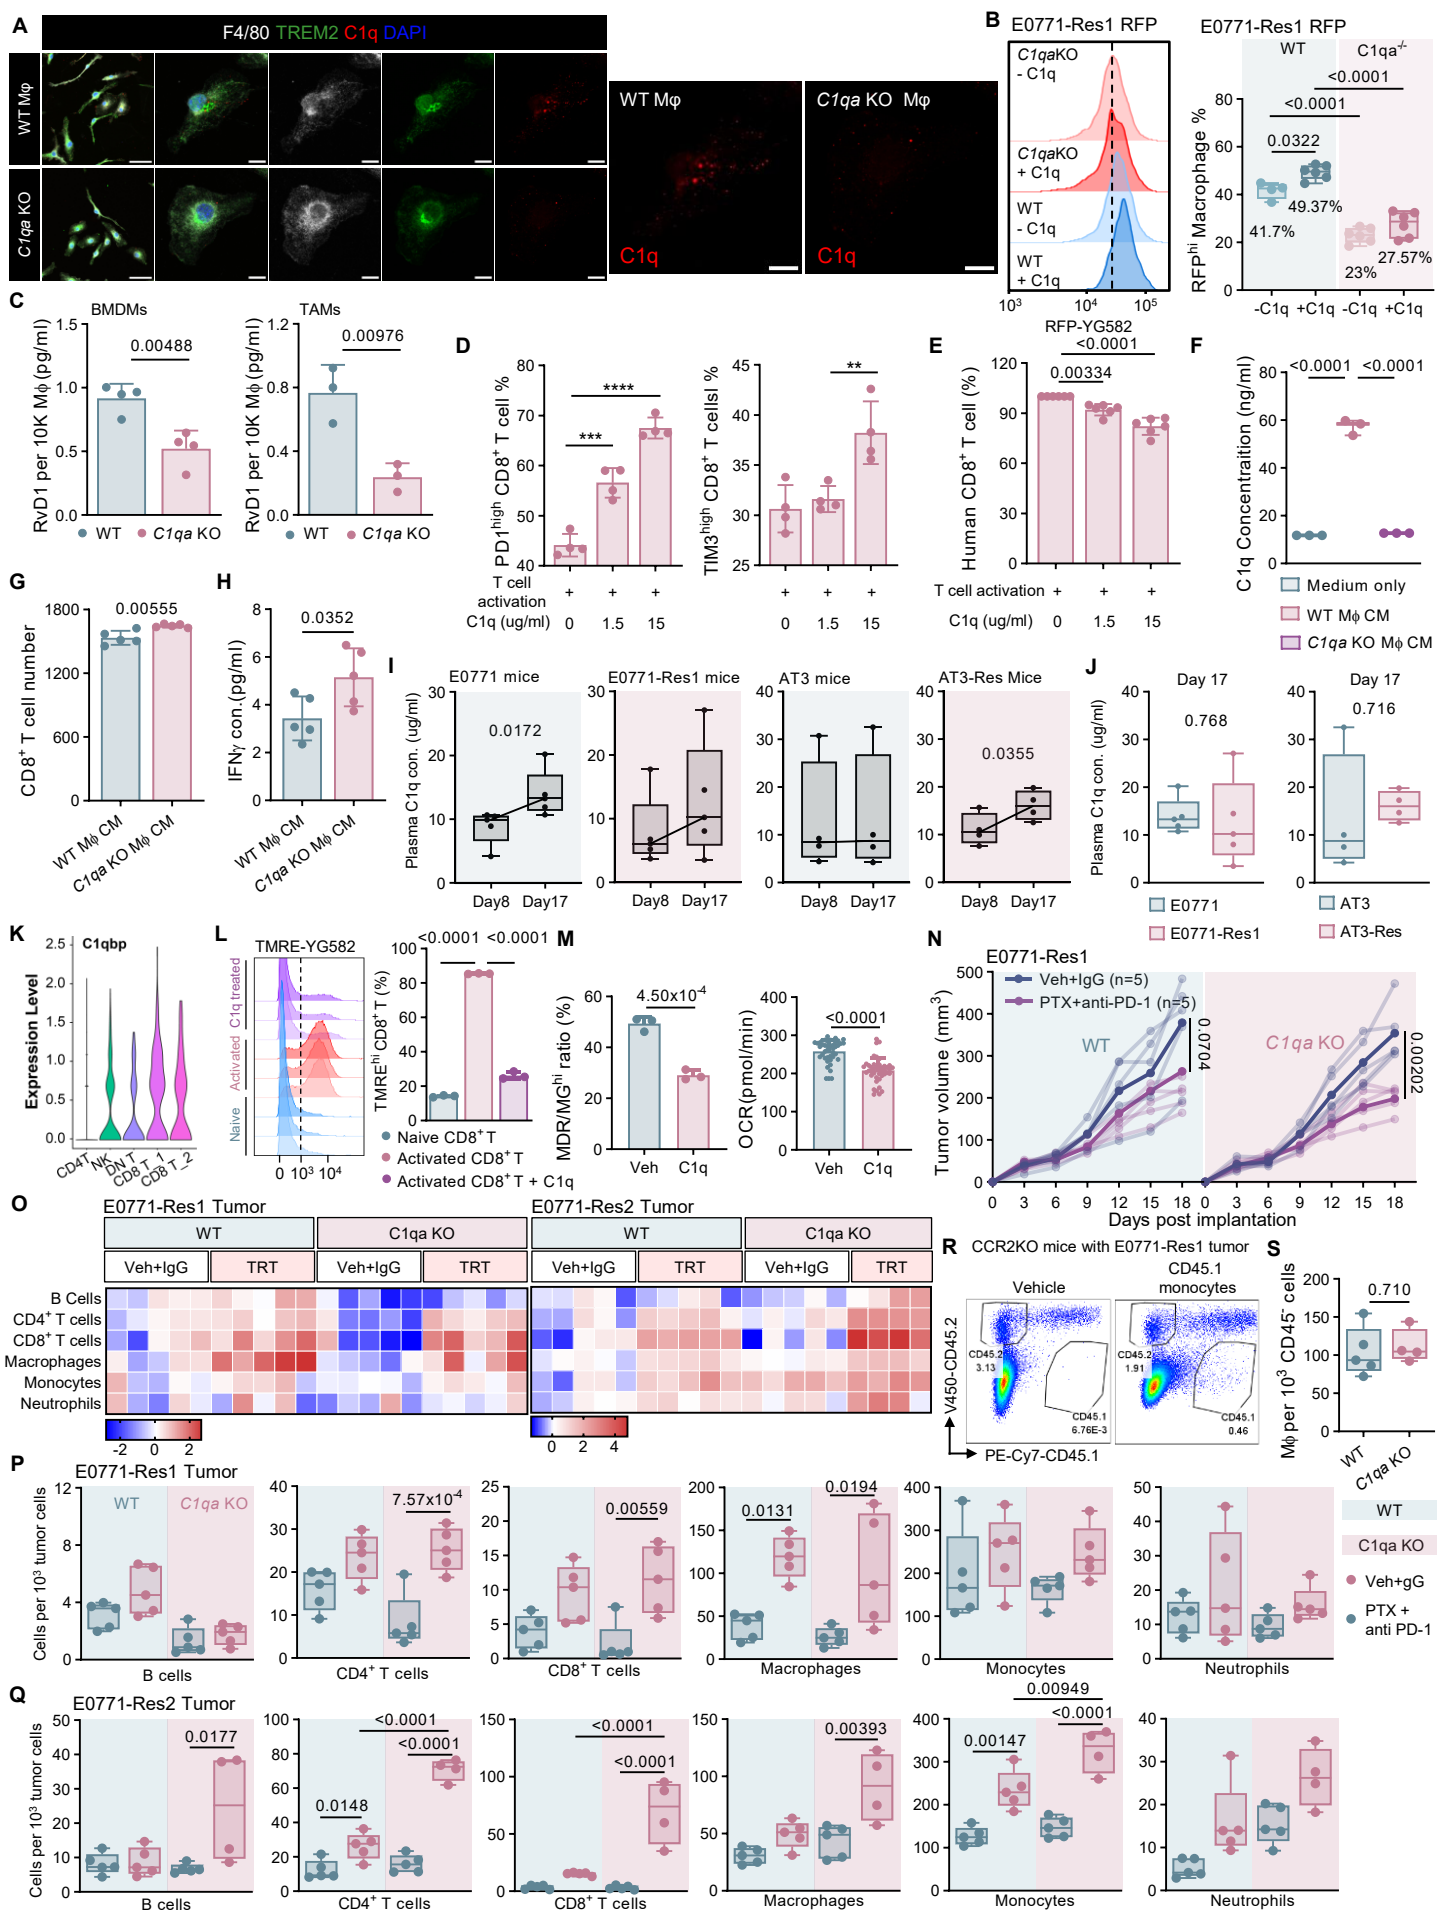

**Supplemental Figure 7 C1q disrupts CD8<sup>+</sup>T cell metabolism, enabling resistant tumor cells to evade immune surveillance, related to Figure 6.**

**A** Representative immunofluorescence staining of F4/80, TREM2, C1q and DAPI in BMDMs collected from wild-type and *C1qa* KO mice. Scale bar: 50  $\mu$ m, 10  $\mu$ m (zoomed-in).

**B** Representative flow plots (left) and quantitative fluorescence analysis of BMDMs from wild-type and *C1qa* KO mice, following 24 hours of co-culture with PTX pre-treated E0771-Res1 RFP (right). BMDMs were treated with either vehicle or 1  $\mu$ g/ml C1q protein.

**C** ELISA quantification of resolvin D1 in BMDMs (left, n=4) and TAMs (right, n=3) from wild-type and *C1qa* KO mice.

**D** Flow cytometry analysis of the ratio of PD1<sup>high</sup> and TIM3<sup>high</sup> to total CD8<sup>+</sup>T cells following treatment with CD3/CD28 T cell activation beads and indicated concentrations of C1q, n=4.

**E** Quantification of human CD8<sup>+</sup>T cells treated with CD3/CD28 T cell activation beads and indicated concentrations of human C1q. CD8<sup>+</sup> T cells were isolated from the peripheral blood of six healthy female donors.

**F** ELISA quantification of C1q levels in culture medium collected from blank controls, WT BMDMs, and *C1qa* KO BMDMs. n=3 per group.

**G** Quantification of total CD8<sup>+</sup>T cells following treatment with CD3/CD28 beads and culture medium from WT BMDMs and *C1qa* KO BMDMs. n=5 per group.

**H** Quantification of IFN- $\gamma$  production by CD8<sup>+</sup>T cells activated with CD3/CD28 beads and culture medium from WT BMDMs and *C1qa* KO BMDMs.

**I** ELISA quantification of C1q levels in plasma from mice bearing E0771, E0771-Res1, AT3, and AT3-Res tumors. Samples were collected on day8 and day17 post-implantation. E0771 experimental groups include five individual mice; AT3 groups include four individual mice.

**J** Comparison of C1q levels in plasma from mice bearing E0771, E0771-Res1, AT3, and AT3-Res tumors on day17 post-implantation.

**K** Violin plots of *C1qbp* expression in T cells and natural killer cells from scRNA sequencing.

**L** Representative flow plots (left panel) and quantitative analysis (right panel) of TMRE signals in CD8<sup>+</sup>T cells treated with or without activation beads and 1ug/ml C1q. n=3 per group.

**M** Flow cytometry analysis of MitoTracker Deep Red (MDR)/ MitoTracker Green (MG) populations and (right) oxygen consumption rate (OCR) in activated T cells treated with vehicle or C1q for 48h.

**N** Tumor growth of E0771-Res1 in wild-type or C1qa KO mice treated with vehicle or PTX combined with anti-PD-1. Each experimental group includes five individual mice.

**O** Flow cytometry analysis of the immune infiltrate of E0771-Res1 and E0771-Res2 tumors. The heatmap illustrates log2 fold changes of major immune cells in indicated tumors compared to vehicle-treated wild type controls. Each square represents a specific cell type within an individual tumor.

**P** and **Q** Flow cytometry analysis of major immune cell number per 1000 CD45<sup>+</sup> cells in E0771-Res1 (**P**) or E0771-Res2 (**Q**) tumors in wild-type vs. *C1qa* KO mice.

**R** Flow cytometry analysis of CD45.1 and CD45.2 expression in E0771-Res1 tumor bearing CCR2 KO mice transferred with CD45.1 bone marrow monocytes.

**S** Flow cytometry analysis of tumor-infiltrating macrophages in CCR2 KO mice bearing E0771-Res1 tumors after transfer of WT monocytes or *C1qa* KO monocytes.

(**B**, **D-F**, **L**, **P**, **Q**) Statistical significance was determined using one-way ANOVA followed by Tukey's test.

(**C**, **G-J**, **M**, **N**, **S**) Significance was calculated using unpaired two-tailed Student's t test.

\* p<0.05, \*\* p < 0.005, \*\*\* p < 0.001, \*\*\*\* p < 0.0001

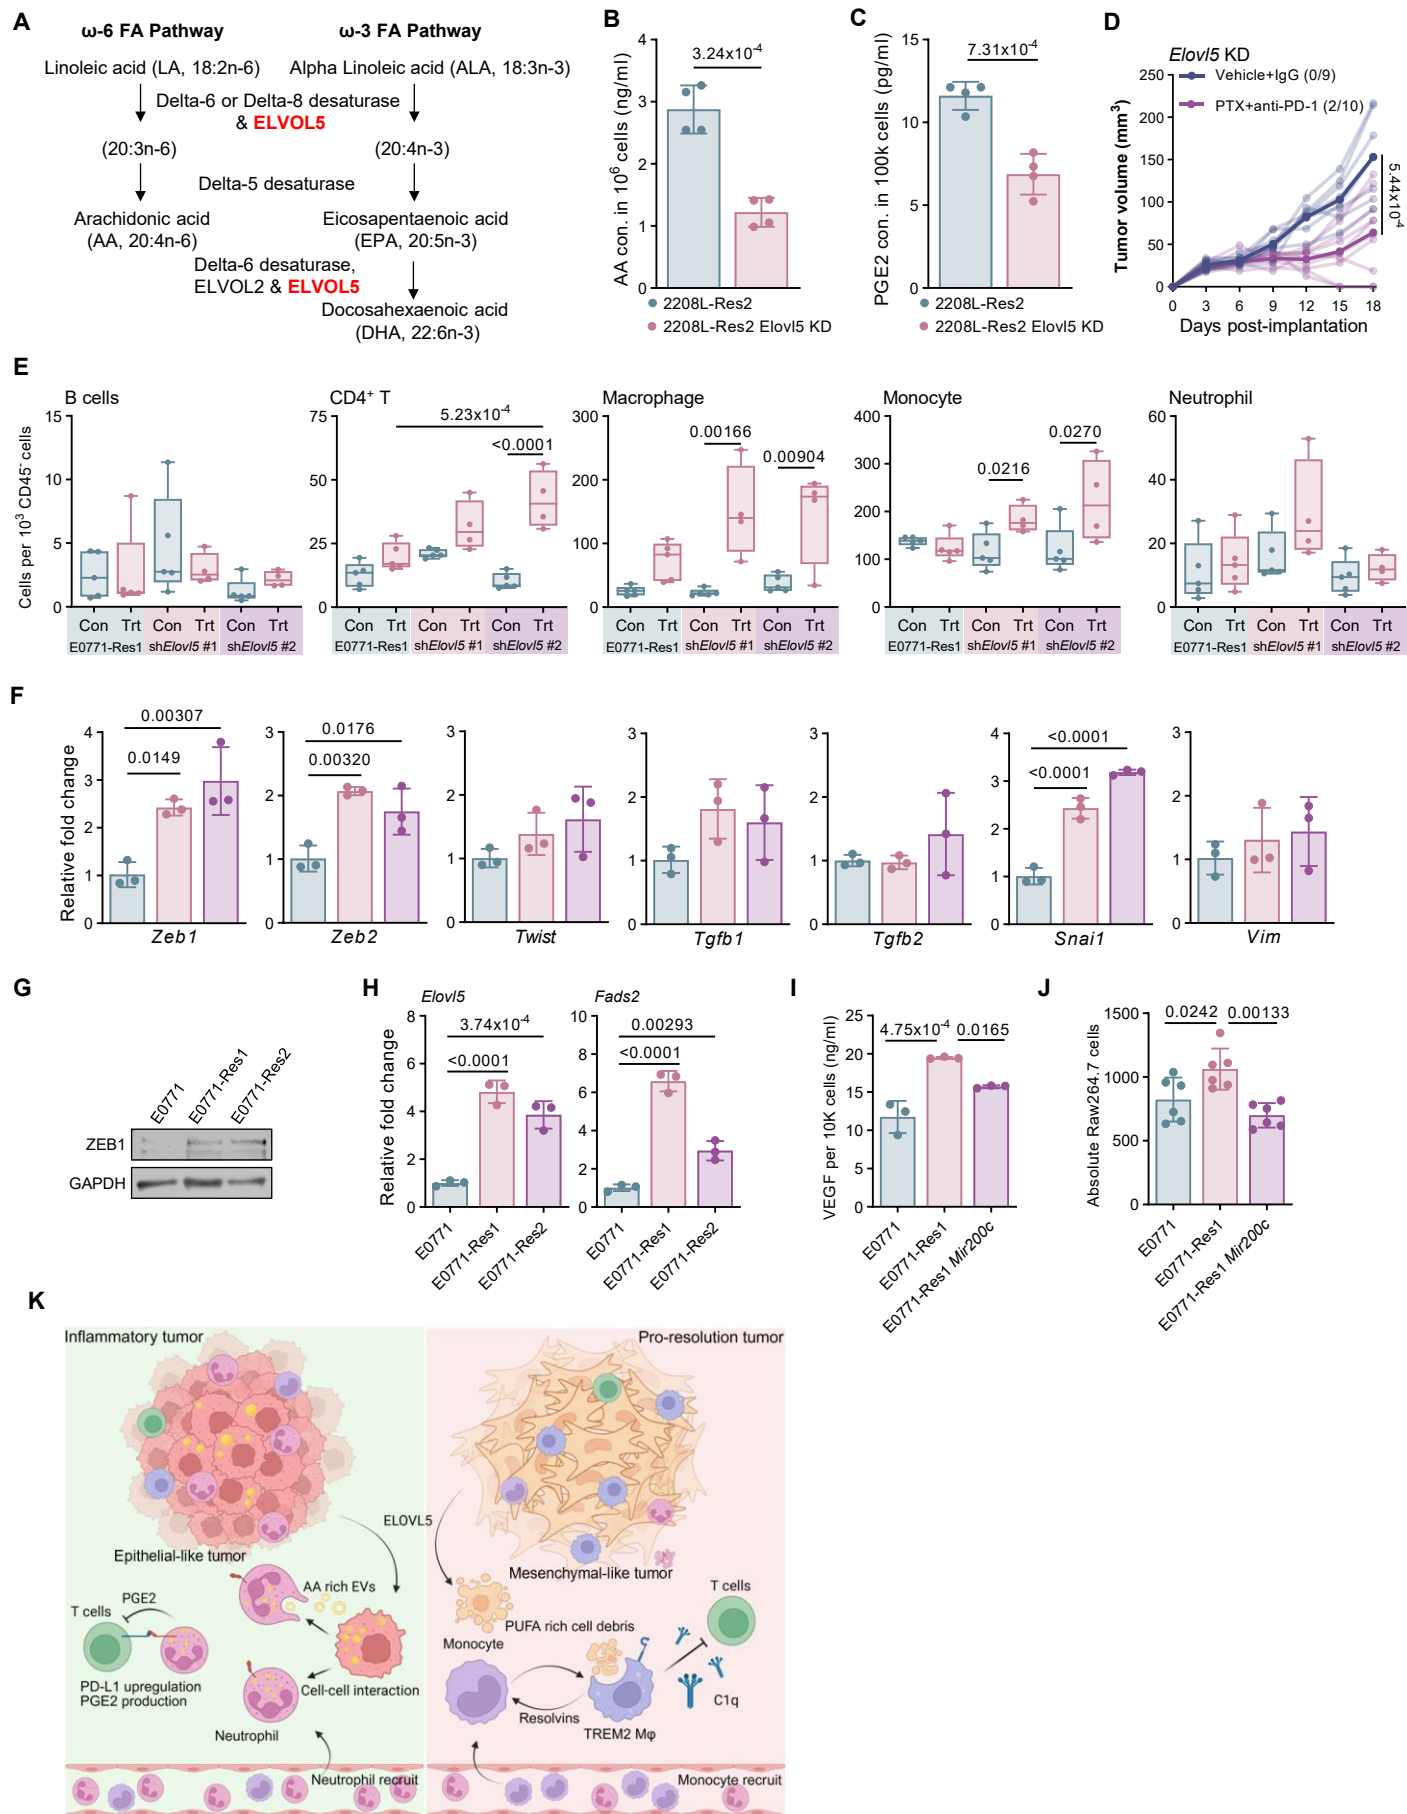

**Supplemental Figure 8 Elongase 5 protein is required for immunosuppressive microenvironment in resistant tumors, related to Figure 7.**

**A** Synthetic pathways of mammal  $\omega$ -6 and  $\omega$ -3 PUFAs.

**B** ELISA analysis of AA level in 2208L-Res2 and 2208L-Res2 ELOVL5 KD tumor cells.

**C** ELISA analysis of PGE2 level in 2208L-Res2 and 2208L-Res2 ELOVL5 KD tumor cells.

**D** Tumor growth of 2208L-Res1 ELOVL5 KD under vehicle or PTX combined with anti-PD-1 antibody, showing both group averages (darker lines) and individual growth curve (lighter lines). Numbers in parentheses indicate cured mice/total mice in each group.

**E** Flow cytometry analysis of major immune cells infiltrate in E0771-Res1 transduced with control or Elov15 shRNA tumors under vehicle or combined treatment. Statistical significance was calculated using one-way ANOVA followed by Tukey's test.

**F** Relative expression of murine mesenchymal marker genes in E0771, E0771-Res1 and E0771-Res2 cells (n=3).

**G** Immunoblot analysis of ZEB1 protein expression in E0771 and resistant cells. GAPDH serves as the loading control.

**H** Relative expression of murine *Elov15* and *Fads2* genes in E0771, E0771-Res1 and E0771-Res2 cells (n=3).

**I** ELISA quantification of VEGF in cell culture medium of E0771, E0771-Res1 and E0771-Res1 cells with induced microRNA200c expression (n=3).

**J** Quantification of Raw264.7 cells after trans-well coculture of E0771, E0771-Res1 and E0771-Res1 cells with induced microRNA200c expression (n=6).

**K** Schematic diagram illustrating the mechanisms of resistance to immuno-chemotherapy in TNBC.

Created in <https://BioRender.com>.

(**B-D**) Statistical significance was calculated using Student's t test.

(**E, F, H-J**) Statistical significance was determined using one-way ANOVA followed by Tukey's test.

**Supplemental Table 1: Primers used for real-time PCR, related to Methods.**

| Gene Name     | NCBI GeneID  | Primer Name | Sequence                |
|---------------|--------------|-------------|-------------------------|
| <i>Cd274</i>  | NM_021893.3  | mCD274_F    | AGCCTGCTGTCACTTGCTAC    |
|               |              | mCD274_R    | AACGCAAGCAGGTCCAGCTC    |
| <i>Plin2</i>  | NM_007408    | mPlin2_F    | AGCTGCTGGTAGACCAGTAC    |
|               |              | mPlin2_R    | GAGCAGAGCTTGGTAGACAG    |
| <i>C1qa</i>   | NM_007572    | mC1qa_F     | GTGGCTGAAGATGTCTGCCGAG  |
|               |              | mC1qa_R     | TTAAACCTCGGATACCAGTCCG  |
| <i>C1qb</i>   | NM_009777    | mC1qb_F     | CAACCAGGCACTCCAGGGATAA  |
|               |              | mC1qb_R     | CCAACCTTGCCTGGAGTCCCAG  |
| <i>C1qc</i>   | NM_007574    | mC1qc_F     | AAGGACGGGCATGATGGACTCC  |
|               |              | mC1qc_R     | TTTCCCACGGTGGCCAGGCAT   |
| <i>Trem2</i>  | NM_031254    | mTREM2_F    | CTACCAGTGTCAGAGTCTCCGA  |
|               |              | mTREM2_R    | CCTCGAAACTCGATGACTCCTC  |
| <i>Gapdh</i>  | NM_008084    | mGAPDH_F    | AGGTCGGTGTGAACGGATTTG   |
|               |              | mGAPDH_R    | TGTAGACCATGTAGTTGAGGTCA |
| <i>Lpl</i>    | NM_008509    | mLPL_F      | GCGTAGCAGGAAGTCTGACC    |
|               |              | mLPL_R      | AGCGTCATCAGGAGAAAGGC    |
| <i>Mrc1</i>   | NM_008625    | mMRC1_F     | GTTCACCTGGAGTGATGGTTC   |
|               |              | mMRC1_R     | AGGACATGCCAGGGTCACT     |
| <i>Lgals3</i> | NM_001145953 | mLgals3_F   | ACACGAAGCAGGACAATAACTG  |
|               |              | mLgals3_R   | GCAGTAGGTGAGCATCGTTGAC  |
| <i>Ctsd</i>   | NM_009983    | mCTSD_F     | TAAGACCACGGAGCCAGTGTCA  |
|               |              | mCTSD_R     | CCACAGGTTAGAGGAGCCAGTA  |
| <i>Ctsb</i>   | NM_007798    | mCTSB_F     | AGTCAACGTGGAGGTGTCTGCT  |
|               |              | mCTSB_R     | GTAGACTCCACCTGAAACCAGG  |
| <i>Kif1b</i>  | NM_207682    | mKif1b_F    | AGATGACAGCGAGACGACCATG  |
|               |              | mKif1b_R    | GCTCATTACACAGCCGTGGAA   |
| <i>Sele</i>   | NM_011345    | mSele_F     | GGACACCACAAATCCCAGTCTG  |
|               |              | mSele_R     | TCGCAGGAGAACTCACAACCTGG |
| <i>Hif1a</i>  | NM_010431    | mHif1a_F    | CCTGCACTGAATCAAGAGGTTGC |
|               |              | mHif1a_R    | CCATCAGAAGGACTTGCTGGCT  |
| <i>Irf1</i>   | NM_008390    | mIrf1_F     | TCCAAGTCCAGCCGAGACACTA  |
|               |              | mIrf1_R     | ACTGCTGTGGTCATCAGGTAGG  |
| <i>Nfkb1</i>  | NM_008689    | mNfkb1_F    | GCTGCCAAAGAAGGACACGACA  |
|               |              | mNfkb1_R    | GGCAGGCTATTGCTCATCACAG  |

**Supplemental Table 1: Primers used for real-time PCR (Continued)**

| Gene Name     | NCBI GeneID | Primer Name | Sequence                |
|---------------|-------------|-------------|-------------------------|
| <i>Csf3</i>   | NM_009971   | mCsf3_F     | ATCCCGAAGGCTTCCCTGAGTG  |
|               |             | mCsf3_R     | AGGAGACCTTGGTAGAGGCAGA  |
| <i>Il1a</i>   | NM_010554   | mIl1a_F     | ACGGCTGAGTTTCAGTGAGACC  |
|               |             | mIl1a_R     | CACTCTGGTAGGTGTAAGGTGC  |
| <i>Lif</i>    | NM_008501   | mLif_F      | TCAACTGGCACAGCTCAATGGC  |
|               |             | mLif_R      | GGAAGTCTGTCATGTTAGGCGC  |
| <i>Krt7</i>   | NM_033073   | mKrt7_F     | CGGAGATGAACCGCTCTATCCA  |
|               |             | mKrt7_R     | CATGAGCATCCTTGATTGCCAGC |
| <i>Krt8</i>   | NM_031170   | mKrt8_F     | TGGAAGGACTGACCGACGAGAT  |
|               |             | mKrt8_R     | GGCACGAACTTCAGCGATGATG  |
| <i>Krt18</i>  | NM_010664   | mKrt18_F    | AATCAGGGACGCTGAGACCACA  |
|               |             | mKrt18_R    | GCTCCATCTGTGCCTTGTATCG  |
| <i>Krt19</i>  | NM_008471   | mKrt19_F    | AATGGCGAGCTGGAGGTGAAGA  |
|               |             | mKrt19_R    | CTTGAGTTGTCAATGGTGGCAC  |
| <i>Emp3</i>   | NM_010129   | mEmp3_F     | GTTCCAACTCTACACCATGCGG  |
|               |             | mEmp3_R     | ATCTCCTCGGTGTGGATGGCAT  |
| <i>Tlr3</i>   | NM_126166   | mTlr3_F     | GTCTTCTGCACGAACCTGACAG  |
|               |             | mTlr3_R     | TGGAGGTTCTCCAGTTGGACCC  |
| <i>Has2</i>   | NM_008216   | mHas2_F     | CATCTGTGGAGATGGTGAAGGTC |
|               |             | mHas2_R     | AGCCATCCAGTATCTCACGCTG  |
| <i>Cd55</i>   | NM_010016   | mCd55-F     | CCAACTCCTCAGAAACCTTCCAC |
|               |             | mCd55-R     | CCTGTGTTAGGCTCTCCTTTGTC |
| <i>Edn1</i>   | NM_010104   | mEdn1-F     | CTACTTCTGCCACCTGGACATC  |
|               |             | mEdn1-R     | CGCACTGACATCTAACTGCCTG  |
| <i>Itga5</i>  | NM_010577   | mItga5-F    | ACCTGGACCAAGACGGCTACAA  |
|               |             | mIfga5-R    | CTGGGAAGGTTTAGTGCTCAGTC |
| <i>Sphk1</i>  | NM_011451   | mSphk1-F    | GCTTCTGTGAACCACTATGCTGG |
|               |             | mSphk1-R    | ACTGAGCACAGAATAGAGCCGC  |
| <i>Ifnar1</i> | NM_010508   | mIfnar1-F   | CCAAGGCAAGAGCTATGTCCTG  |
|               |             | mIfnar1-R   | CAGTGCGTAGTCTGGACATTTGC |
| <i>Tlr2</i>   | NM_011905   | mTlr2-F     | ACAGCAAGGTCTTCCTGGTTCC  |
|               |             | mTlr2-R     | GCTCCCTTACAGGCTGAGTTCT  |
| <i>Elovl5</i> | NM_134255.3 | mElovl5_F   | GCGACACTCAACAGCTTCATC   |
|               |             | mElovl5_R   | GCAGGTCGTCTGGATGATTG    |

**Supplemental Table 1: Primers used for real-time PCR (Continued)**

| Gene Name     | NCBI GeneID  | Primer Name | Sequence                 |
|---------------|--------------|-------------|--------------------------|
| <i>Vim</i>    |              | mVim_F      | CGTCCACACGCACCTACAG      |
|               |              | mVim_R      | GGGGGATGAGGAATAGAGGCT    |
| <i>Snai1</i>  |              | mSnai1_F    | CACACGCTGCCTTGTGTCT      |
|               |              | mSnai1_R    | GGTCAGCAAAAGCACGGTT      |
| <i>Twist1</i> |              | mTwist1_F   | GGACAAGCTGAGCAAGATTCA    |
|               |              | mTwist1_R   | CGGAGAAGGCGTAGCTGAG      |
| <i>Zeb1</i>   |              | mZeb1_F     | GCTGGCAAGACAACGTGAAAG    |
|               |              | mZeb1_R     | GCCTCAGGATAAATGACGGC     |
| <i>Zeb2</i>   |              | mZeb2_F     | AAACGTGGTGAACCTATGACAACG |
|               |              | mZeb2_R     | CTTGCAGAATCTCGCCACTG     |
| <i>Cdh1</i>   |              | mCdh1_F     | CAGTTCCGAGGTCTACACCTT    |
|               |              | mCdh1_R     | TGAATCGGGAGTCTTCCGAAAA   |
| <i>Fads2</i>  | NM_001081664 | mFads2_F    | GCCCACTCTTTCTGGTTGGAGA   |
|               |              | mFads2_R    | AGTAGACAGGCATGAGGAAGGG   |

**Supplemental Table 2: Inflammation resolution marker gene list, related to Methods.**

| Gene name |         |          |          |           |
|-----------|---------|----------|----------|-----------|
| ABHD12    | CD93    | FCGR3A   | MILR1    | PYCARD    |
| ABI3      | CENPX   | FYB1     | MMP14    | RAB5C     |
| ACP2      | CFP     | GLIPR1   | MRPL23   | RAB7B     |
| ACP5      | CKB     | GNGT2    | MRPL42   | RAP2B     |
| ADGRE1    | CLEC12A | GNS      | MRPL51   | RASSF4    |
| AHSA1     | CLEC4A  | GPR65    | MRPS33   | RGS10     |
| AIF1      | CLEC4A  | GRN      | MRPS36   | RNF130    |
| AKR1B1    | CLEC4A  | GSN      | MS4A7    | SDC3      |
| APBB1IP   | CLTA    | HEXA     | NCKAP1L  | SELENOP   |
| APOE      | CNDP2   | HEXB     | NDUFA12  | SERP1     |
| APRT      | COA3    | HPGDS    | NDUFA5   | SIRPA     |
| ARRB2     | COPS9   | IL10RB   | NDUFAB1  | SLAMF9    |
| ASAH1     | COTL1   | ITGAM    | NDUFC1   | SLC11A1   |
| ATP13A2   | CTSA    | ITGAX    | NDUFC2   | SNX5      |
| BASP1     | CTSB    | ITGB5    | NDUFS7   | TIMP2     |
| BLVRA     | CTSD    | ITM2B    | NFIC     | TMED10    |
| BLVRB     | CTSH    | KCTD12   | NFU1     | TMEM106A  |
| C1QA      | CTSL    | LAIR1    | NR1H3    | TMEM171   |
| C1QB      | CTSS    | LAMTOR1  | P2RY6    | TMEM179B  |
| C1QC      | CXCL16  | LAMTOR4  | PF4      | TMEM51    |
| C3AR1     | CYTH4   | LGALS3BP | PGAP2    | TMEM86A   |
| C5AR1     | DAB2    | LGMN     | PILRA    | TNFAIP8L2 |
| CAMK1     | DDR GK1 | LIPA     | PLD4     | TPP1      |
| CCL2      | DNAJC19 | LMO2     | PLTP     | TREM2     |
| CCL7      | DNASE2  | LPL      | PLXNB2   | TUBB2A    |
| CD180     | DTNBP1  | LRRC25   | POLR2F   | TXNIP     |
| CD300C    | EHD4    | LST1     | POU2F2   | UAP1L1    |
| CD63      | EID1    | MAF      | PPP1R14B | UNC93B1   |
| CD68      | FCER1G  | MAN2B1   | PRXL2B   | VSIR      |
| CD72      | FCGR2A  | MARCKS   | PTPN18   |           |

**Supplemental Table 3: The patient IDs and corresponding sample numbers used in Figures 1I and 1K.**

| <b>Patient ID</b> | <b>Number in Figure 1I, 1K</b> |
|-------------------|--------------------------------|
| P1                | 1                              |
| P4                | 2                              |
| Patient1          | 3                              |
| Patient2          | 4                              |
| Patient3          | 5                              |
| Patient5          | 6                              |
| BC3               | 7                              |
| BC5               | 8                              |
| BC8               | 9                              |
| BC_2              | 10                             |
| BC_4              | 11                             |
| BC_5              | 12                             |
| BC_7              | 13                             |
| BC_10             | 14                             |
| BC_11             | 15                             |
| BC_12             | 16                             |
| 0106              | 17                             |
| 0114              | 18                             |
| 0126              | 19                             |
| 0135              | 20                             |
| PT039             | 21                             |
| PT081             | 22                             |
| PT089             | 23                             |
| CID3946           | 24                             |
| CID4465           | 25                             |
| CID4495           | 26                             |
| CID4515           | 27                             |
| CID44041          | 28                             |
| CID44971          | 29                             |

**Supplemental Table 4: Antibodies information used in this study.**

| Antibodies                                                     | SOURCE                   | IDENTIFIER                         |
|----------------------------------------------------------------|--------------------------|------------------------------------|
| In Vivo Ready™ Anti-Mouse CD16 / CD32 (Fc Shield)              | CYTEK Biosciences        | Cat# 40-0161, RRID: AB_2621443     |
| VioletFluor™ 450 Anti-Mouse CD45                               | CYTEK Biosciences        | Cat# 75-0451, RRID: AB_2621947     |
| APC-Cy7 Anti-Mouse CD11b                                       | CYTEK Biosciences        | Cat# 25-0112, RRID: AB_2621625     |
| PerCP-Cy5.5 Anti-Mouse Ly-6G                                   | CYTEK Biosciences        | Cat# 65-1276, RRID: AB_2621899     |
| PerCP-Cy5.5 Anti-Mouse CD3e                                    | CYTEK Biosciences        | Cat# 65-0031, RRID: AB_2621872     |
| APC Anti-Mouse CD4                                             | CYTEK Biosciences        | Cat# 20-0041, RRID: AB_2621543     |
| FITC Anti-Mouse CD8a                                           | CYTEK Biosciences        | Cat# 35-0081, RRID: AB_2621671     |
| FITC Anti-Mouse F4/80 Antigen                                  | CYTEK Biosciences        | Cat# 35-4801, RRID: AB_2621714     |
| APC Anti-Mouse CD366                                           | CYTEK Biosciences        | Cat# 20-5870, RRID: AB_2943600     |
| PE Anti-Mouse CD279                                            | CYTEK Biosciences        | Cat# 50-9985, RRID: AB_2621814     |
| PE-Cyanine7 Anti-Mouse CD45.1                                  | CYTEK Biosciences        | Cat# 60-0453, RRID: AB_2621850     |
| VioletFluor™ 450 Anti-Mouse CD45.2                             | CYTEK Biosciences        | Cat# 75-0454, RRID: AB_2621950     |
| PE-Cyanine7 Anti-Mouse Ly-6C                                   | BioLegend                | Cat# 128018, RRID: AB_1732082      |
| PE-Dazzle™ 594 Anti-Mouse CD279                                | BioLegend                | Cat# 135227, RRID: AB_2566005      |
| PE-Cy7 Anti-Mouse CD25                                         | BioLegend                | Cat# 102015, RRID: AB_312864       |
| Alexa Fluor® 700 Anti-Mouse CD206                              | BioLegend                | Cat# 141734, RRID: AB_2629637      |
| Brilliant Violet 510™ Anti-Mouse I-A/I-E                       | BioLegend                | Cat# 107635, RRID: AB_2561397      |
| APC Anti-Human/Mouse TREM2                                     | R&D Systems              | Cat# FAB17291A, RRID: AB_884527    |
| Lineage Cocktail antibody                                      | BD Bioscience            | Cat# 559971, RRID: AB_10053179     |
| Cleaved Caspase-3 (Asp175) Antibody                            | Cell Signaling           | Cat# 9661, RRID: AB_2341188        |
| F4/80 (D2S9R) XP® Rabbit mAb                                   | Cell Signaling           | Cat# 70076, RRID: AB_2799771       |
| Perilipin 2 Polyclonal Antibody                                | Thermo Fisher Scientific | Cat# 15294-1-AP, RRID: AB_2878122  |
| Perilipin-3 Antibody                                           | Novus                    | Cat# NB110-40764, RRID: AB_715116  |
| F4/80 Antibody                                                 | Novus                    | Cat# NB600-404, RRID: AB_10003219  |
| Human/Mouse MPO Antibody                                       | R&D Systems              | Cat# AF3667, RRID: AB_2250866      |
| Mouse TREM2 Antibody                                           | R&D Systems              | Cat# AF1729, RRID: AB_354956       |
| Anti-C1q antibody (7H8)                                        | Abcam                    | Cat# ab11861, RRID: AB_298643      |
| GAPDH Antibody (6C5)                                           | Santa Cruz Biotechnology | Cat# sc-32233, RRID: AB_627679     |
| ELOVL5 Antibody (E-10)                                         | Santa Cruz Biotechnology | Cat# sc-398653, RRID: AB_3662578   |
| C1QBP Antibody (H-9)                                           | Santa Cruz Biotechnology | Cat# sc-271200, RRID: AB_10611471  |
| RFP Antibody                                                   | Rockland                 | Cat# 200-101-379, RRID: AB_2744552 |
| Biotin-SP (long spacer) AffiniPure™ Goat Anti-Rabbit IgG (H+L) | Jackson ImmunoResearch   | Cat# 111-065-003, RRID: AB_2337959 |
| Biotin-SP (long spacer) AffiniPure® Donkey Anti-Goat IgG (H+L) | Jackson ImmunoResearch   | Cat# 705-065-003, RRID: AB_2340396 |
| AF 488 AffiniPure™ Donkey Anti-Rat                             | Jackson ImmunoResearch   | Cat# 712-545-153, RRID: AB_2340684 |
| AF 488 AffiniPure™ Donkey Anti-Sheep                           | Jackson ImmunoResearch   | Cat# 713-545-147, RRID: AB_2340745 |
| AF647-conjugated Donkey-anti-Rabbit                            | Jackson ImmunoResearch   | Cat# 711-605-152, RRID: AB_2492288 |
| AF555-conjugated Donkey-anti-Rabbit                            | Thermo Fisher Scientific | Cat# A-31572, RRID: AB_162543      |
| AF555-conjugated Donkey-anti-Sheep                             | Thermo Fisher Scientific | Cat# A-21436, RRID: AB_2535857     |
| AF555-conjugated Donkey-anti-Goat                              | Thermo Fisher Scientific | Cat# A-21432, RRID: AB_2535853     |
| AF555-conjugated Donkey-anti-Mouse                             | Thermo Fisher Scientific | Cat# A-31570, RRID: AB_2536180     |
| InVivoMAb anti-mouse PD-1 (CD279)                              | Bio X Cell               | Cat# BE0146, RRID: AB_10949053     |
| InVivoMAb rat IgG2a isotype control                            | Bio X Cell               | Cat# BE0089, RRID: AB_1107769      |
| InVivoMAb anti-mouse CSF1                                      | Bio X Cell               | Cat# BE0204, RRID: AB_2687699      |
| InVivoMAb rat IgG1 isotype control                             | Bio X Cell               | Cat# BE0088, RRID: AB_1107775      |

# Supplementary material for: Inflammation- and resolution-programmed myeloid circuits govern therapeutic resistance in epithelial and mesenchymal triple-negative breast cancer
**Source:** J Clin Invest. 2026 Feb 17;136(8):e198815. doi: 10.1172/JCI198815

Full unedited blot/gel for Supplemental Figure 5E

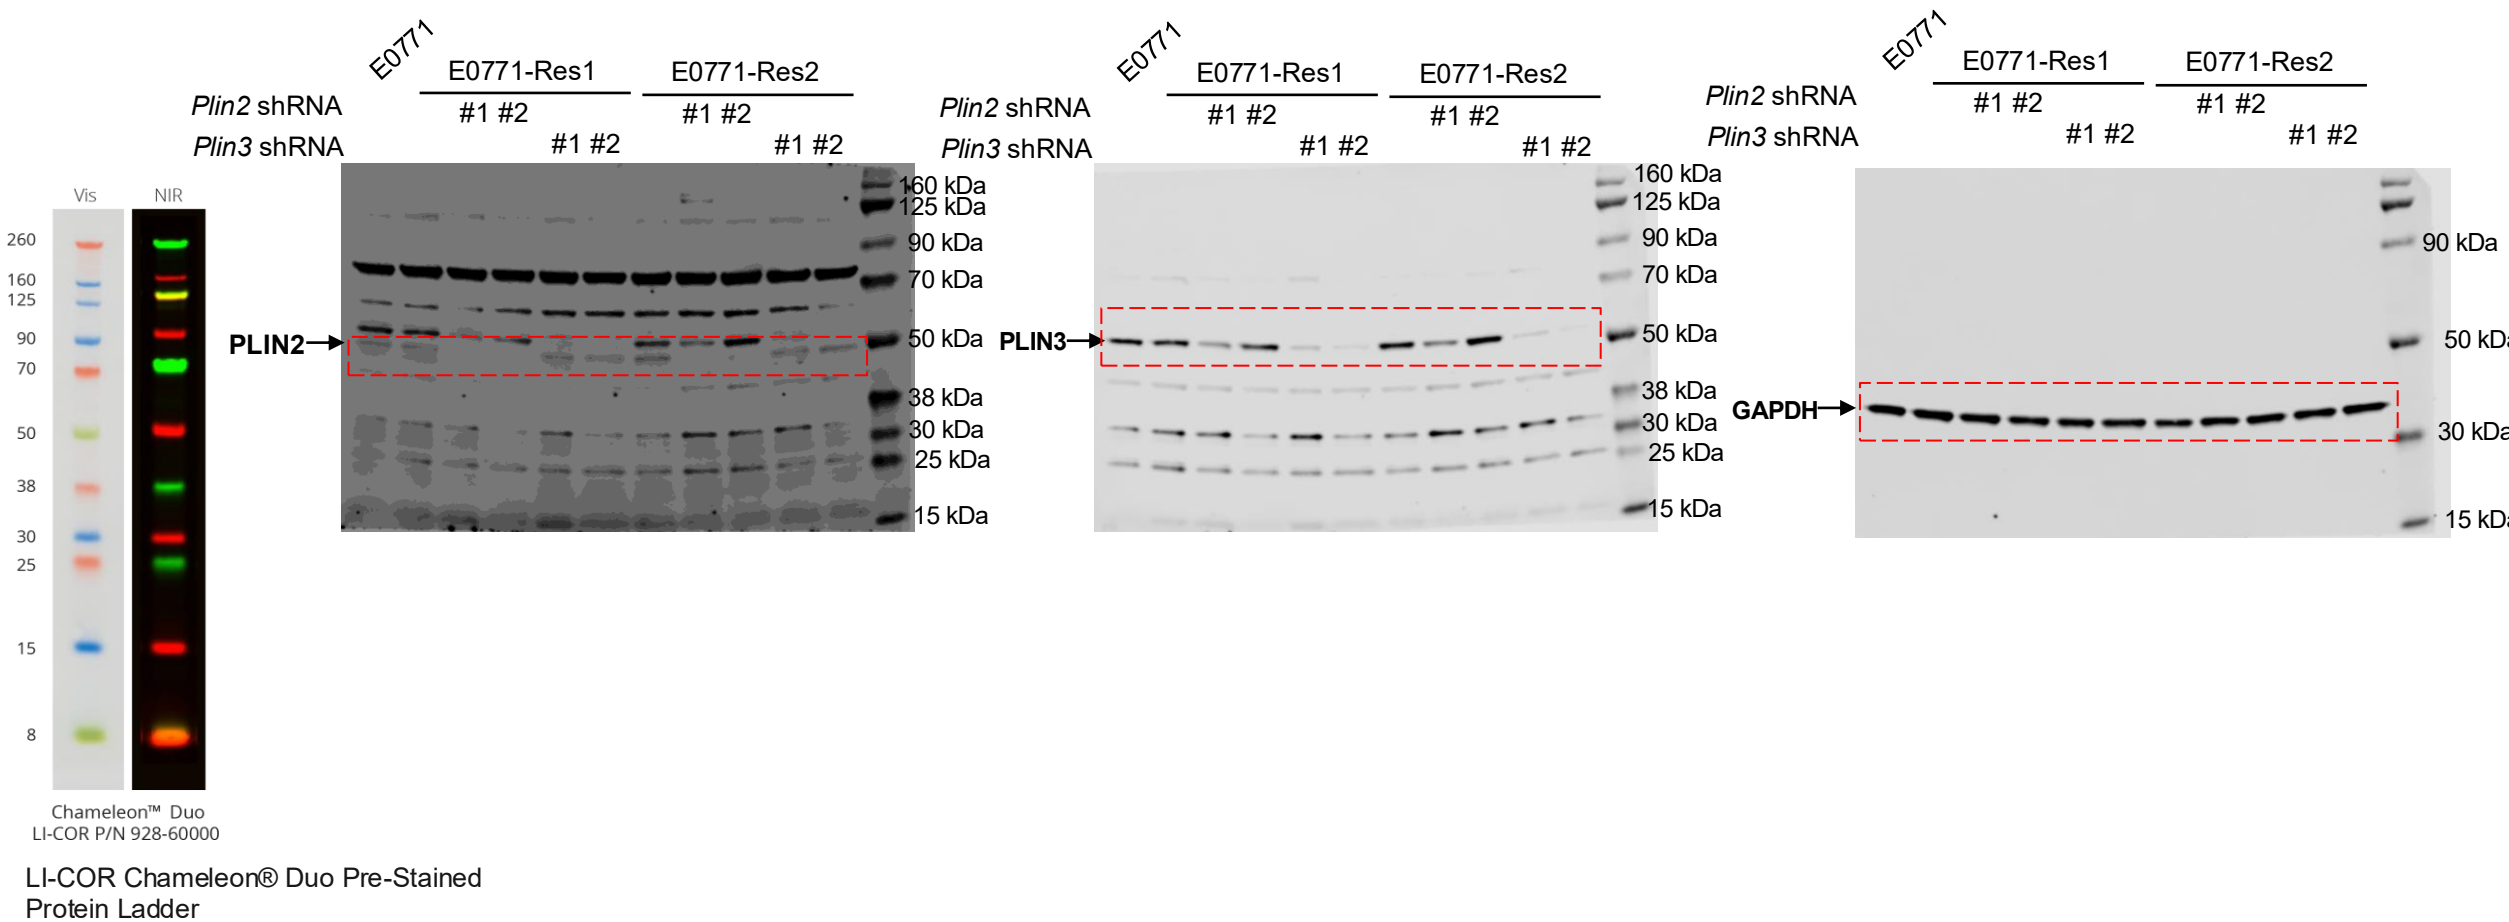

Full unedited blot/gel for Figure 6K

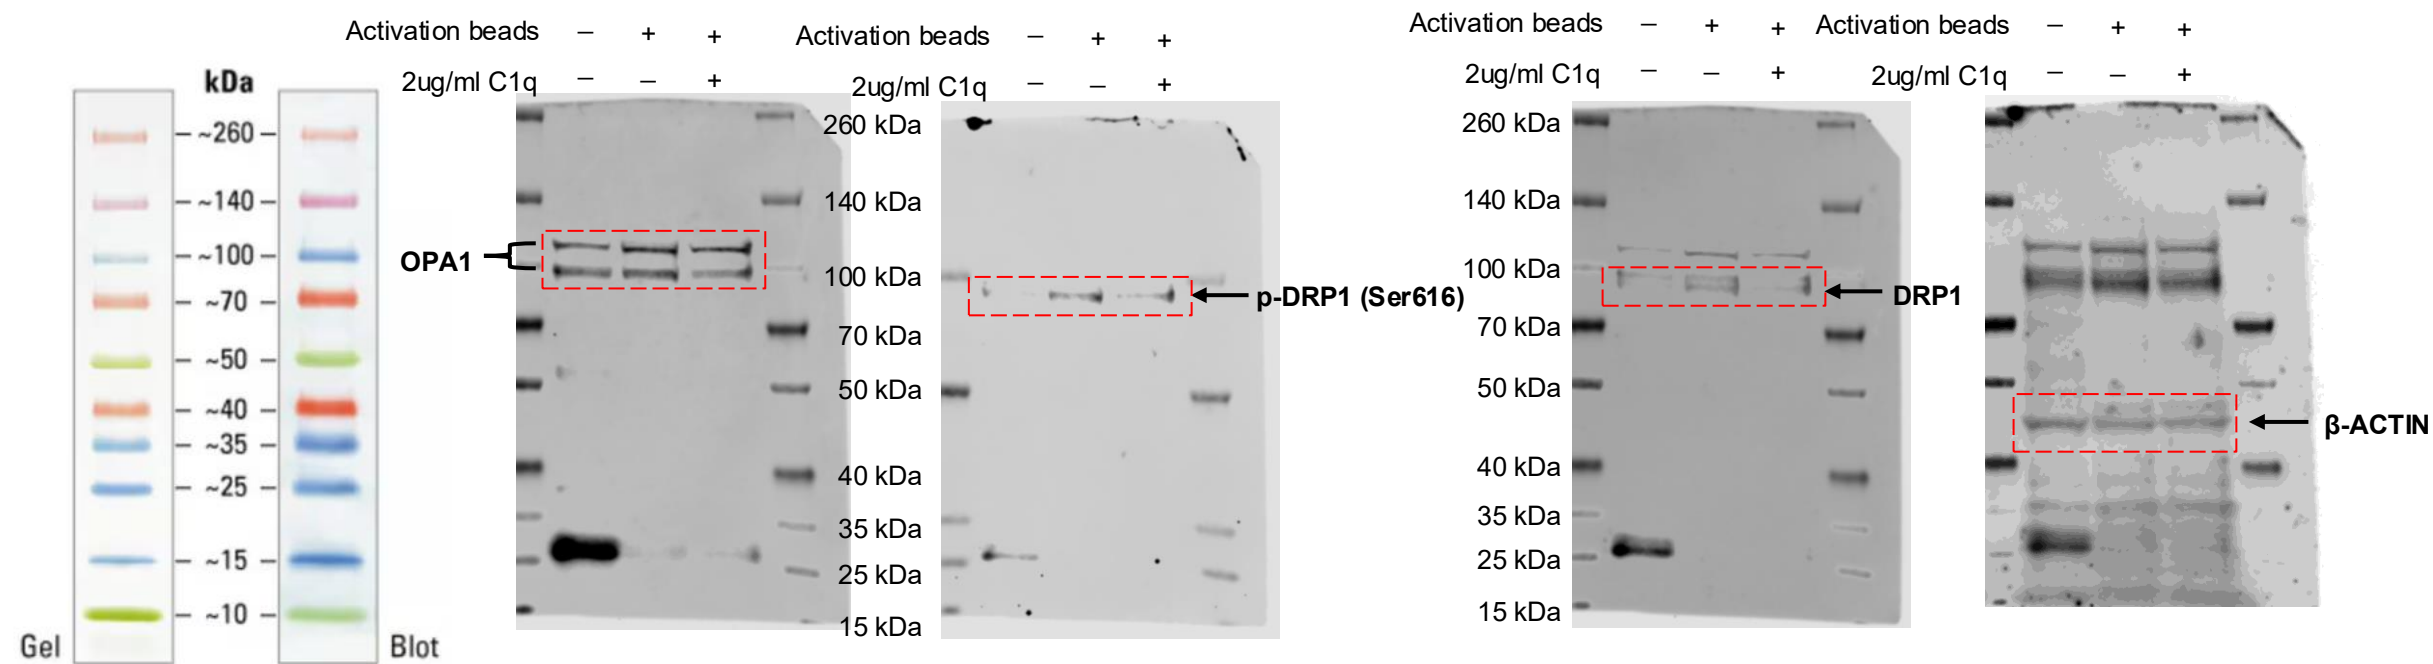

Full unedited blot/gel for Figure 7A

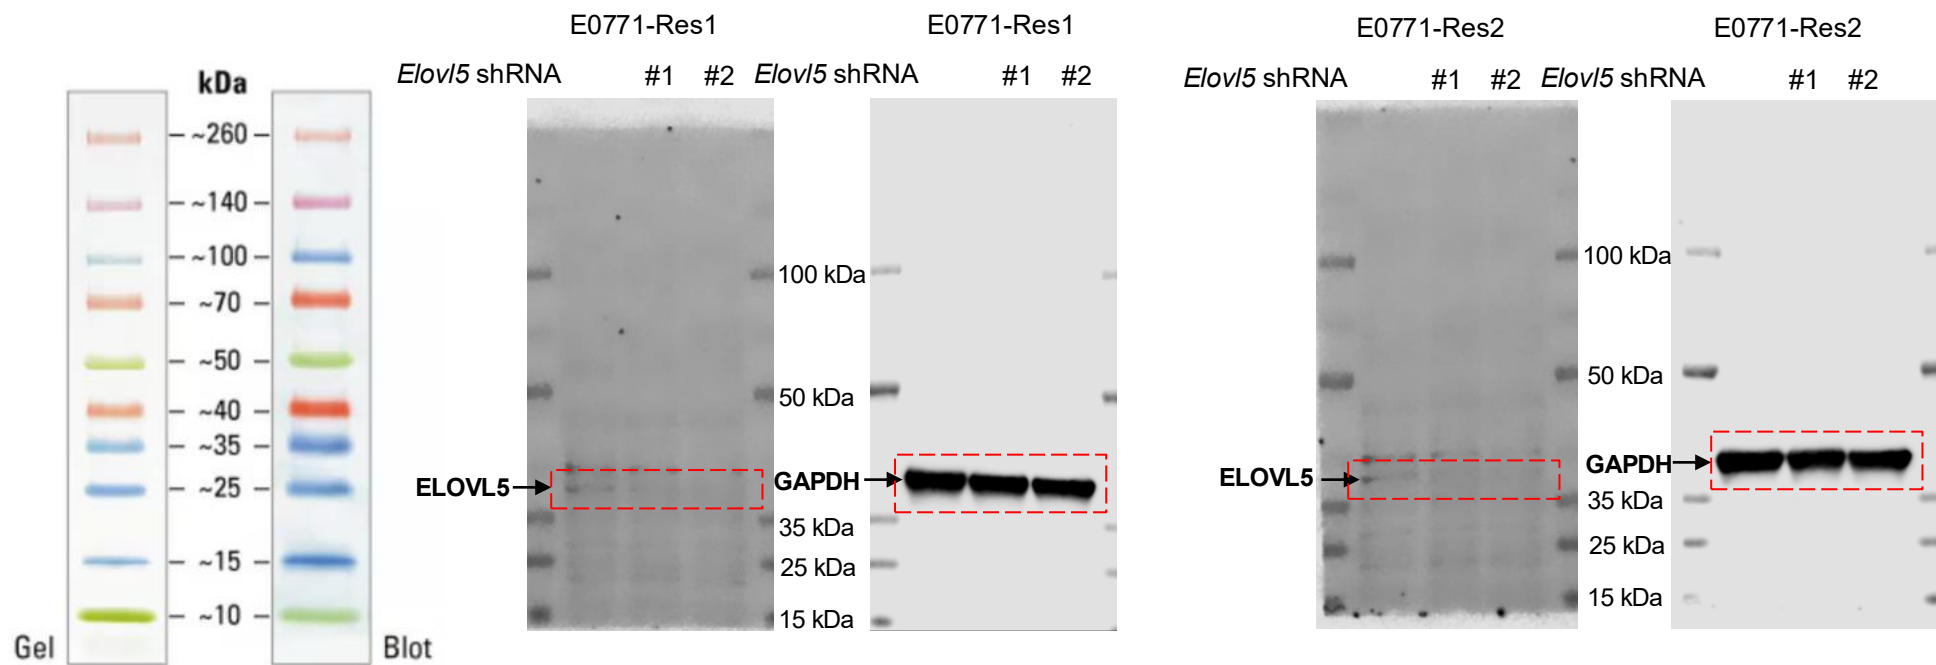

Spectra™ Multicolor Broad Range Protein Ladder

## Full unedited blot/gel for Figure 7H

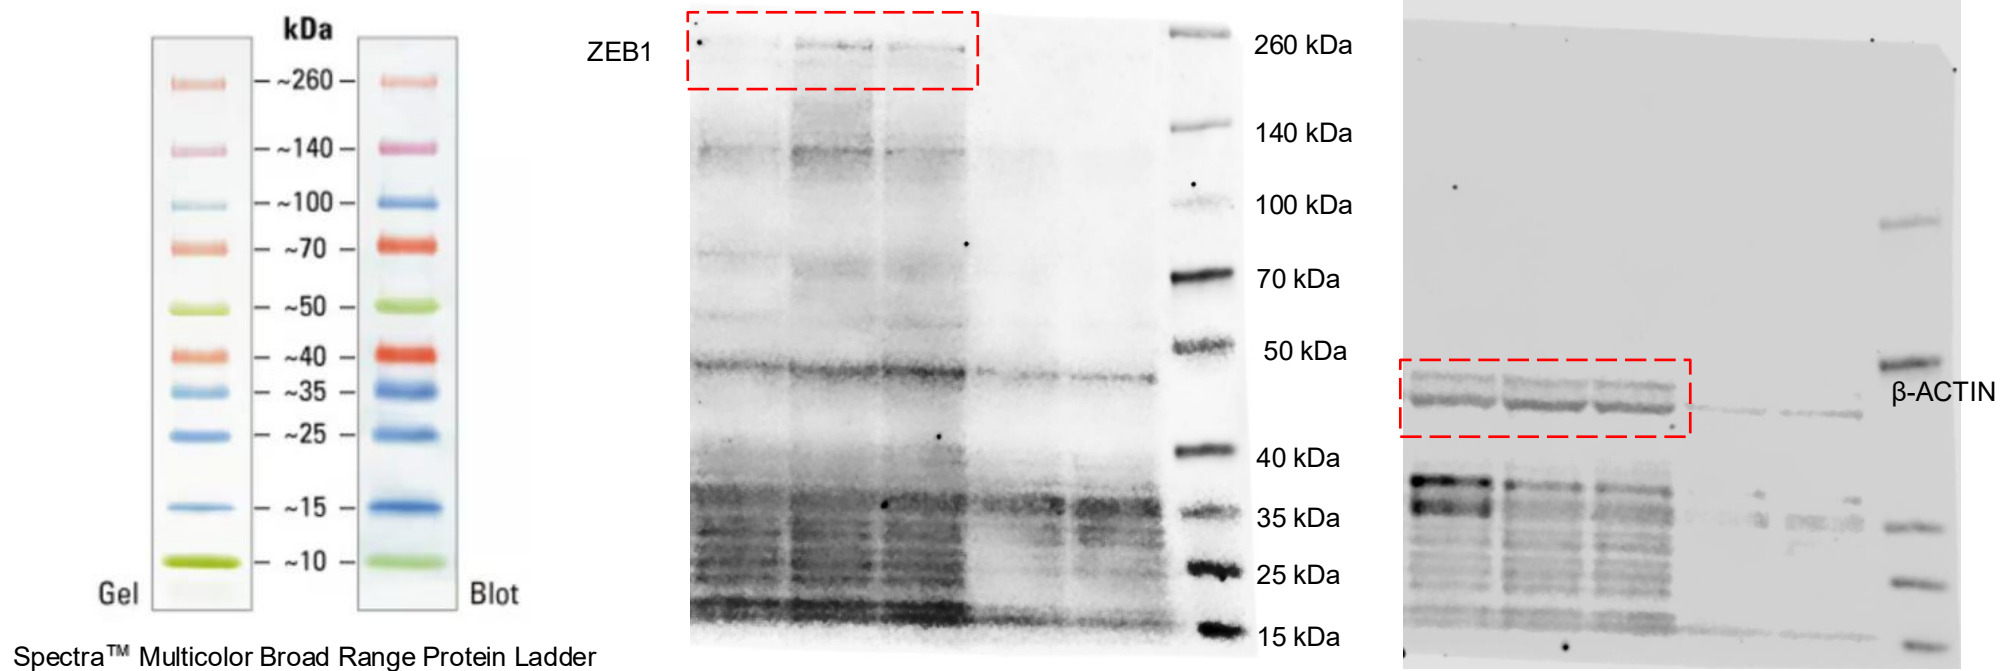

## Full unedited blot/gel for Supplemental Figure 8G

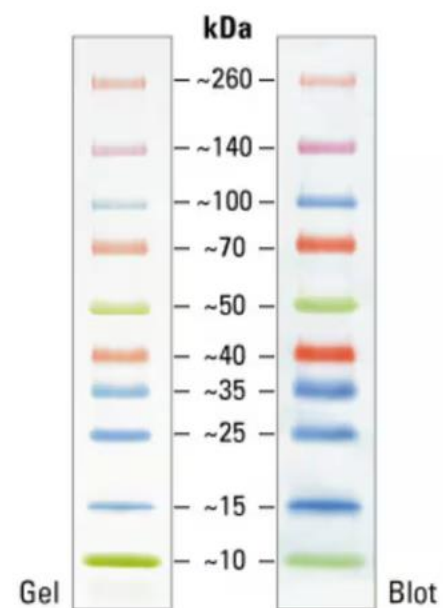

Spectra™ Multicolor Broad Range Protein Ladder

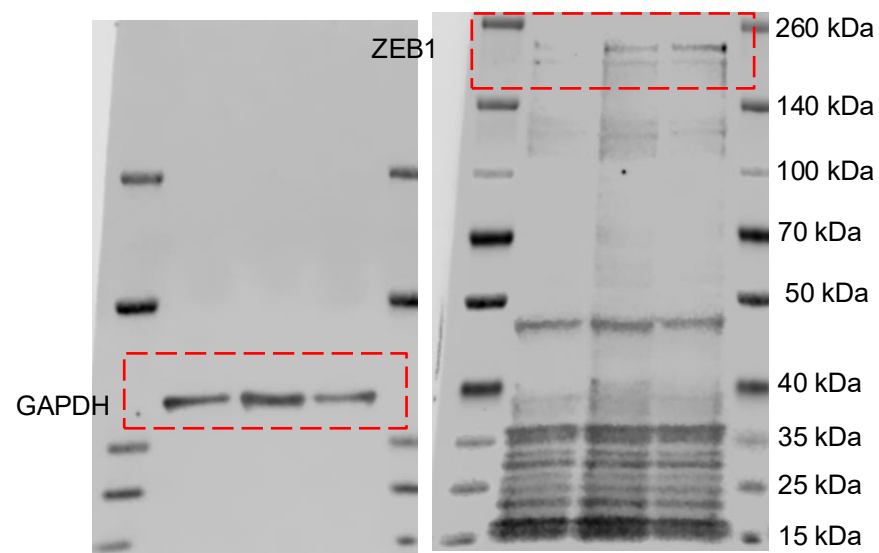

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

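The deposited data were droplet-based single-cell counts of CD45+ cells from E0771, E0771-Res1 and E0771-Res2 tumors on day 18. The authors labeled the cells of each mouse with oligonucleotide tags, counted unique molecular identifiers with Cell Ranger against a mouse genome whose build the files do not name, and deposited raw counts per gene and cell for each mouse, without normalization. Each matrix held 32285 genes, of which 40 symbols occurred more than once, and 9 tag features, which stayed out of library sizes and tests. Used here were 2 parental, 3 E0771-Res1 and 3 E0771-Res2 mice, so every parental value rests on 2 of the 3 parental mice that the paper describes, and the other was not analysed here. Totals ran from 5036667 to 9996115 counts per mouse in parental, 5352655 to 18894504 in E0771-Res1 and 10329135 to 14319569 in E0771-Res2 tumors.

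Cells with 500 to 6000 detected genes and under 10% mitochondrial counts were kept, as the paper's methods state, and mitochondrial (mt-), Rpl, Rps and Gm genes were left out. Normalization by SCTransform (sctransform 0.4.2) with 3000 variable genes, principal components and Louvain clustering of shared nearest neighbors used Seurat 5.3.0 in R 4.3.3, with 50 components and a resolution of 1.2. Scrublet in scanpy 1.11.5, with an expected doublet rate of 0.06, marked 30 of 10605 cells (0.283%) at its automatic threshold, which was taken as a failed call. Doublets were therefore kept, and the removal of the deposited cells with the highest 5% of scores in each mouse was added as an alternative, which took out 51 parental, 139 E0771-Res1 and 215 E0771-Res2 cells of those kept. Clusters were named from marker lists fixed before the data were examined, as were the groups, the tests, the gene lists, the rule for naming single genes and the alternatives not described as added. A cluster took the class with most markers among its leading genes, or else with the highest marker level. It stayed unnamed with under 3 markers detected, with cell cycle genes or markers of several classes leading, with a low depth and no leading marker, or with marker levels within 0.2 of another class where no marker led. These thresholds were set after the clusters and their cell numbers per group had been seen and were refined in 2 steps, before any share was tested. Monocytes, macrophages and the cells between them were clustered again without the genes of the marker and pathway lists to define subsets, and 1 of the clusters left unnamed there is not reported here. The share of 1 single cluster per subset was also looked at after the values had been seen, because it lay near the paper's values, and was not used as a result or as an alternative.

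Shares were computed per mouse and compared with two-sided exact permutation tests over all 28 splits of the 8 mice into 2 and 6, with Benjamini-Hochberg adjustment over 7 measures, in scipy 1.17.1 with Python 3.11.15. Exact 95% intervals of a share cover counting error only. Counts summed per mouse and class, with at least 10 cells, were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test), with 1 fit over the 3 groups for comparisons of tumors and with mouse as a block for comparisons of cell classes. Genes with an adjusted p under 0.05 were called, fold changes are edgeR's log2 values, and log2 CPM used a prior count of 2. Single genes are named where the paper names them for these cells, or where they are among the 5 largest changes per direction that passed this threshold, had an average log2 CPM of at least 5 and did not overlap between the mice of the groups compared. In edgeR comparisons of paired classes the same sign in every mouse took the place of the last condition.

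The 12 gene lists (antigen presentation, TNF and NF-kB, chemokine, interferon response, IL-18 pathway, phagocytosis, lysosome, lipid handling, resolvin and prostaglandin, cell cycle, dissociation stress, and the inflammation resolution list of Supplemental Table 2) were tested with fry of limma 3.58.1. All but the last were written from general knowledge. Symbols of Supplemental Table 2 are human and were turned to mouse case, and 141 of 147 were in the files. Short lists of tumor epithelial genes (8) and erythroid genes (5) were written to look for foreign RNA, and the latter was not used in a test here. Macrophages were divided by *Trem2* after thinning each cell to 2500 UMIs, the largest multiple of 500 that kept at least 90% of macrophages, a rule set after the files had been opened. For *C1qbp*, the definition of the lymphocyte classes was chosen after the numbers of cells per mouse were seen and before *C1qbp* was looked at.

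Replicates of 1 group differed by more than the sampling noise, with a chi-square per degree of freedom of 1.84 to 7.97 over genes, and none was counted as a repeat of another. The edgeR steps were tested on simulated data in which a seeded set of genes changed by 1.5 on the log2 scale. For macrophages of resistant against parental tumors, over 9555 genes, 87.9% of the changed genes were called, with 15 false calls among 190. For E0771-Res2 against E0771-Res1 the share was 95.5%, with 19 false calls among 209. Alternatives were log-normalization, other resolutions (0.8 and 2.0), 30 principal components, all deposited cells, all variable genes for the subsets, DESeq2 1.42.0, other filters on low counts, thinning to the smallest total, the replicate number as a block, camera in place of fry, and leaving out each mouse in turn. All steps ran with 1 thread of the linear algebra library and fixed seeds. An earlier run of the log-normalized clustering without this fixed number of threads formed other clusters, so its values depend on rounding, and they were replaced by those of the complete run. Gene coordinates are those of GRCm38 with GENCODE M21 and belong to the reference, not to the authors' files.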

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

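Of the tests in this part, those on other splits of the mice and on depth were chosen only after the counts of genes had been seen, as was the count over both lines under each alternative.

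Macrophages of the 2 resistant lines differed from each other in more genes than those of either line differed from parental tumors, and this difference between groups is why the result is set out here. Between E0771-Res2 and E0771-Res1, 833 of 9704 genes had an adjusted p under 0.05 (edgeR, 390 higher and 443 lower in E0771-Res2), against 25 for E0771-Res1 and 407 for E0771-Res2 against parental tumors, where only 2 parental mice entered. *Ctsk* was 2.54 higher on the log2 scale in E0771-Res2 (standard error 0.17, adjusted p = 7.99e-06), at 226 ± 14.4 CPM (SD, n = 3) against 41.1 ± 15.3, and *Gpnmb* was 2.35 higher (0.20, 3.17e-05). *Tnni2* (1.98), *Igf1* (1.37) and *Il7r* (1.37) completed the 5 largest increases. The largest decrease was that of *Cxcl3* (-2.12, standard error 0.52, adjusted p = 0.0249), followed by *Il1r2* (-1.45), *Cxcl2* (-1.34), *Ciita* (-1.33) and *Maff* (-1.28). The *Cxcl3* call was lost with DESeq2 (adjusted p = 0.145) and without E0771-Res2 replicate 1 (0.124), 2 (0.051) or 3 (0.0737), and the *Maff* call without E0771-Res2 replicate 1 (edgeR, 0.0597). For *Cd74* the log2 fold change was -1.24 (0.17, 0.000792) and for *H2-Ab1* -1.28 (0.21, 0.00212). *Gpnmb* is a marker of the macrophage class, *Cd74*, *H2-Ab1* and *Ciita* are markers of MHCII+-like and *Cxcl2* and *Cxcl3* of inflammatory-like macrophages, so the naming of cells bears on them. Of the 10 splits of the 6 resistant mice into 3 and 3, 1 gave as many genes, the true one, and the other 9 gave 0, but 10 splits allow no share under 0.1, so a grouping by chance and a line difference cannot be told apart by this test. Leaving out 1 mouse gave from 339 genes (without E0771-Res2 replicate 3) to 812 (without E0771-Res1 replicate 2).

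The tables argue against several technical causes of the difference between the lines. With every mouse thinned to the smallest total, 797 of the 833 genes were still tested and 409 (51.3%) kept their call, so unequal totals per mouse are not the whole cause. Cells of E0771-Res2 were shallower, which this does not address. With every macrophage thinned to 2500 UMIs before summing, 786 of the 833 genes were still tested, 446 (56.7%) kept their call with the same sign and the median ratio of fold changes was 1.02, so lower depth per cell is not the whole cause either. For the genes that lost their call, a loss of counts and an effect of depth stay open. Different shares of the named subsets do not account for it either, since within MHCII+-like macrophages alone the fold changes of these genes had a median ratio of 0.991 to those in all macrophages, 99.2% of 783 genes kept their sign and 511 genes were called. Within TREM2+C1q+-like macrophages the ratio was 0.886 and 606 genes were called. RNA from tumor cells stays open: the tumor epithelial list of 8 genes lay at 10.9 ± 2.87 CPM (SD, n = 3) in E0771-Res2 and 10.5 ± 2.37 in E0771-Res1 macrophages, but only 2 of its genes were abundant enough to be tested and 1 of these was called, so it cannot be told apart. The 2 lines came from different relapsed tumors, and a difference that the line brings to its macrophages stays among the open explanations as an untested hypothesis.

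The other result set out here is a comparison that the paper's text does not give for single genes in these macrophages. In macrophages, 12 genes were called against parental tumors in both lines (edgeR), all with the same sign in both. Higher were *Lpl* (log2 fold change 1.04 in E0771-Res1 and 1.33 in E0771-Res2), *Mmp12* (1.65 and 1.71), *Hist1h2bc* (1.29 and 1.59) and *Trem2* (0.74 and 1.16). Lower were *Rnase6* (-0.96 and -1.40), *Ly6a* (-0.78 and -1.05), *Gpr18* (-1.20 and -0.83), *Ly6c2* (-0.81 and -0.69), *Fcgr4* (-0.95 and -0.38), *Themis2* (-0.59 and -0.61), *Peli1* (-0.54 and -0.56) and *Ifitm2* (-0.45 and -0.43). *Lpl* lay at 274 ± 65.4 CPM (SD, n = 2) in parental, 557 ± 11.5 (n = 3) in E0771-Res1 and 677 ± 44.5 (n = 3) in E0771-Res2 macrophages, and *Trem2* at 180 ± 10.9, 304 ± 47.1 and 404 ± 42.8. *Trem2*, *Lpl* and *Mmp12* are markers of the macrophage class and *Ly6c2* of the monocyte class, so which cells were named macrophages bears on them. The *Trem2* call in E0771-Res1 was lost without any 1 of 5 resistant mice, all but E0771-Res1 replicate 3 (edgeR, adjusted p from 0.0519 to 0.0963), and after removal of the cells of highest doublet score (0.0527). When 1 mouse was left out, the number of genes called in both lines ran from 5 (without E0771-Res2 replicate 1) to 86 (without E0771-Res1 replicate 3), and 5 and 12 of the original 12 were among them. Without a filter beyond 1 count in total 159 genes were called, with all 12, and with the replicate number as a block 18 genes, with 8 of the 12. With the log-normalized clustering 28 genes were called and 9 of the 12 remained, without *Peli1* (0.0925) and *Ly6c2* (0.0667) in E0771-Res1 and *Fcgr4* (edgeR, adjusted p = 0.0515) in E0771-Res2, and with DESeq2 27 genes, with 11 of the 12.

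Both lines share the same 2 parental mice, which alone can give common calls. Over 30 simulations of unchanged groups against 2 shared controls, the most genes called in both was 1 and the mean 0.1. Each gene was drawn on its own there, without a deviation of a mouse common to many genes. Common calls from such a deviation in a parental mouse therefore stay open. Shares of the named subsets do not account for the direction, since within MHCII+-like macrophages 12 of 12 genes kept their sign in both lines, with median ratios of 0.804 and 0.857, and within TREM2+C1q+-like macrophages 12 and 11 of 12 did. Free RNA in the droplets does not account for it as a whole, since the change in T and NK cells was a median of 15.4% of that in macrophages, from -17.5% to 33.8%, although up to that part of each change may be free RNA. A common response of macrophages to resistant tumors remains a hypothesis from 2 parental mice, in the same data in which it was found.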

How the results depend on the processing

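Of the alternatives in this part, removal of cells with the highest doublet scores, the counting of the cluster between monocytes and macrophages to either side and of the shallow cluster as macrophages, names without the rule on close marker levels, genes of the mt-, Rpl, Rps and Gm families kept, lymphocytes clustered alone, all alternatives of the genes called in both lines and of the inflammatory-like cluster, and the log-normalized cells for the list tests were chosen only after the data had been seen, and so were the tests on them. Removal of Scrublet's calls, set beforehand, was not run because its automatic threshold failed. The next count covers single genes and single gene lists only. The shares, the counts of genes and of lists, and *C1qbp* against CD4+ T and NK cells together are not in it. Over 1409 such combinations of a result and an alternative, 1292 kept the direction and the side of the threshold. Of the others, 79 were weaker, 9 stronger, 19 moved and 10 reversed. The cause of the changes below was not tested unless it is named.

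No share passed an adjusted p of 0.05 under any alternative, but 28 splits allow no p under 0.0357 and leaving out a mouse raises this limit, so the number of mice largely fixed this and it is no sign of stability. The myeloid difference of -0.77 percentage points was 3.01 with all deposited cells, 0.548 at a resolution of 2.0 and 2.21 with the shallow cluster counted as macrophages, and from -1.67 (without E0771 replicate 1) to 0.138 (without E0771 replicate 3) when 1 mouse was left out. The TREM2+C1q+-like share of macrophages, 8.63 percentage points higher, was -7.59 with all deposited cells and -1.59 at a resolution of 2.0, and the MHCII+-like share, -11.8, was 0.827 with all deposited cells. The CD8+ T cell difference of -2.32 ran from -3.59 (without E0771 replicate 3) to -1.05 (without E0771 replicate 1). With 2 parental mice, each parental mouse left out leaves 1, for which no p is given.

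Counts of genes depended on the processing more than directions did. Without a filter beyond 1 count in total, edgeR called 459 genes in place of 128 for resistant against parental macrophages, 352 in place of 25 for E0771-Res1, 835 in place of 407 for E0771-Res2, 212 in place of 29 for monocytes and 159 in place of 12 in both lines. DESeq2 called 80 genes for E0771-Res1, 546 in place of 833 between the lines and 27 in both lines. With every mouse thinned to the smallest total the counts were 54, 455 and 26 in the same order, and with the log-normalized cells they were 195 for the resistant lines together, 52 for E0771-Res1, 82 for monocytes and 28 in both lines. The log-normalized values also depend on rounding, since an earlier run of the same code and seed without a fixed number of threads formed other clusters and called more genes for E0771-Res1 and in both lines. Leaving out 1 mouse gave from 35 (without E0771-Res2 replicate 1) to 340 genes (without E0771-Res1 replicate 3) for the resistant lines together, from 10 to 180 for E0771-Res1 and from 5 to 86 in both lines, with the same mice left out. It gave from 211 (without E0771-Res2 replicate 3) to 594 (without E0771-Res1 replicate 3) for E0771-Res2, from 339 (without E0771-Res2 replicate 3) to 812 (without E0771-Res1 replicate 2) between the lines, and from 4 (without E0771-Res2 replicate 3) to 59 (without E0771-Res1 replicate 3) for monocytes. For the 4856 genes of TREM2+C1q+-like macrophages, comparison with other macrophage clusters only gave 1809 and a resolution of 2.0 gave 3177.

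The replicate number as a block gave 41 genes for E0771-Res1 in place of 25 and moved no other count of genes by more than 1.5 times. Same-numbered mice did not deviate together, with correlations of -0.0756 to 0.117, so the numbers do not pair the mice.

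The *C1qbp* difference of 0.68 was 0.40 (edgeR, adjusted p = 0.665, 2 mice) with lymphocytes clustered alone, where it was -0.42 against NK cells (0.687); fewer mice had enough cells there. No list passed for resistant against parental macrophages, with 4 of 12 under an unadjusted p of 0.05. With the log-normalized cells 4 passed, and from 0 (without E0771-Res1 replicate 1) to 3 (without E0771-Res1 replicate 2) did when 1 mouse was left out. Of the list tests in subsets, 38 of 48 passed under fry and 10 under camera with an estimated correlation. At a resolution of 2.0, log2 differences in TREM2+C1q+-like macrophages became -0.88 for *Fcrls*, -0.39 for *Cd81* and -0.0849 for *Ccl8*, which were among the genes that formed the clusters. In the inflammatory-like cluster, *Cxcl2* became 2.17 with all variable genes and 1.12 at a resolution of 2.0, *Ccl3* 0.91 and 0.23, and *Ccl4* 0.64 and 0.0026, where other clusters carried the name.

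The CD8+ T cell class was limited by its number of cells. CD8+ T cells numbered 12 to 60 per mouse, and a comparison of their genes between parental and resistant tumors was not attempted. E0771-Res2 cells had median depths of 5589 to 7001 UMIs against 7631 to 8160 in the other groups.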

Differences from the paper's values

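The settings named in this part were set before the data were examined unless they are said to be added, and the direction tests below were chosen only after the values had been seen where the text says so. The legend of Supplemental Figure 3D gives the percentages of mC3 and mC0 over all macrophages, and those below are over macrophages unless CD45+ cells are named. The difference allowed from the paper's values was wide, since 35.4% against the paper's 24.9% came within it. A value within it is therefore not a close match. The settings counted below include leaving out each mouse in turn. Leaving out a mouse of another group cannot change a group's value. Such settings repeat the main value and are no separate failures to match. For parental tumors the paper gives 25.9% for mC3, against 45.4% of macrophages here; a resolution of 2.0 (33.3%) and 30 principal components (34.9%) came within the difference allowed, and the other 12 settings did not. Removal of the cells with the highest doublet scores, chosen after seeing the values, gave 27.9% and came within it. For mC0 in E0771-Res1 the paper gives 24.9%, against 42.2% of macrophages and 15.2% of CD45+ cells here; log-normalization (21.9%), a resolution of 0.8 (35.4%) and all variable genes (31.6%) came within it, and the other 11 did not. The shallow cluster counted as macrophages, chosen after seeing the values, gave 36.8% and came within it. For mC0 in E0771-Res2 the paper gives 25.9%, against 66.6% of macrophages and 24.8% of CD45+ cells here; a resolution of 2.0 (34.1%) came within it, and the other 13 settings did not.

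The paper's Supporting Data Values give 2642 parental cells, from 3 mice, against 1727 from 2 mice here; with all deposited cells the number was 1871, which came within the difference allowed. They give 15.6% of all cells for cluster 0 in E0771-Res2, against 24.8% of CD45+ cells for TREM2+C1q+-like macrophages here; a resolution of 2.0 (16.0%) and leaving out E0771-Res2 replicate 1 (23.2%) came within it, and the other 12 settings did not. Taking 1 single cluster as the TREM2+C1q+ macrophages, a setting looked at after seeing the values and not used, gave 9.07%, 12.5% and 15.1% of CD45+ cells in parental, E0771-Res1 and E0771-Res2 tumors, which reaches those values. The same setting gave 30.9%, 34.5% and 40.8% of macrophages, and a single MHCII+ cluster 51.7%, 40.9% and 13.8% of macrophages or 15.2%, 14.8% and 5.10% of CD45+ cells. The 51.7% in parental tumors exceeds the 45.4% that all MHCII+-like clusters together held within the macrophage class. The single-cluster values were therefore not counted like the shares of the subsets and cannot be compared with them. Macrophages made up about 60% of the cells in E0771-Res2 in Fig. 3B, read by eye, against 37.1% of CD45+ cells here; log-normalization (56.2%) and resolutions of 0.8 (48.9%) and 2.0 (46.8%) came within the difference allowed, and the other 11 settings did not. Among settings chosen after seeing the values, removal of the cells with the highest doublet scores (42.1%), the cells between both classes counted as macrophages (50.9%) and the shallow cluster counted as macrophages (47.7%) came within it. An earlier run of log-normalization without a fixed number of threads gave other shares and came within the difference allowed for the same values of the paper. Classes and subsets were named anew here, and a difference from the paper can come from that.

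The paper states that the myeloid proportion was higher in resistant tumors; here the difference was -0.77 percentage points, and it was positive with all deposited cells (3.01), at a resolution of 2.0 (0.548), without E0771 replicate 3 (0.138) and, in a setting chosen after seeing the values, with the shallow cluster counted as macrophages (2.21). It states that mC0 macrophages, a single cluster, had a larger part in both resistant lines. Here the TREM2+C1q+-like clusters together made up 42.2% of macrophages in E0771-Res1 against 45.8% in parental tumors. Their share of CD45+ cells was higher in E0771-Res1, 15.2% against 13.5%. The share of macrophages was higher than in parental tumors with log-normalization (21.9% against 21.5%), with all variable genes (31.6% against 30.4%), without E0771-Res1 replicate 3 (46.4% against 45.8%) and, in a setting chosen after seeing the values, with the cells between both classes counted as macrophages (39.56% against 39.54%). The single cluster looked at after seeing the values and not used, which was counted differently, was also higher (34.5% ± 9.49 against 30.9% ± 1.74, SD). It names *Cxcl2*, *Ccl3* and *Ccl4* as markers of inflammatory macrophages and chemokine signaling as active in them; here the 3 genes were not higher in the inflammatory-like cluster and the chemokine list was lower by a median of -0.48. Of the cells of that cluster 77.3% were monocytes and 16.1% macrophages in the clustering of all cells, so it is a poor stand-in for the paper's inflammatory macrophages. With all variable genes, a setting run on these genes after seeing the values, all 3 were higher (log2 differences of 2.17, 0.91 and 0.64). At a resolution of 2.0, also run after seeing the values, *Cxcl2* was higher (1.12, edgeR, adjusted p = 1.2e-07), and *Ccl3* (0.23, 0.292) and *Ccl4* (0.0026, 0.997) did not pass. It states that *C1qbp* was higher in CD8+ T cells among T and NK cells; here it was higher than in CD4+ T cells, and the difference from NK cells was 0.25 (edgeR, adjusted p = 0.304).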

Other observations

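Of the tests in this part, the swaps of subset labels within mice and the test on doublets were chosen only after the results had been seen.

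Between parental and resistant tumors, 128 of 9704 genes differed in macrophages (edgeR, 39 higher and 89 lower) and 29 of 8744 in monocytes (17 higher and 12 lower). Without E0771-Res2 replicate 1 the macrophage count was 35 and without E0771-Res1 replicate 3 it was 340, and without E0771-Res2 replicate 3 the monocyte count was 4. The largest increases in macrophages were *H2-M2* (log2 fold change 1.82, adjusted p = 0.0303), *Igf1* (1.76, 0.00208), *Mmp12* (1.68, 0.00192), *Hist1h2bc* (1.44, 0.00192) and *Lpl* (1.18, 0.00123). The largest decreases were *Arg1* (-2.25, 0.0431), *Il1r2* (-1.76, 0.00192), *Klrk1* (-1.23, 0.0149), *Rnase6* (-1.18, 0.00147) and *Iigp1* (-0.97, 0.0237). The calls for *H2-M2* (edgeR, adjusted p = 0.0731), *Arg1* (0.054), *Klrk1* (0.0525) and *Iigp1* (0.0698) were lost without E0771-Res2 replicate 1, and that for *Arg1* also with DESeq2 (0.229), with at least 10 counts in every mouse (0.0501), with the log-normalized cells (0.174) and without E0771-Res2 replicate 3 (0.0844). *Mmp12*, *Lpl* and *Arg1* are markers of the macrophage class. *Trem2* was 0.95 higher (0.00289), while *C1qa* (0.10, adjusted p = 0.782), *C1qb* (0.22, 0.398) and *C1qc* (0.29, 0.285) did not pass the threshold in edgeR. For *Cd74* the log2 fold change was -0.73 (0.0488), a call lost with DESeq2 (0.0896) and without any 1 of the E0771-Res2 replicates, among others, and for *H2-Ab1* it was -0.72 (0.105). In monocytes the largest increases were *Edn1* (2.04, 0.0307), *Hspa1b* (1.65, 0.0408), *Hspa1a* (1.55, 0.0387), *Klf2* (1.22, 0.0318) and *Cxcl2* (1.18, 0.0387), and the largest decreases *B3gnt5* (-1.10, 0.0277), *Cyp51* (-0.92, 0.0224), *Nr4a2* (-0.86, 0.0369), *Ly6a* (-0.80, 0.0107) and *Cish* (-0.77, 0.0387). Without E0771-Res2 replicate 3 the calls for *Edn1*, *Hspa1b*, *Hspa1a*, *Klf2*, *Cxcl2*, *Nr4a2* and *Cish* were lost (edgeR, adjusted p from 0.0759 to 0.0998), and with DESeq2 those for *Hspa1b* (0.068), *Hspa1a* (0.0713) and *Cxcl2* (0.105). *Hspa1b* and *Hspa1a* respond to tissue dissociation. Of the 25 genes of the dissociation stress list tested in monocytes, 5 passed over all genes tested and 16 adjusted over the list alone, all 16 higher in resistant tumors. The lists were not tested as a whole in monocytes, and no explanation of these values was tested.

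None of the 12 lists passed an adjusted p of 0.05 for resistant against parental macrophages (fry of limma), with 4 under an unadjusted p of 0.05. The antigen presentation list had a median log2 fold change of -0.38 (adjusted p = 0.106), with 7 of 32 genes higher, and 5 genes passed over all genes tested against 24 adjusted over the list alone. It passed without E0771-Res1 replicate 2 (0.0309) or 3 (0.0336) and, in an alternative added after the data were seen, with the log-normalized cells (fry of limma, 0.0326). Lipid handling had a median of 0.18 (0.106), with 3 genes over all genes tested and 7 adjusted over the list alone, resolvin and prostaglandin -0.08 (0.106), with 3 and 7, and interferon response -0.28 (0.128), with 11 and 24. The others were TNF and NF-kB (-0.13, 0.419), IL-18 pathway (-0.10, 0.377), chemokine (0.14, 0.447), dissociation stress (0.13, 0.419), inflammation resolution (0.07, 0.492), lysosome (0.06, 0.571), phagocytosis (-0.04, 0.721) and cell cycle (0.04, 0.88). Adjusted over the list alone, the first 7 of these had 6, 3, 8, 12, 4, 3 and 10 genes, against 3, 2, 1, 1, 3, 1 and 3 over all genes tested. For E0771-Res1 against parental tumors none of the 12 lists passed (fry of limma), with 1 under an unadjusted p of 0.05. The resolvin and prostaglandin list pools genes of both pathways, so its sign cannot show which of them changed. For E0771-Res2 against parental tumors, antigen presentation (-0.40, fry of limma, 0.0406), lipid handling (0.31, 0.0406) and resolvin and prostaglandin (-0.33, 0.0324) passed, with 11, 6 and 5 genes over all genes tested and 22, 15 and 9 adjusted over the list alone. Between E0771-Res2 and E0771-Res1, chemokine (-0.42, 0.0357), TNF and NF-kB (-0.48, 0.0368), lipid handling (0.29, 0.0475) and resolvin and prostaglandin (-0.37, 0.0128) passed, with 8, 21, 11 and 9 genes over all genes tested and 10, 29, 17 and 14 adjusted over the list alone.

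Log2 fold changes of the 2 lines against the same parental mice correlated across genes with r = 0.551 and shared their sign in 67.1% of genes. Unchanged groups simulated against shared controls gave a mean r of 0.712 and 74.1%, so the shared controls alone account for as much, and genes are not independent replicates.

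The hypothesis that the association of C1q genes with *Trem2* comes from cells with more RNA was tested by thinning every macrophage to 1 number of UMIs. The *C1qa* difference was 0.57 after thinning and 0.80 before, positive in 8 of 8 mice, so depth is not the whole cause. How much of it depth accounts for stays open, since thinning also turns Trem2-positive cells negative, and thinning to 1250 UMIs lowered it further, to 0.52. That any abundant gene would be higher was tested against 200 genes of a like level, and *C1qa* lay above 97.0% of them. What stays open is free RNA, since 35.2% of CD8+ T, 40.4% of NK and 57.3% of CD4+ T cells held a *C1qa* UMI at the same depth. No biological cause was tested.

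A cluster of 85 cells among monocytes and macrophages was led by T cell genes. Of its cells, 18.8% were in the highest 5% of doublet scores against 4.17% of the other monocytes and macrophages, and their median UMI count was 1.78 times that of their mouse against 1.02 times. This is consistent with doublets of a T cell and a myeloid cell, a hypothesis found and tested on the same data.

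For the 4856 genes that differ between TREM2+C1q+-like macrophages and the other clusters, the labels of the subset were swapped within mice. Of 50 swaps, the true one included, 1 gave as many genes, another, in which 1 mouse was swapped, gave 1583, and the other 48 gave 0. Clusters were formed from expression, so a low count in the other swaps partly follows from how the subset was made and does not show a biological group. In this subset the lists not given with the article's text also passed under fry of limma: interferon response (median -1.02, lower in 8 of 8 mice, adjusted p = 4.71e-07), TNF and NF-kB (-0.62, lower in 8, 1.11e-05), lipid handling (0.50, higher in 8, 2.01e-06), cell cycle (0.50, higher in 8, 0.00106), antigen presentation (-0.35, lower in 8, 9.02e-05), resolvin and prostaglandin (-0.21, lower in 8, 9.02e-05), dissociation stress (-0.23, lower in 7, 0.00137) and chemokine (-0.17, lower in 6, 0.00387). In this order 51, 37, 21, 20, 24, 17, 19 and 20 genes passed over all genes tested and 52, 37, 22, 22, 28, 19, 19 and 20 adjusted over the list alone. Under camera, the calls for interferon response (0.00561), lipid handling (0.0103) and TNF and NF-kB (0.0384) held. For the pooled resolvin and prostaglandin list, the sign cannot show which pathway was lower in this subset.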
